# *Ap4* is rate limiting for intestinal tumor formation by controlling the homeostasis of intestinal stem cells

**DOI:** 10.1038/s41467-018-06001-x

**Published:** 2018-09-03

**Authors:** Stephanie Jaeckel, Markus Kaller, Rene Jackstadt, Ursula Götz, Susanna Müller, Sophie Boos, David Horst, Peter Jung, Heiko Hermeking

## Abstract

The gene encoding the transcription factor TFAP4/AP4 represents a direct target of the c-MYC oncoprotein. Here, we deleted *Ap4* in *Apc*^*Min*^ mice, a preclinical model of inherited colorectal cancer. *Ap4* deficiency extends their average survival by 110 days and decreases the formation of intestinal adenomas and tumor-derived organoids. The effects of *Ap4* deletion are presumably due to the reduced number of functional intestinal stem cells (ISCs) amenable to adenoma-initiating mutational events. Deletion of *Ap4* also decreases the number of colonic stem cells and increases the number of Paneth cells. Expression profiling revealed that ISC signatures, as well as the Wnt/β-catenin and Notch signaling pathways are downregulated in *Ap4*-deficient adenomas and intestinal organoids. AP4-associated signatures are conserved between murine adenomas and human colorectal cancer samples. Our results establish Ap4 as rate-limiting mediator of adenoma initiation, as well as regulator of intestinal and colonic stem cell and Paneth cell homeostasis.

## Abstract (web summary)

The c-MYC oncoprotein has many targets whose actions are not fully understood including TFAP4/AP4. Here, the authors show in a mouse model of inherited colorectal cancer that deletion of AP4 decreased the frequency of c-MYC-driven intestinal adenomas, and reveal Ap4 as a mediator of adenoma initiation and regulator of colonic and intestinal stem cell and Paneth cell homeostasis.

## Introduction

The TFAP4/AP4 protein belongs to the class of basic-helix-loop-helix leucine zipper (bHLH-LZ) transcription factors (reviewed in Jung and Hermeking^1^). AP4 exclusively forms homodimers, which bind to the E-box motif CAG/CCTG and thereby either repress or activate the expression of target genes. We previously identified the *AP4* gene as a direct transcriptional target of c-MYC^2^. AP4 is expressed in progenitor/transient-amplifying (TA) cells in human colonic crypts, and in colorectal cancer (CRC) in a pattern similar to c-MYC. The prototypic oncogene c-*MYC* is a direct target of the APC (adenomatous polyposis coli) /Wnt (Wingless/Int-1) pathway^3^ and an essential mediator of tumor formation induced by inactivation of *Apc* in the intestine^4,5^. Previous studies performed in CRC cell lines or mouse embryonic fibroblasts suggested that AP4 may contribute to the progression of CRC by regulating genes involved in epithelial–mesenchymal transition (EMT) and proliferation^6–8^. However, the organismal function of Ap4 in the intestinal epithelium and its relevance for intestinal tumor formation has so far not been studied using a genetic approach.

The present study shows that inactivation of *Ap4* by deletion leads to decreased adenoma formation in *Apc*^*Min*^ mice, which represent a preclinical model of familial *adenomatous polyposis* (FAP)^9,10^. mRNA profiling revealed downregulation of a large number of genes involved in Wnt/β-catenin and/or Notch signaling in *Ap4*-deficient adenomas of *Apc*^*Min*^ mice and organoids derived from the epithelium of the small intestine. In line with these regulations, *Ap4*-deficient intestinal organoids and tumoroids show impaired re-growth capacities and therefore decreased stemness. The reduced number of tumors observed in *Ap4*-deficient mice is presumably due to a decrease in the number of functional intestinal stem cells (ISCs). In addition, *Ap4* inactivation causes an increase in the number of Paneth cells. Our results establish Ap4 as a regulator of ISC and Paneth cell homeostasis and as a rate-limiting mediator of intestinal tumor initiation.

## Results

### Role of *Ap4* in intestinal adenoma formation

Here we determined the effect of *Ap4* deficiency on adenoma formation in the intestine of *Apc*^*Min*^ mice, which harbor an inactivating mutation in one *Apc* allele. Upon spontaneous loss of the second *Apc* allele, these mice develop ~50–100 adenomas in the small intestine by the age of 4–6 months. As expected, adenomas in *Apc*^Min/+^/*Ap*^*-/-*^ mice did not display Ap4 expression, whereas adenomas of *Apc*^*Min*^ mice showed elevated expression of Ap4 (Fig. 1a). Approximately 50% of *Apc*^*Min*^ mice succumbed to intestinal adenomas by ~180 days of age (Fig. 1b), which was in line with previous reports^11,12^. However, in *Ap4*-deficient *Apc*^*Min*^ mice intestinal cancer-related death was delayed on average by 110 days, with heterozygous mice showing an intermediate delay. *Ap4* deficiency was associated with a ~4-fold decrease in the number of adenomas in the small intestines of moribund *Apc*^*Min*^ mice, while the size of adenomas increased (Fig. 1c–e). Unexpectedly, the proliferation rate within small intestinal adenomas of moribund *Apc*^*Min*^ mice was not affected by loss of *Ap4* (Supplementary Fig. 1). When adenomas of age-matched, 120 days old *Apc*^*Min*^ mice were compared, the *Ap4*-deficient mice showed a ~5-fold decrease in the number of adenomas, whereas the size of the adenomas was not affected (Fig. 2a-c). A decreased number of tumors was also detected in the colon of *Ap4*-deficient *Apc*^*Min*^ mice when compared with *Ap4*-wild-type *Apc*^*Min*^ mice (Supplementary Fig. 2a). However, due to the low incidence of adenomas in the colon of *Apc*^*Min*^ mice these differences did not reach statistical significance. The uniform tumor size and the unchanged proliferation rate of tumors in the small intestine (Supplementary Fig. 2b) in 120 days old mice suggested that the increase in adenoma size seen in moribund animals was most likely due to the increased life-span of *Ap4*-deficient *Apc*^*Min*^ mice. The effects of *Ap4* loss on tumorigenesis observed in *Apc*^*Min*^ mice were independent of the gender (Supplementary Fig. 2c-e). When we analyzed *Apc*^*Min*^ mice with intestinal epithelial cell (IEC)-specific deletion of *Ap4*, which was achieved by crossing *Villin-Cre* with *Ap4*^fl/fl^ mice, we obtained similar results as for *Apc*^*Min*^ mice with germ-line deletion of *Ap4*: that is, in *Ap4*^ΔIEC^/*Apc*^*Min*^ mice intestinal cancer-related death was significantly delayed by 110 days, with heterozygous mice showing an intermediate delay (Supplementary Fig. 2f). *Ap4*^ΔIEC^/*Apc*^*Min*^ mice showed a sixfold decrease in the number of adenomas in the small intestines of moribund and a fivefold decrease in the small intestine of 120 days old *Apc*^*Min*^ mice, whereas the size of adenomas increases in moribund mice and the size of the adenomas was not affected in 120 days old mice (Supplementary Fig. 2g, h). Epithelial-specific deletion of *Ap4* in *Apc*^*Min*^ mice also resulted in a decreased number of adenomas in the colon, although this effect was not statistically significant (Supplementary Fig. 2i). Deletion of *Ap4* in epithelial cells did not affect the proliferation rate of established adenomas of *Apc*^*Min*^ mice (Supplementary Fig. 2j). Therefore, the effects of *Ap4* deletion in the germ-line on adenoma formation are presumably intestinal epithelial cell autonomous. Taken together, these results show that *Ap4* is rate limiting for adenoma initiation in *Apc*^Min^ mice. As c-Myc is a required mediator of intestinal tumor formation in Apc-mediated tumorigenesis, the results imply a pivotal role of Ap4 among the many known c-Myc target genes in mediating intestinal tumor formation.

**Fig. 1:**
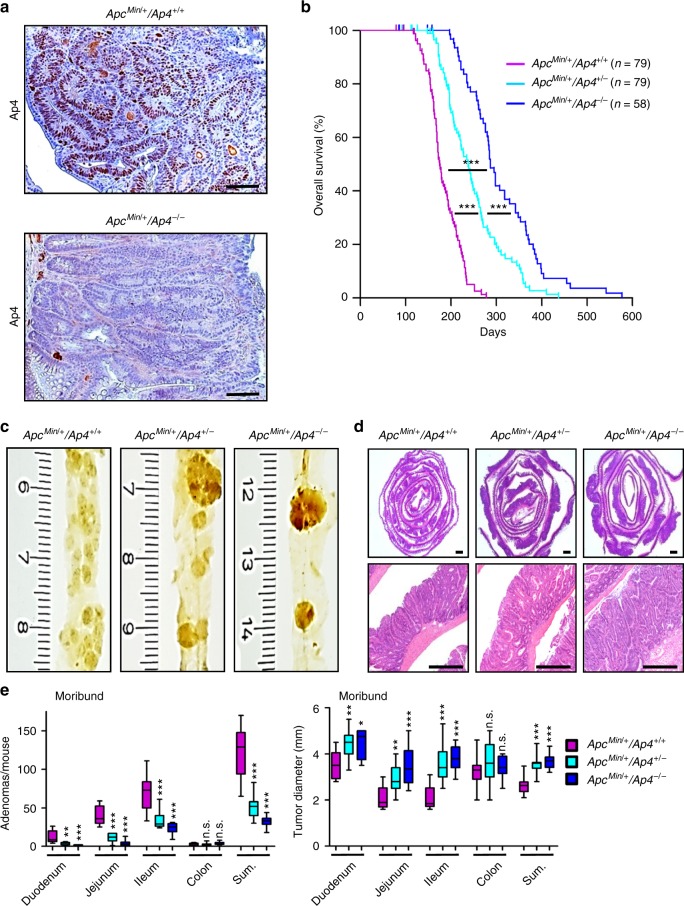
Deletion of *Ap4* in *Apc*^*Min/+*^ mice prolongs survival and decreases the frequency of adenomas. **a** Immunohistochemical detection of Ap4 in adenomas of moribund *Apc*^*Min/+*^ mice with the indicated genotype. Counterstaining with hematoxylin. Scale bar = 50 µm. **b** Kaplan–Meier survival analysis of *Apc*^*Min/+*^ mice with the indicated genotypes. Censored mice without intestinal tumor-related death are indicated on the Kaplan–Meier curve as tick marks. **c** Macroscopic pathology of representative polyps in the small intestine (ileum) of moribund *Apc*^*Min/+*^ mice with the indicated genotype, scale in cm. **d** Representative sections through rolls of the small intestine stained for hematoxylin and eosin (HE). Scale bar = 500 µm. **e** Quantification of adenoma number/mouse (left panel) and tumor diameter (right panel) in the intestine of six male and six female (*Apc*^*Min/+*^*/Ap4*^*+/+*^), five male and five female (*Apc*^*Min/+*^*/Ap4*^*+/-*^) or four male and four female (*Apc*^*Min/+*^*/Ap4*^*-/-*^) moribund *Apc*^*Min/+*^ mice. The box plot extends from the 25th to 75th percentiles. The line in the middle of the box is plotted at the median. The whiskers underneath or above the boxes range from min. to max. value, respectively. **b** Results were subjected to a log-rank test with *p*-values * < 0.05, ** < 0.01, *** < 0.001, n.s. not significant. **e** Results represent the mean ± SD. Results were subjected to an unpaired, two-tailed Student’s *t*-test with *p*-values * < 0.05, ** < 0.01, *** < 0.001, n.s. not significant. See also Supplementary Fig. 1

**Fig. 2:**
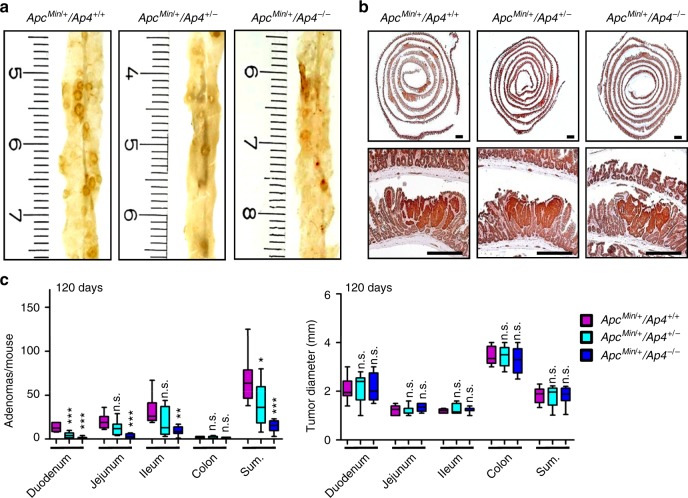
*Ap4* deletion decreases frequency but not size of adenomas in age-matched *Apc*^*Min/+*^ mice. **a** Macroscopic pathology of representative polyps in the small intestine (ileum) of 120 days old *Apc*^*Min/+*^ mice with the indicated genotype, scale in cm. **b** Representative sections through rolls of the small intestine were stained for β-catenin. Scale bar = 500 µm (upper pictures) or 250 µm (lower pictures). **c** Quantification of adenoma number/mouse (left panel) and tumor diameter (right panel) in the intestine of four male and four female 120 days old *Apc*^*Min/+*^ mice per genotype. The box extends from the 25th to 75th percentiles. The line in the middle of the box is plotted at the median. The whiskers represent the minimal and maximal values. **c** Results represent the mean ± SD. Results were subjected to an unpaired, two-tailed Student’s *t*-test with *p*-values * < 0.05, ** < 0.01, *** < 0.001, n.s.: not significant. See also Supplementary Fig. 2

### mRNA expression profiling of *Ap4*-deficient adenomas

To identify pathways mediating the effects of Ap4, we compared the mRNA expression profiles of intestinal adenomas that formed in *Apc*^*Min*^ mice with and without *Ap4* deletion. By applying next-generation sequencing (NGS), we identified 1459 mRNAs that were differentially regulated with a fold change in expression > 1.5 (*p* < 0.05) due to deletion of *Ap4* (Fig. 3a). Out of these, 954 mRNAs were significantly downregulated, and 505 mRNAs were upregulated in *Ap4*-deficient *Apc*^*Min*^ mice (Fig. 2b, c). Notably, pathway analysis showed that mRNAs encoding for proteins involved in EMT, as well as cell cycle regulatory proteins (e.g., E2F targets) were significantly enriched among the downregulated mRNAs (Supplementary Fig. 3a, Supplementary Data 1). Furthermore, gene set enrichment analysis (GSEA) showed that mRNAs characteristic for Lgr5-positive ISCs^13^ were preferentially downregulated in *Ap4*-deficient adenomas (Fig. 4a, b). We validated this finding using additional, previously published ISC-specific gene signatures^14,15^ (Supplementary Fig. 3c, Supplementary Data 2). These signatures also showed preferential enrichment among the mRNAs downregulated after deletion of *Ap4*. Moreover, mRNAs encoding for proteins involved in Wnt/β-catenin and Notch signaling, which control the homeostasis of ISCs^16,17^, were also preferentially downregulated in *Ap4*-deficient adenomas (Fig. 4a, b, Supplementary Fig. 3c, Supplementary Data 2). Genes downregulated upon deletion of *Ap4* included ISC markers induced by Wnt/β-catenin signaling, such as *Lgr5* and *Ascl2*^18–20^, or by Notch signaling, such as *Olfm4*^21^, as well as additional direct Wnt/β-catenin and/or Notch target genes with critical functions in the Wnt and Notch signaling pathways, such as *Sox4*, *Tcf7*/*Tcf1*, *Axin2*, *EphB3, Jag1, Jag2*, *Hes1* and *c-Myc* (Fig. 4b). Furthermore, *Notch1* itself was downregulated in *Ap4*-deficient adenomas. Taken together, these results imply that Ap4 regulates the homeostasis of ISCs via activating Wnt/β-catenin and/or Notch signaling pathways.

**Fig. 3:**
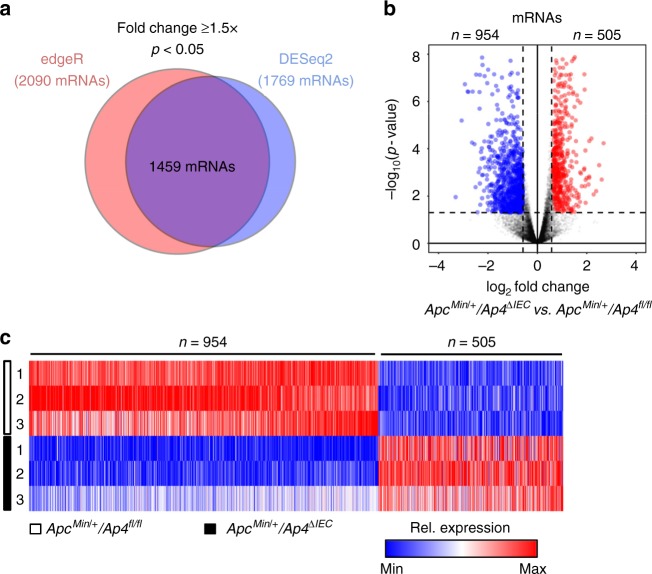
Expression analyses of *AP4*-deficient adenomas from *Apc*^*Min/+*^ mice. **a** Venn diagram displaying differentially regulated RNAs (fold change ⩾ 1.5, *p* < 0.05) in *Ap4*^fl/fl^ and *Ap4*^∆IEC^ *Apc*^*Min/+*^ adenomas as determined by edgeR and DESeq2. **b** Volcano plot and heatmap depicting expression changes between *Apc*^*Min/+*^/*Ap4*^fl/fl^ and *Apc*^*Min/+*^*/Ap4*^∆IEC^ tumors from 120 days old mice derived from three female mice (five tumors per mouse) per genotype detected by RNA-Seq. Volcano plot: *p*-values are plotted against the log_2_ of the corresponding RNA expression changes in *Ap4*^∆IEC^ versus *Ap4*^fl/fl^ adenomas. Differentially expressed RNAs (*p*-value < 0.05) with a log_2_ fold change ≥ 0.58 are indicated in red, with a log_2_ fold change ≤ −0.58 are marked in blue. RNAs with 0.58 > log_2_ fold change > −0.58 and/or with a *p*-value ≥ 0.05 are represented by gray dots. Dashed vertical lines indicate cut-offs for differential expression. Dashed horizontal line indicates the cut-off for adjusted *p*-values < 0.05 as determined with DESeq2. **c** Heatmap depicting expression changes of differentially expressed mRNAs (fold change ⩾ 1.5 and *p* < 0.05 as determined by edgeR and DESeq2) as relative expression levels normalized to the mean expression in the control, *Apc*^*Min/+*^*/Ap4*^*fl/fl*^, samples for each indicated mRNA. Colors indicate relative expression values from minimum (blue) to maximum (red) for each RNA sample per differentially regulated mRNA. Three biological replicates per genotype were analyzed

**Fig. 4:**
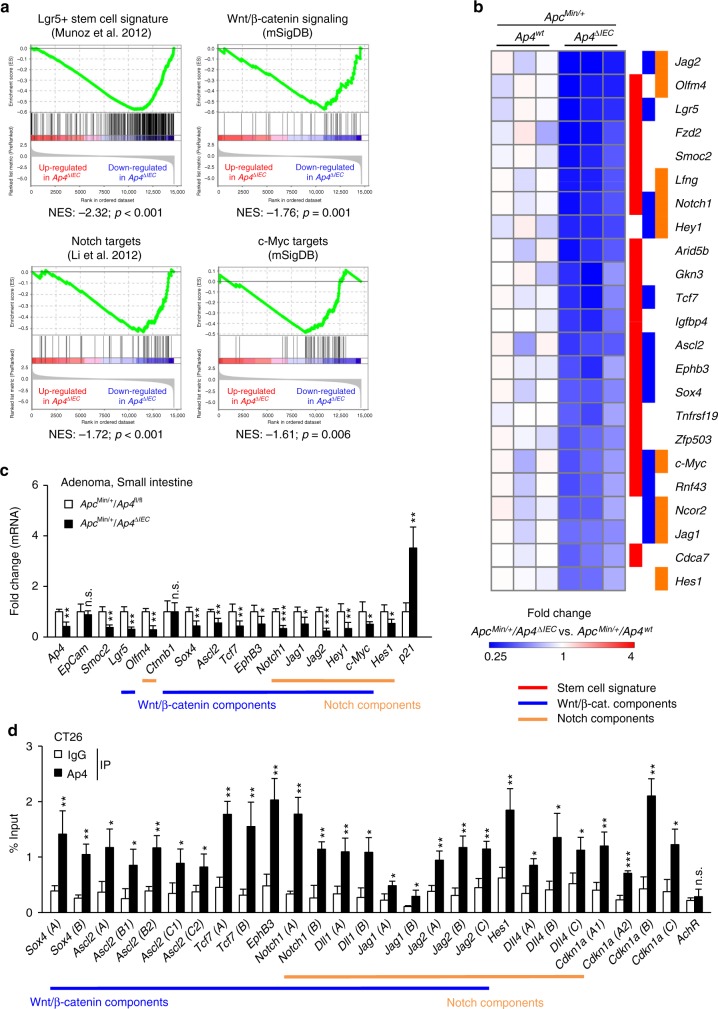
*Ap4-*dependent expression profiles in *Apc*^*Min/+*^ adenomas. **a** GSEA comparing gene expression profiles from *Apc*^*Min/+*^*/Ap4*^*fl/fl*^ and *Apc*^*Min/+*^*/Ap4*^*∆IEC*^ adenomas from 120 days old mice with Lgr5-positive stem cell signatures^13^, Wnt/β-catenin signaling (mSigDB: molecular Signatures Database), Notch target genes or c-Myc target genes (mSigDB). NES: normalized enrichment score, Nom. *p*-value: nominal *p*-value. **b** Heatmap of selected differentially expressed mRNAs (*p*-value < 0.05) from intestinal stem cell gene signatures, Wnt/β-catenin signaling and/or Notch signaling gene signatures analyzed in **a**. The heatmap displays relative fold changes in expression levels normalized to the mean expression in the control, *Apc*^*Min/+*^*/Ap4*^*fl/fl*^, samples for each indicated mRNA. Three biological replicates per genotype were analyzed. **c** qPCR analysis of the indicated *mRNA* derived from tumors from three female mice (five tumors per mouse) per genotype. **d** The murine CRC cells CT26 were subjected to qChIP analysis with Ap4 or IgG-specific antibodies for ChIP. The mouse *acetylcholine receptor* (*AchR*) promoter, which lacks Ap4-binding motifs, served as a negative control. E-boxes used for qChIP analysis are marked in Supplementary Fig. 3. **c**, **d** Results represent the mean ± SD. Results were subjected to an unpaired, two-tailed Student’s *t*-test with *p*-values * < 0.05, ** < 0.01, *** < 0.001, n.s.: not significant. See also Supplementary Fig. 3, Supplementary Data 1 and Supplementary Data 2

Recently, Ap4 was shown to maintain a c-Myc-induced transcriptional program in activated T cells^22^ and germinal center B cells^23^. In line with these findings, c-Myc target genes were preferentially downregulated in *Ap4*-deficient adenomas (Fig. 4a; Supplementary Data 2). However, the changes in expression of c-Myc target genes observed after deletion of *Ap4* were rather modest compared to the regulations observed in ISC signature or Notch signaling components (Supplementary Fig. 3d). Similarly, E2F targets, though significantly enriched among the downregulated RNAs (Supplementary Fig. 3c), displayed only modest changes in expression that were comparable to those of c-Myc targets (Supplementary Fig. 3d). These modest regulations of c-Myc and E2F targets may explain the lacking influence of *Ap4* deletion on cell proliferation within adenomas.

We exemplarily confirmed the differential regulation detected by NGS using quantitative PCR (qPCR). Thereby, we validated the downregulation of the stem cell markers *Smoc2*, *Lgr5* and *Olfm4*, as well as the repression of several genes involved in the Wnt/β-catenin signaling and/or Notch signaling in *Ap4*-deficient adenomas (Fig. 4c). Consistent with its previously reported repression by AP4^2^, *Cdkn1a*/*p21* was upregulated in *Ap4*-deficient adenomas. Interestingly, we did not detect a change in mRNA or protein levels of *Ctnnb1* (β-catenin) in *Apc*^*Min*^ adenomas (Fig. 4c, Supplementary Fig. 3e), suggesting that Ap4 directly regulates Wnt/β-catenin target genes.

Next, we analyzed whether Ap4 directly regulates the expression of ISC markers and components of the Wnt/β-catenin and/or Notch signaling pathways. Our analysis of Ap4 DNA-binding patterns in murine T and B cells^22,23^ revealed Ap4 occupancy within the promoter regions of *Ascl2, Axin2, c-Myc, Dll1, Dll4, EphB3, Hes1, Hey1, Jag1, Jag2, Notch1, Sox4*, and *Tcf7* (Supplementary Fig. 3f). We performed quantitative chromatin-immunoprecipitation (qChIP) analysis to confirm Ap4 occupancy in the murine CRC cell line CT26 at the promoters of the following genes: *Ascl2, Dll1, Dll4, EphB3, Hes1, Jag1, Jag2, Notch1, Sox4* and *Tcf7* (Fig. 4d). Similar to the promoter of human *CDKN1A/P21*, the murine *Cdkn1a*/*p21* promoter also contains Ap4-binding sites that showed occupancy by Ap4 (Fig. 4d). Therefore, *Cdkn1a*/*p21* is a conserved, direct Ap4 target. Taken together, these results suggest that the differential regulation of genes involved in Wnt/β-catenin and/or Notch signaling observed in *Ap4*-deficient *Apc*^*Min*^ adenomas is a direct consequence of the absence of Ap4 at the respective promoters.

### Analysis of tumor organoids from *Ap4*-deficient *Apc*^*Min*^ mice

Our NGS results suggested that Ap4 is involved in maintaining a stem cell-like expression pattern in tumor cells. This was confirmed by in situ hybridization with a probe detecting the mRNA expression of *Lgr5* (Fig. 5a) or *Smoc2* (Supplementary Fig. 4a) in small intestinal adenomas of *Apc*^*Min*^ mice. Indeed, *Ap4*-deficient adenomas displayed less cells positive for *Lgr5* or *Smoc2* mRNA expression when compared with adenomas expressing *Ap4*. Therefore, the number of tumor stem cells is presumably decreased in the absence of Ap4. Next, we generated tumor organoids using single cells derived from adenomas of *Apc*^*Min*^ mice. Indeed, cells directly isolated from *Ap4*-deficient adenomas formed tumor organoids ex vivo with a significantly lower frequency than those derived from *Ap4* wild-type adenomas (Fig. 5b). However, after the first passage ex vivo the *Ap4*-deficient and -proficient tumoroids re-built new tumor organoids with a comparable frequency and growth rate (Fig. 5b). Therefore, Ap4 appears to be required for the initiation, but not for the maintenance of ex vivo cultured intestinal tumoroids. The deletion of *Ap4* in these tumor organoids was accompanied by lower levels of the ISC markers *Smoc2*, *Lgr5* and *Olfm4* when compared with *Ap4* wild-type adenomas (Fig. 5c). Additional genes involved in Wnt/β-catenin signaling and/or Notch signaling, including *Notch1* itself, were also downregulated in *Ap4*-deficient tumor organoids (Fig. 5d). Also at the protein levels, the cleaved, active form of Notch1 (NICD1) and Hes1, which is encoded by a Notch target gene, were decreased in *Ap4*-deficient tumor organoids indicating a decrease in Notch signaling (Fig. 5e). Therefore, the reduced de novo tumor organoid formation capacity may be caused by the downregulation of genes required for in vivo ISC function upon *Ap4* loss.

**Fig. 5:**
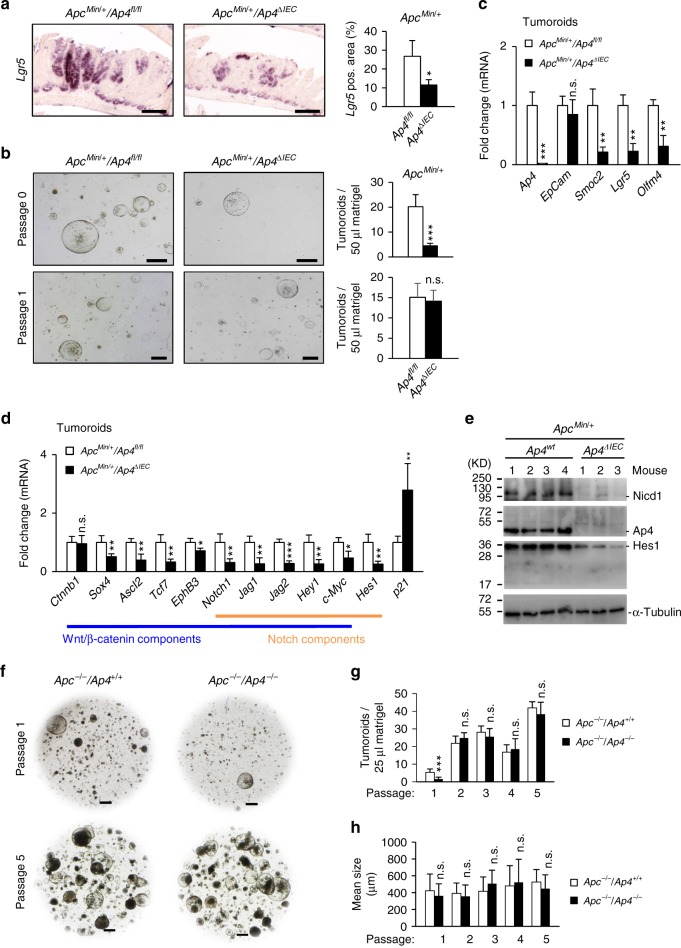
Deletion of *Ap4* decreases stemness in adenomas and tumor organoids. **a** Left panel: in situ hybridization of *Lgr5* mRNA. Scale bars represent 100 µm. Right panel: quantification of *Lgr5*-positive area in % in the adenomas from two male and one female mice in at least six adenomas per genotype. **b** Left panel: representative pictures of small intestinal tumor organoids 6 days after isolation (passage 0), upper panel, or 4 days after passaging (passage 1), lower panel. Organoids were isolated from three tumors per mouse from two female and two male mice per genotype. Scale bars represent 500 µm. Right panels: number of tumor organoids per drop of 50 µl Matrigel. A total of 24 drops (passage 0) or 15 drops (passage 1) was analyzed per genotype. **c, d** qPCR analysis of the indicated *mRNA* derived from tumor organoids. **e** Western blot analysis of the indicated proteins. **f** Representative pictures of tumor organoids derived from small intestinal epithelial cells obtained from *Lgr5-CreERT2*^+/-^/*Apc*^fl/fl^ and *Lgr5-CreERT2*^+/-^/*Apc*^fl/fl^/*Ap4*^fl/fl^ mice after treatment with 4-OHT. After isolation, organoids were kept in ENR media (contains EGF, Noggin and RSPO1). Forty-eight hours after isolation, organoids were treated with 4-OHT in a concentration of 100 nM for 48 h to delete *Apc* or *Apc* in addition to *Ap4* in Lgr5-positive intestinal stem cells (ISC). Additional 48 h later, organoids were passaged and EN media (containing EGF and Noggin, but without RSPO1) was used, which selectively allowed Apc-deficient tumoroids to expand (passage 1). Pictures were taken 7 days after passaging in case of passage 1, and 6 days after passaging in case of passage 5. **g** Mean tumor organoid number per drop of 25 µl Matrigel calculated as a mean of a total of 20 drops of 25 µl Matrigel each for passage 1, 3–5 or a total of 11 drops (*Ap4* wt) and 6 drops (*Ap4* ko) for passage 2. **h** Mean tumor organoid size was measured and calculated from Matrigel drops as depicted exemplarily in **d**. **a**, **b**, **c**, **d**, **g**, **h** Results represent the mean ± SD. Results were subjected to an unpaired, two-tailed Student’s *t-*test with *p*-values * < 0.05, ** < 0.01, *** < 0.001, n.s.: not significant. See also Supplementary Fig. 4

Subsequently, we isolated small intestinal crypts from *Lgr5*-Cre^ERT2^/*Apc*^*fl/fl*^ and *Lgr5*-Cre^ERT2^/*Apc*^*fl/fl*^/*Ap4*^*fl/fl*^ mice. After plating of crypts in Matrigel overlaid with ENR media (containing epidermal growth factor (EGF), Noggin and RSPO1), we acutely deleted *Apc* or *Apc* in combination with *Ap4* in Lgr5-positive stem cells of newly formed intestinal organoids by addition of 4-hydroxy-tamoxifen (4-OHT). After passaging (passage 1) and seeding the same amount of cells per drop of Matrigel, we switched culture conditions to EN media devoid of RSPO1, in which only Apc-deficient tumoroids can grow. We obtained less de novo formed tumoroids after *Ap4* deletion when compared with Ap4-proficient tumoroids (Fig. 5f, g). This supports the notion that Ap4 has an important role during tumor initiation and confirms the result we previously obtained in vivo. Reassuringly, tumoroids did not form in the absence of RSPO1 and 4-OHT (Supplementary Fig. 4b). During serial passaging, the amount and size of tumoroids was not influenced by the deletion of *Ap4* (Fig. 5f, g, h and Supplementary Fig. 4c). To exclude the possibility that *Ap4*-deficient tumoroids grew due to incomplete deletion of *Ap4*, the complete deletion of *Ap4* was confirmed by genomic PCR (Supplementary Fig. 4d). Taken together, these results confirm a critical role of *Ap4* in the initiation, but not for the maintenance of the tumoroids. These results are in line with the observations initially obtained with *Apc*^*Min*^ mice, where *Ap4* loss decreased the number of adenomas but not their size.

### Ap4 regulates the homeostasis of ISCs

Next, we analyzed the expression of Ap4 and the effect of *Ap4* deletion in the normal, murine intestine. Ap4 protein was detected at the crypt base and in TA cells located above the crypt base in the small intestine (Fig. 6a, left panel). As expected, Ap4 expression was not detectable in the intestinal epithelia of *Ap4* knock-out mice, indicating that the antibody used here is specific for Ap4 (Fig. 6a, right panel). In mice expressing enhanced green fluorescent protein (eGFP} from an *Lgr5*-promoter, Ap4 expression was detected in eGFP-positive ISCs and TA cells, but not in the adjacent lysozyme-positive Paneth cells (Supplementary Fig. 5a). In *Ap4*-deficient mice, the number of eGFP-positive ISCs was significantly decreased, indicating that Ap4 is necessary for ISC maintenance (Fig. 6b). Notably, *Ap4*-deficient mice displayed a significant decrease in the number of ISCs positive for *Olfm4* mRNA expression (Fig. 6c). Furthermore, they showed an increased number of Paneth cells in all regions of the small intestine (Fig. 6d): in the ileum each crypt section contained ~8 Paneth cells compared with ~5 Paneth cells in wild-type mice. As determined by electron microscopy, Paneth cells of *Ap4*-deficient mice also displayed an increased number of vesicles, which contain antimicrobial proteins, such as lysozyme and cryptdin (Fig. 6e). The length of the small intestine was increased in *Ap4*-deficient mice, presumably as a result of widened crypt bases (Supplementary Fig. 5b). The length of the villi in the ileum was slightly decreased when compared with wild-type mice (Supplementary Fig. 5b). However, the number of TA cells in small intestinal crypts (Supplementary Fig. 5b), the length of the colon and the width of colonic crypts remained unchanged (Supplementary Fig. 5c) The latter presumably due to the absence of classical Paneth cells in the colon. *Ap4* deficiency also resulted in a decreased number of secretory goblet cells in villi of the small intestine (Supplementary Fig. 5d) and in crypts of the small intestine and colon (Supplementary Fig. 5e). Accordingly, mRNA expression of stem cell markers (*Smoc2, Lgr5*, *Olfm4)* and the goblet cell markers (*Gob5, Muc2)* was significantly decreased, whereas Paneth cell markers (*Lysozyme*, *Cryptdin)* were significantly increased in the epithelia of the small intestine of *Ap4*-deficient mice (Fig. 6f). We did not detect any effect of *Ap4* deletion on the rate of apoptosis or proliferation in the small intestine (Supplementary Fig. 5f, g). Therefore, these processes did presumably not cause the changes in the numbers of Paneth cells, goblet cells and ISCs observed in *Ap4*-deficient mice. In addition, the effects of *Ap4* deletion described here were independent of the gender of the mice (Supplementary Fig. 5h, i). Furthermore, IEC-specific deletion of *Ap4* had the same effects on the small intestinal and colonic architecture as the germ-line deletion of *Ap4* (Supplementary Fig. 6a-h). Therefore, the effects of *Ap4* loss on ISCs and their derivatives were intestinal epithelial cell autonomous. Interestingly, *Ap4* deficiency also decreased the number of stem cells in the colon (Supplementary Fig. i, j). Age-matched *Apc*^*Min*^ mice deficient for *Ap4* also displayed a decreased number of *Lgr5*- and *Smoc2*-positive ISCs per crypt, an increase in Paneth cells, increased length of the small intestine and enlargement of the crypt base of normal intestine, without any change in proliferation or apoptosis in normal epithelium (Supplementary Fig. 7a-g) independent of the gender (Supplementary Fig. 7h). Notably, ISCs have been shown to efficiently form intestinal tumors upon deletion of *Apc*^24^ and play a critical role in adenoma and cancer cell self-renewal^25,26^. Taken together, these results suggest that the decreased rate of tumor formation in *Ap4*-deficient *Apc*^*Min*^ mice is due to the lower number of functional ISCs in the intestinal crypts.

**Fig. 6:**
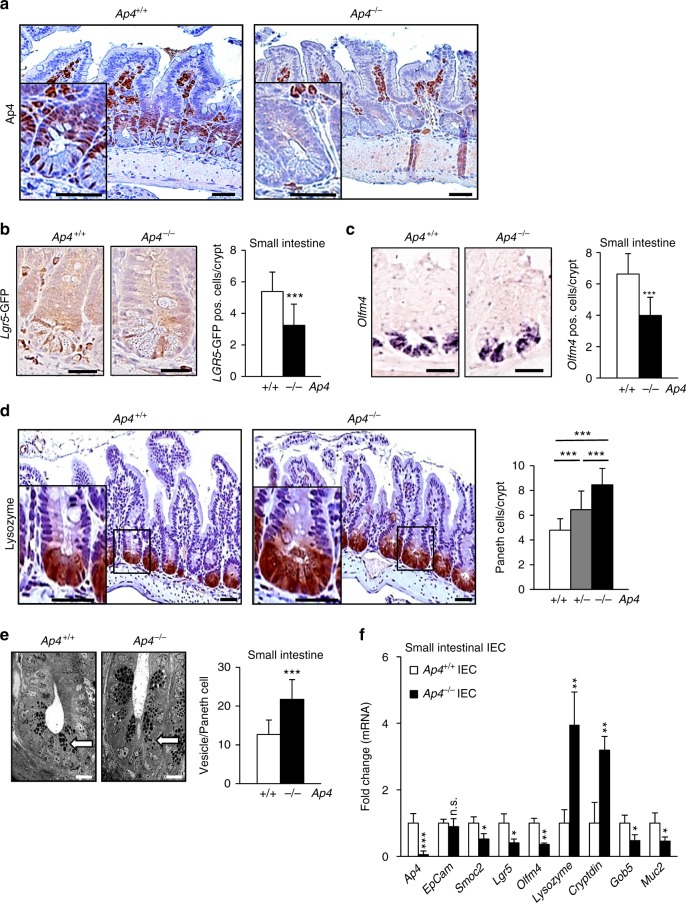
Inactivation of *Ap4* causes decrease of ISC and increase Paneth cell numbers. **a** Immunohistochemical detection of Ap4 (brown) in small intestinal tissue, ileum of one male and one female mouse per genotype. Scale bar = 50 µm (25 µm insert), white arrow: site of specific Ap4 expression. Mast cells in the villi display an unspecific staining. Counterstaining with hematoxylin. **b** Left panel: immunohistochemical analyses of Lgr5-eGFP in intestinal sections of 63 days old Lgr5-eGFP mice. Scale bars represent 25 µm. Right panel: quantification of Lgr5-eGFP-positive cells in the crypt base of the ileum from two male and two female mice (130 crypts) per genotype. **c** Left panel: in situ hybridization of Olfm4 mRNA. Scale bars represent 25 µm. Right panel: quantification of Olfm4-positive cells in the crypt base from two male and two female mice (316 crypts) per genotype. **d** Left: immunohistochemical detection of Lysozyme (brown) expressed in Paneth cells. Counterstaining with hematoxylin. Scale bar: 50 µm (25 µm insert). Right: the small intestine/ileum from two male and two female mice (100 crypts) per genotype was analyzed for Paneth cells/crypt. **e** Electron microscopic analysis of small intestinal crypt base; white arrow: Paneth cells. Scale bar: 25 µm. **f** qPCR analysis of the indicated mRNAs in IECs of the ileum of two male and one female mice per genotype. **b**, **c**, **d**, **e**, **f** Results represent the mean ± SD. Results were subjected to an unpaired, two-tailed Student’s *t*-test with *p*-values * < 0.05, ** < 0.01, *** < 0.001, n.s.: not significant. See also Supplementary Figs. 5, 6, 7

### Analysis of *Ap4* function in intestinal organoids

To further analyze the functional relevance of *Ap4* for ISCs, we generated small intestinal organoids by ex vivo culture of small intestinal crypts derived from *Villin-Cre-ERT2***/***Ap4*^*fl/fl*^ mice. After addition of 4-OHT to established organoids, *Ap4* expression was decreased by ~90% within 3 days, which demonstrates efficient, Cre-mediated deletion of the floxed *Ap4* allele in these organoids (Fig. 7a). Upon acute *Ap4* inactivation, organoids showed a pronounced decrease of ISC markers, an increase of Paneth cell markers, as well as a decrease of goblet cell markers within 3 days after exposure to 4-OHT, whereas organoids derived from *Villin-Cre-ERT2/Ap4* wild-type mice exposed to 4-OHT did not display significant changes in the expression of these markers (Fig. 7a). Importantly, *Ap4*-deficient organoids formed less protrusions (crypt-like structures), when compared with the *Ap4*-expressing organoids (Fig. 7b). As the number of protrusions corresponds to the number of self-renewing ISCs within organoids^27^, the decrease in the number of protrusions in *Ap4*-deficient organoids is presumably caused by a decrease in functional ISCs. Taken together, these results suggest that Ap4 is essential for maintaining ISCs in their undifferentiated state and plays an important role in the homeostasis of ISCs and Paneth cells.

**Fig. 7:**
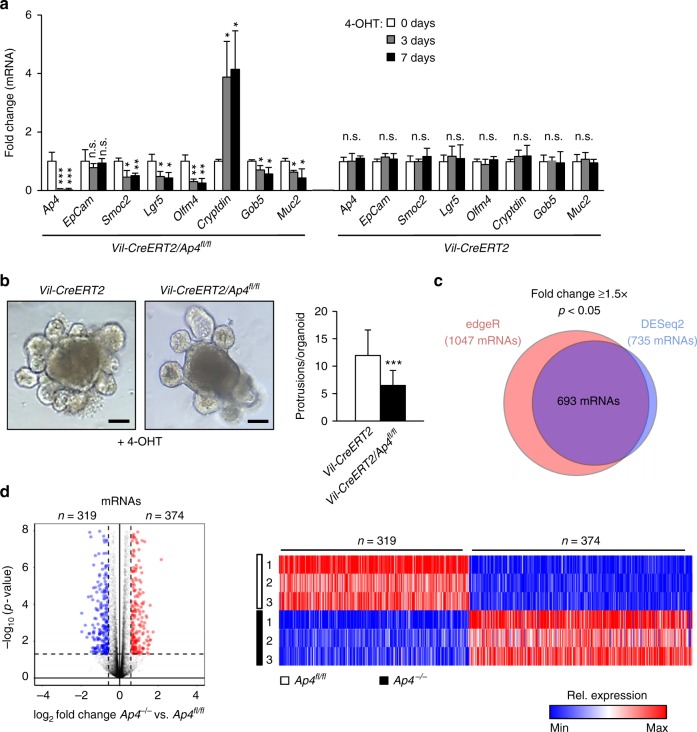
Effects of *Ap4* deletion on intestinal organoids. **a** qPCR analysis of the indicated *mRNA* from organoids isolated from three female mice per genotype after passaging and 7 days after Cre activation by 4-OHT. **b** Left panel: representative pictures of small intestinal organoids 7 days after passaging and Cre activation by 4-OHT. Scale bars represent 20 µm. Right panel: quantification of protrusions (crypt-like structures) per organoid derived from three female mice per genotype. A total of 81 organoids were evaluated per genotype. **c** Venn diagram displaying differentially regulated mRNAs (fold change ≥ 1.5, *p* < 0.05) in *Ap4*^fl/fl^ and *Ap4*^∆IEC^ organoids as determined by edgeR and DESeq2. **d** Volcano plot and heatmap depicting expression changes of differentially expressed mRNAs between *Vil-Cre-ERT2* and *Vil-Cre-ERT2/Ap4*^*fl*/fl^ organoids, 7 days after Cre activation by 4-OHT, detected by RNA-Seq. Left panel: volcano plot depicting expression changes of differentially expressed mRNAs (fold change ≥ 1.5) from *Ap4*^fl/fl^ and *Ap4*^∆IEC^ organoids. Downregulated mRNAs are depicted in blue, upregulated mRNAs are depicted in red. RNAs with fold changes < 1.5 and/or statistically nonsignificant changes in expression are indicated in black. Dashed vertical lines indicate 1.5-fold change cutoff. Dashed horizontal line indicates the cutoff for adjusted *p*-values < 0.05 as determined with DESeq2. Right panel: Heatmap depicting expression changes of differentially expressed mRNAs (fold change ≥ 1.5 *p* < 0.05 as determined by *edgeR* and *DESeq2*) from *Ap4*^fl/fl^ and *Ap4*^∆IEC^ organoids. Colors indicate relative expression values from minimum (blue) to maximum (red) for each RNA sample per differentially regulated mRNA. **a**, **b** Results represent the mean ± SD. Results were subjected to an unpaired, two-tailed Student’s *t*-test with *p*-values * < 0.05, ** < 0.01, *** < 0.001, n.s.: not significant

### Gene expression profiling of *Ap4*-deficient organoids

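Small intestinal crypts of *Vil-CreERT2* mice (*Ap4* wild-type) and *Vil-CreERT2/Ap4* fl/fl mice (*Ap4*-deficient) were cultured as organoids, which are epithelial structures that keep stem cells and differentiated cells in culture. The mice were 20 weeks old. Cre is expressed from the Villin promoter in the epithelium and was activated with 4-OHT (500 nM), so that both genotypes were exposed to the drug and to Cre, and only the floxed organoids lost exons 2 to 4 of *Ap4* (gene symbol *Tfap4*). RNA was collected 7 days later from 3 samples per genotype, each numbered as a biological replicate. The authors mapped the reads to the GRCm38 genome with CLC Genomics Workbench 8.0 and deposited RPKM values (reads divided by the exon length and by the mapped reads of the library) for 48440 genes listed by symbol. These values hold neither the upper-quartile scaling nor the RUVg step of the methods. Since each RPKM value is a whole number of reads divided by the exon length and the library total, the mapped reads of each library and the reads on each gene could be recovered from the steps between low values. Whole reads were found for 97.2% of the 26377 genes above 0 in at least 1 sample. The 3 *Ap4* wild-type libraries held 44741741, 56445419 and 48970591 mapped reads, and the 3 *Ap4*-deficient libraries held 40977351, 47750420 and 35895361. All 6 exceed the minimum that the paper states per sample. For a gene with 1 kilobase of exon, 3 reads correspond to between 0.0531 and 0.0836 RPKM in these libraries. The RPKM values were scaled by the upper quartile of the recovered reads, and log2(RPKM + 0.1) was compared between the genotypes with limma, with Benjamini-Hochberg adjustment, over the 18853 genes with at least 5 reads in at least 1 sample. A fold change is therefore a difference on the log2(RPKM + 0.1) scale, which understates the change of low genes. *Tfap4* itself (chromosome 16, 4544661 to 4559854 of GRCm38) had 2490, 2978 and 2560 reads in the wild-type samples and 1197, 1595 and 1196 reads in the *Ap4*-deficient samples. Its expression was 25.0 ± 0.817 scaled RPKM (SD, n = 3) in *Ap4* wild-type and 15.4 ± 0.949 (SD, n = 3) in *Ap4*-deficient organoids, a log2 fold change of −0.70 (standard error 0.05, limma adjusted p = 0.00169). Every *Ap4*-deficient sample lay below every wild-type sample (two-sided exact permutation test, p = 0.100, the smallest p that 3 samples against 3 allow). The deleted exons 2 to 4 make up 436 of the 2247 bases of its transcript in the annotation used here, whereas the deposited values correspond to an exon length of 2113 bases, so they rest on a somewhat different set of exon bases.

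**Figure D1:**
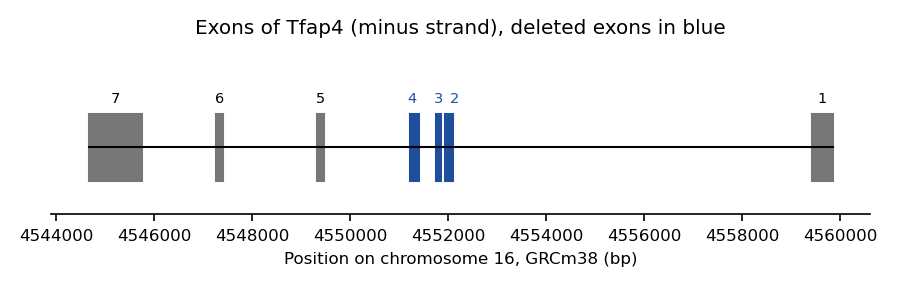
Exons of the annotated *Tfap4* transcript along chromosome 16 of GRCm38 (position in bp), which is read from the minus strand, so that exon 1 lies on the right. Boxes are exons, the line is the gene, and the deleted exons 2 to 4 are drawn in blue between 4551230 and 4552100.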

Next, we obtained RNA expression profiles of *Ap4*-deficient and *Ap4* wild-type organoids 7 days after 4-OHT treatment using NGS. Changes in gene expression observed after deletion of *Ap4* were considerably less pronounced in organoids when compared with adenomas. 

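Among the 11450 genes with a mean RPKM of at least 1, the median absolute log2 fold change between *Ap4*-deficient and *Ap4* wild-type organoids was 0.14. For comparison with adenomas, the 279 genes that Supplementary Data 2 lists with adenoma values and that were expressed in organoids were used. The median of the paper's adenoma log2 fold changes of these genes is −0.79, and their median log2 fold change in organoids was −0.22. In 267 of the 279 genes, the absolute change was smaller in organoids than the paper's value in adenomas. These genes were listed by the paper for their regulation in adenomas, so the comparison starts from genes chosen on the adenoma side. The adenoma samples themselves were not analysed here.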

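With the thresholds of a 1.5-fold change and an adjusted p of 0.05 in limma, 681 of the 18853 tested mRNAs differed between *Ap4*-deficient and *Ap4* wild-type organoids. Of these, 317 were downregulated and 364 were upregulated. All 681 were lower, or higher, in every *Ap4*-deficient sample than in every wild-type sample. The median absolute log2 fold change of the changed mRNAs was 0.81, and 172 changed at least 2-fold. The number was 686 with TMM scaling and 828 with 1 RUVg factor from empirical control genes in the model, but 112 with 2 such factors. The 2 factors together accounted for 52.9% of the variance of genotype across the samples, against 1.11% for 1 factor, so the model with 2 factors may remove part of the genotype difference itself. The genotypes share the replicate numbers 1 to 3. The correlation of same-numbered samples in their deviations from the genotype means averaged −0.09, against 0.05 for samples with different numbers, a contrast that centring on the genotype means ties together and that rests on 3 pairs, so it shows no sign of pairing but cannot exclude it. With the replicate number as a block in the model, 363 mRNAs passed both thresholds, 141 down and 222 up. When each sample was left out in turn, between 396 and 846 mRNAs passed, and 306 of the 681 passed in all 6 of these fits. Of the changed mRNAs with a CPM (reads relative to library size) of at least 1 on average, the 3 largest falls were those of *Rpl27-ps3*, *Ptgds* and *Vwa2*. *Rpl27-ps3* is a processed pseudogene that can share reads with its parent gene, so its log2 fold change of −1.93 is uncertain. *Ptgds* (chromosome 2, 25466709 to 25470046) was expressed at 2.85 ± 0.173 scaled RPKM (SD, n = 3) in *Ap4* wild-type and 0.680 ± 0.132 (SD, n = 3) in *Ap4*-deficient organoids, a log2 fold change of −1.93 (standard error 0.14). *Vwa2* (chromosome 19, 56874249 to 56912078) rested on 82.5 reads per sample on average, with a log2 fold change of −1.72 (standard error 0.20, adjusted p = 0.00457). The 3 largest rises were those of *Krt79* (log2 fold change 1.79, limma adjusted p = 0.00257), *F5* (1.79, standard error 0.14) and the microRNA host gene *Mir22hg* (1.73, standard error 0.15).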

By setting the cut-off for differential expression to a fold change > 1.5 (*p* < 0.05), we identified 693 mRNAs as differentially regulated as a consequence to deletion of *Ap4* (Fig. 7c), with 319 mRNAs being significantly downregulated, and 374 showing upregulation (Fig. 7d). Remarkably, factors involved in Notch signaling and Wnt/β-catenin signaling were significantly over-represented among the downregulated mRNAs (Supplementary Fig. 8a, Supplementary Data 1). 

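Supplementary Data 1 lists 7 downregulated mRNAs for the KEGG Wnt pathway and 3 for the KEGG Notch pathway in organoids. All 7 mRNAs of the Wnt list were lower in every *Ap4*-deficient sample than in every wild-type sample, with log2 fold changes between −1.48 and −0.60, and 5 of them passed both thresholds in limma. All 3 mRNAs of the Notch list were also lower in every *Ap4*-deficient sample, with log2 fold changes between −0.72 and −0.64, and all 3 passed. The Hallmark Wnt/β-catenin list names 4 mRNAs, which fell by between 0.60 and 0.68 on the log2 scale, 3 of them past both thresholds. These mRNAs were listed because they were downregulated in the same organoids, and the full KEGG and Hallmark gene sets were not used here, so the over-representation was not tested again. As an example, *Jun* (chromosome 4, 95049034 to 95052222) was expressed at 51.4 ± 4.48 scaled RPKM (SD, n = 3) in *Ap4* wild-type and 30.4 ± 3.52 (SD, n = 3) in *Ap4*-deficient organoids, a log2 fold change of −0.76 (standard error 0.10, adjusted p = 0.00566), and the adjusted p was 0.00508 with 1 RUVg factor but 0.0541 with 2 RUVg factors, which overlap with genotype. *Fzd2*, which encodes a Wnt receptor (chromosome 11, 102604396 to 102608058), fell from 4.34 ± 0.380 to 2.20 ± 0.314 scaled RPKM (SD, n = 3 each), with a limma adjusted p of 0.00549, or 0.00631 with 1 and 0.0856 with 2 of these factors.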

In line with the effect of *Ap4* deletion in adenomas, GSEA indicated that mRNAs characteristic for Lgr5-positive ISCs and several factors involved in Wnt/β-catenin and Notch signaling pathways were preferentially downregulated upon deletion of *Ap4* (Fig. 8a, b, Supplementary Fig. 8c, Supplementary Data 2): for example *Sox4*, *Axin2*, *EphB3* were downregulated (Fig. 8b, Supplementary Data 2). 

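The mRNAs that Supplementary Data 2 lists for these signatures in adenomas were taken as gene lists and tested in the organoids. The test was limma's competitive test (cameraPR, preset inter-gene correlation of 0.01) with Benjamini-Hochberg adjustment over 13 lists. The 215 stem cell mRNAs of the list had a median log2 fold change of −0.27, 188 of them were lower in *Ap4*-deficient organoids, and the adjusted p of the list was 5.43e-22. Of 10000 random lists of the same size and expression, the share with a lower median was 0%. The 38 Wnt/β-catenin mRNAs had a median of −0.19 with 30 lower (adjusted p = 3.83e-05), and the 26 Notch target mRNAs had a median of −0.19 with 19 lower (adjusted p = 0.00189). When the inter-gene correlation was estimated from the 6 samples instead of preset, these adjusted p-values were 0.126, 0.172 and 0.163, so none of the 3 lists passed 0.05 in that form of the test. With the replicate number as a block, the adjusted p-values of the 3 lists were 1.33e-20, 8.70e-05 and 0.00180. A correction of each library on GC content and exon length was chosen after seeing the data. It moved the 3 medians to −0.26, −0.14 and −0.12, so the Wnt/β-catenin and Notch shifts shrank. The adjusted p-values of the competitive test were then 7.80e-26, 5.91e-07 and 2.78e-04. Among the single mRNAs, *Sox4* (chromosome 13, 28948919 to 28953713) was expressed at 63.2 ± 4.88 scaled RPKM (SD, n = 3) in *Ap4* wild-type and 44.0 ± 4.87 (SD, n = 3) in *Ap4*-deficient organoids, a log2 fold change of −0.53 (standard error 0.09, adjusted p = 0.0159). *Axin2* (chromosome 11, 108920349 to 108950783) was expressed at 40.7 ± 4.00 scaled RPKM (SD, n = 3) in *Ap4* wild-type and 25.3 ± 2.67 (SD, n = 3) in *Ap4*-deficient organoids, a log2 fold change of −0.68 (standard error 0.10, adjusted p = 0.00785). *Ephb3* (chromosome 16, 21204755 to 21223305) was expressed at 15.0 ± 0.734 scaled RPKM (SD, n = 3) in *Ap4* wild-type and 11.0 ± 0.984 (SD, n = 3) in *Ap4*-deficient organoids, a log2 fold change of −0.45 (standard error 0.07, adjusted p = 0.0114). With the block, the adjusted p was 0.0715 for *Sox4*, 0.0478 for *Axin2* and 0.0617 for *Ephb3*. With a sample left out, the limma adjusted p rose to as much as 0.0680 for *Sox4*, 0.0361 for *Axin2* and 0.0575 for *Ephb3*. All 29 mRNAs of Fig. 8b were lower in every *Ap4*-deficient sample than in every wild-type sample, with log2 fold changes from −1.56 for *Olfm4* to −0.32 for *Jag2*. Of these, 26 had an adjusted p under 0.05 and 14 also changed at least 1.5-fold. With the block, 14 of the 29 kept an adjusted p under 0.05. When each sample was left out in turn, 16 of the 29 kept it in all 6 fits. With 1 RUVg factor all 29 were lower and 28 had an adjusted p under 0.05. With 2 RUVg factors, which overlap with genotype, all 29 were lower, 27 had an unadjusted and only 2 (*Spdef* and *Gkn3*) an adjusted p under 0.05 in limma. The ISC marker *Lgr5* (chromosome 10, 115450311 to 115587780) fell from 29.0 ± 1.14 to 18.2 ± 2.21 scaled RPKM (SD, n = 3 each), with a limma adjusted p of 0.00535, or 0.00812 with 1 and 0.116 with 2 RUVg factors.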

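The Notch pathway mRNAs *Notch1*, *Hes1*, *Dll1*, *Dll3*, *Dll4* and *Jag2* were each lower in every *Ap4*-deficient sample than in every wild-type sample, with p = 0.100 for each in a two-sided exact permutation test. All values are scaled RPKM with SD (n = 3 per genotype), and adjusted p-values are from limma. *Notch1* (chromosome 2, 26457903 to 26516663) fell from 4.39 ± 0.216 to 2.69 ± 0.163, a log2 fold change of −0.68 (standard error 0.07, adjusted p = 0.00342). *Hes1* (chromosome 16, 30064384 to 30067796) fell from 57.4 ± 4.49 to 44.7 ± 1.74, a log2 fold change of −0.36 (standard error 0.06, adjusted p = 0.0162). *Dll1* (chromosome 17, 15367354 to 15376872) fell from 7.93 ± 0.246 to 5.04 ± 0.185, a log2 fold change of −0.64 (standard error 0.05, adjusted p = 0.00173). *Dll4* (chromosome 2, 119325784 to 119335962) fell from 3.58 ± 0.00674 to 2.51 ± 0.131, a log2 fold change of −0.50 (standard error 0.07, adjusted p = 0.00713). *Dll3* (chromosome 7, 28293553 to 28302238) was a low mRNA with 72.3 reads per sample on average, and fell from 0.690 ± 0.0701 to 0.381 ± 0.0744, a log2 fold change of −0.72 (standard error 0.16, adjusted p = 0.0355). When each sample was left out in turn, the adjusted p rose to as much as 0.131 for *Dll3* (above 0.05 in 5 of 6 fits) and 0.0675 for *Hes1* (3 of 6), and stayed under 0.05 for *Notch1*, *Dll1* and *Dll4*. *Jag2* (chromosome 12, 112907819 to 112929776) fell from 12.8 ± 0.584 to 10.3 ± 1.48, a log2 fold change of −0.32 (standard error 0.10, adjusted p = 0.0887), so its change did not pass an adjusted p of 0.05, and it passed in only 1 of 6 leave-one-out fits (up to 0.240). *Notch1*, *Dll1* and *Dll3* passed both thresholds, whereas *Hes1* and *Dll4* changed by less than 1.5-fold. With the replicate number as a block, the adjusted p stayed under 0.05 for *Notch1* (0.0382) and *Dll1* (0.0258) but not for *Dll4* (0.0650), *Hes1* (0.0787), *Dll3* (0.108) and *Jag2* (0.186). With 1 RUVg factor all 6 were lower and 6 had an adjusted p under 0.05. With 2 RUVg factors, which overlap with genotype, all 6 were lower with an unadjusted p under 0.05 in limma, and none passed an adjusted p of 0.05, with values from 0.0531 for *Dll1* to 0.200 for *Jag2*.

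**Figure D2:**
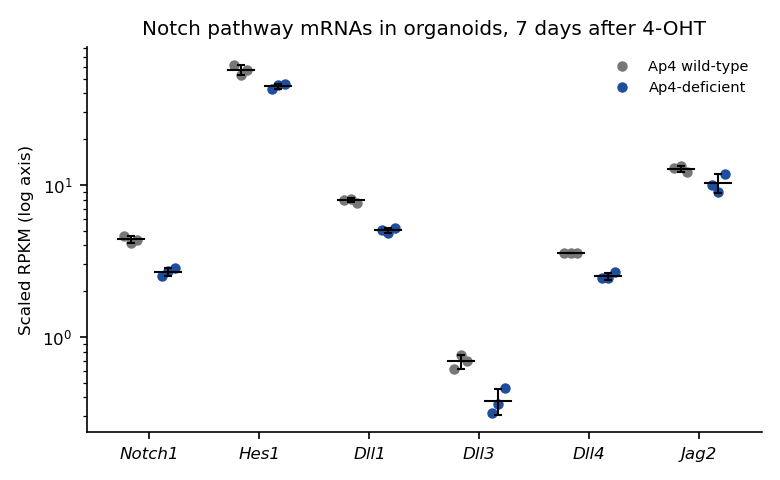
Expression of 6 Notch pathway mRNAs in organoids 7 days after 4-OHT, as scaled RPKM on a log axis. Points are the 3 samples per genotype, horizontal lines are means and bars are SDs. For each mRNA the *Ap4*-deficient samples lie below the wild-type samples, with the widest spread for *Dll3* and *Jag2*.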

Downregulated components of the Notch signaling pathway included *Notch1*, and the Notch target gene *Hes1*, as well as the Notch activating ligands *Dll1, Dll3, Dll4* and *Jag2* (Fig. 8b, Supplementary Data 2). Exemplary confirmations of mRNA downregulations of genes important in Wnt/β-catenin signaling and/or Notch signaling upon acute deletion of *Ap4* in intestinal epithelial cell derived organoids are shown in Fig. 8c. The decreased activity of the Notch pathway after Ap4 loss was confirmed by immunohistochemical detection of NICD1 in normal crypts in the small intestine (Supplementary Fig. 8d, e). Not only was the frequency of NICD1-positive cells per crypt lower, but also the intensity of the NICD1 signal was decreased, which indicates a lower activity of the Notch signaling pathway in these cells. Taken together, these results show that Ap4 contributes to the Wnt/β-catenin and Notch transcriptional program in normal intestinal tissue.

**Fig. 8:**
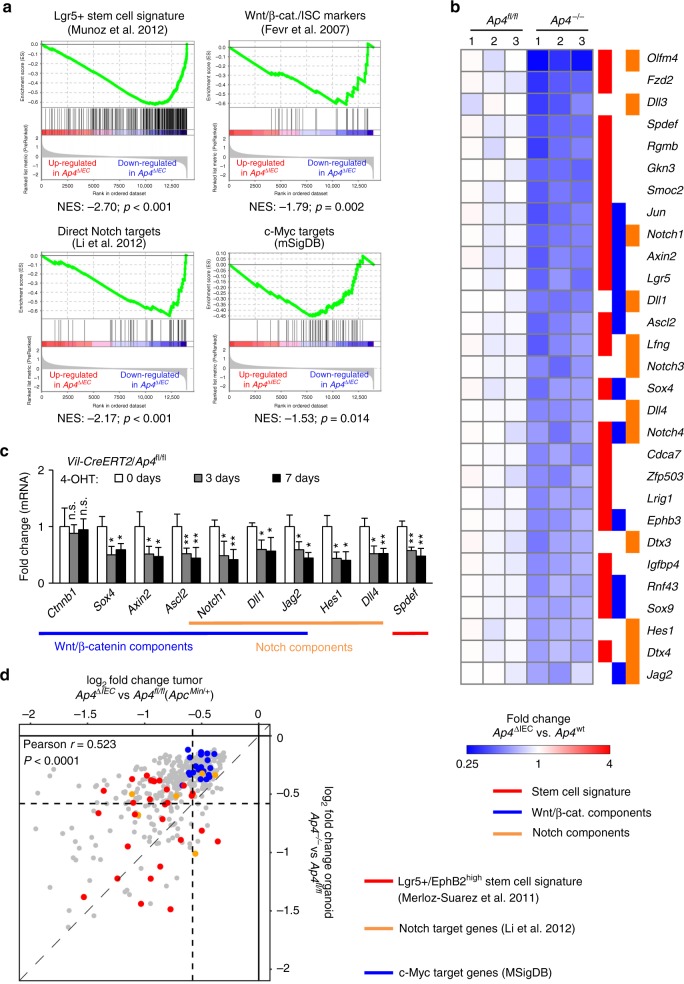
NGS analysis of intestinal organoids after deletion of *Ap4*. **a** GSEA comparing gene expression profiles from *Vil-Cre-ERT2* and *Vil-Cre-ERT2/Ap4*^*fl/fl*^ organoids 7 days after Cre activation by 4-OHT with Lgr5-positive stem cell signatures^13^, β-catenin regulated/ISC-specific genes^60^, Notch targets genes^61^ or c-Myc target genes (mSigDB: molecular Signatures Database). NES: normalized enrichment score, Nom. p-value: nominal p-value. **b** Heatmap depicting expression changes of selected differentially expressed mRNAs (*p*-value < 0.05) from stem cell gene signatures, Wnt signaling and/or Notch signaling gene signatures analyzed in **a**. The heatmap displays relative expression levels normalized to the mean expression in the control (*Vil-CreERT2*) samples for each mRNA. Three biological replicates per genotype were analyzed. **c** qPCR analysis of the indicated *mRNA* of organoids with the indicated genotypes 3 days and 7 days after 4-OHT induction. **d** Scatter plot displaying the correlation of expression changes of the 424 mRNAs significantly (*p* < 0.05) downregulated in both adenomas and organoids (shown in gray).The mRNAs from stem cell gene signatures, Notch target gene signatures and c-Myc target genes analyzed in Figs. 4a and 8a in both adenomas and organoids are highlighted with the indicated colors. The Pearson correlation coefficient of all 424 mRNAs downregulated in both adenomas and organoids and statistical significance are indicated. **c** Results represent the mean ± SD. Results were subjected to an unpaired, two-tailed Student’s *t*-test with *p*-values * < 0.05, ** < 0.01, *** < 0.001, n.s.: not significant. See also Supplementary Fig. 9, Supplementary Data 1 and Supplementary Data 2

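In the organoid profiles, *Spdef* (chromosome 17, 27714352 to 27728955 of GRCm38) was expressed at 10.6, 9.04 and 9.44 scaled RPKM in the 3 *Ap4* wild-type samples and at 5.01, 5.60 and 5.70 in the 3 *Ap4*-deficient samples. The mean *Ap4*-deficient value was 56.1% of the wild-type mean, a log2 fold change of −0.82 (standard error 0.08, limma adjusted p = 0.00239). With each sample left out in turn, the log2 fold change stayed between −0.87 and −0.76. With the replicate number as a block in the model, the adjusted p was 0.0259, and it was 0.00406 with 1 and 0.0452 with 2 RUVg factors.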

Interestingly, the transcription factor Spdef (SAM pointed domain-containing ETS factor) was downregulated in *Ap4*-deficient organoids according to NGS analysis and validated by qPCR (Fig. 8b, c). Spdef regulates the differentiation and maturation of goblet cells^28^. Downregulation of Spdef may therefore contribute to the decreased number of goblet cells observed in *Ap4*-deficient mice.

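The c-Myc target mRNAs that Supplementary Data 2 lists for adenomas numbered 29 in the organoid data, and 26 of them were lower in *Ap4*-deficient organoids, with a median log2 fold change of −0.11 (adjusted p = 2.13e-05 in limma's competitive test over all 13 lists). The 21 E2F target mRNAs that Supplementary Data 1 lists for adenomas had a median of −0.25, with 20 lower (adjusted p = 3.19e-07). When the inter-gene correlation was estimated from the samples, the adjusted p was 0.163 for the c-Myc list and 0.126 for the E2F list. With the replicate number as a block, it was 9.52e-05 and 1.33e-06. No mRNA of either list changed at least 1.5-fold with an adjusted p under 0.05 (0 and 0 with an unadjusted p under 0.05), whereas 9 of the c-Myc and 12 of the E2F mRNAs had an adjusted p under 0.05 at any fold change. Differences between the lists were tested by permuting list membership over genes, 4 comparisons in all with Benjamini-Hochberg adjustment, with genes in both lists of a comparison left out, and genes are not independent replicates. The median of the remaining 27 c-Myc mRNAs lay 0.17 above that of the remaining 213 stem cell mRNAs on the log2 scale (permutation test, p = 0.00713, adjusted p = 0.0285). That of all 29 c-Myc mRNAs, none of which is in the Notch list, lay 0.08 above that of the Notch list, which was within the spread of permuted lists (permutation test, p = 0.259, adjusted p = 0.420). After the correction of each library on GC content and exon length, the c-Myc and Notch medians were both −0.12. The E2F list differed from the stem cell list by 0.02 (15 and 209 remaining mRNAs, permutation test, p = 0.903) and from the Notch list by −0.06 (permutation test, p = 0.315). Its mRNAs had passed the paper's 1.5-fold cut-off in adenomas, so these differences cannot test the order of the full gene sets.

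**Figure D3:**
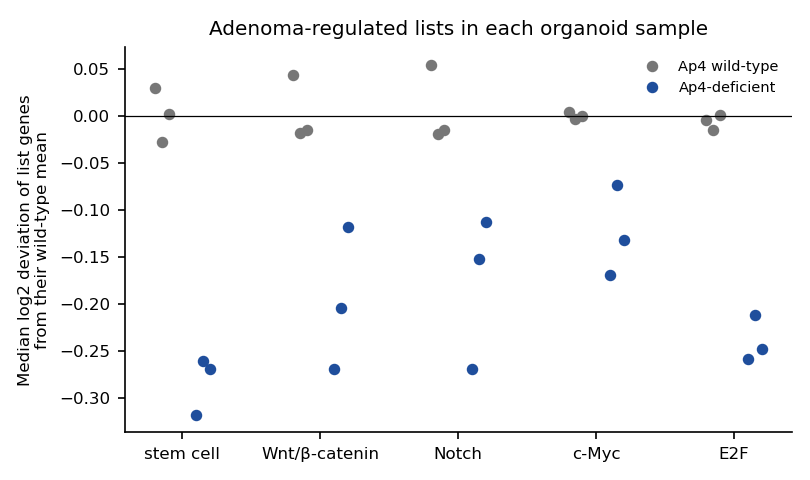
Median log2 deviation of the genes of 5 adenoma lists from their mean in *Ap4* wild-type organoids, for each sample. Points are the 3 samples per genotype. The *Ap4*-deficient samples lie between −0.32 and −0.26 for the stem cell list and between −0.17 and −0.07 for the c-Myc list.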

As observed in adenomas, c-Myc and E2F target genes were significantly enriched among the downregulated RNAs in *AP4*-deficient organoids (Fig. 8a, Supplementary Fig. 8c, Supplementary Data 2) albeit with rather modest fold changes in expression that were considerably less pronounced compared with those of ISC signature and Notch target genes (Supplementary Fig. 8f, Supplementary Data 2). Interestingly, the differential mRNA expression caused by deletion of *Ap4* was similar in organoids and adenomas as determined by correlation analysis (Fig. 8d). 

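The paper's correlation covers the mRNAs downregulated in both data sets. Here the 279 genes with adenoma values in Supplementary Data 2 were used, whether or not they changed in organoids. Across these genes, the paper's adenoma log2 fold change and the organoid log2 fold change correlated with Pearson r = 0.41 and Spearman rho = 0.43, each with p = 1e-05 in a permutation of genes, the smallest p that 100000 permutations can give. Genes are not independent replicates, and a division of the 6 samples that mixed the genotypes gave an absolute r of 0.44. Without the 2 genes with the most extreme adenoma values, r was 0.41. Over the 276 genes that were lower in adenomas, r was 0.40. With each sample left out in turn, r stayed between 0.35 and 0.46, and with the replicate number as a block it was 0.41. Of the 276 genes lower in adenomas, 237 were also lower in organoids. From its correlation analysis (Fig. 8d), the paper concludes that the deletion of *Ap4* had similar effects on mRNA expression in organoids and adenomas.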

As the organoid derived expression profiles were obtained in the absence of non-epithelial cells or stroma, these findings indicate that the gene expression changes resulting from the inactivation of *Ap4* are largely epithelial cell autonomous. These results suggest that the differential regulation of factors involved in Wnt/β-catenin and/or Notch signaling observed after deletion of *Ap4* in *Apc*^Min^ mice occurs in normal intestinal epithelial stem cells prior to adenoma development.

### Regulation of the NOTCH pathway by AP4 in human CRC cells

In order to determine whether the connection between Ap4 and Notch detected here is conserved between species and relevant to human CRCs, we performed expression and functional analyses in human CRC cell lines. In line with the results described above, the expression of AP4 and NICD1 proteins positively correlated in a panel of five CRC cell lines (Supplementary Fig. 9a). After ectopic AP4 expression in DLD-1 cells, *NOTCH1/NICD1* and the NOTCH-target genes *HES1* and *NRARP* were induced at the protein and mRNA levels (Supplementary Fig. 9b, c). Downregulation of *AP4* by RNA interference decreased NICD1 protein expression in Colo320 cells (Supplementary Fig. 9d). Furthermore, a NOTCH activity reporter plasmid was induced by ectopic AP4 expression, but not by a mutant AP4 protein, which lacks the basic DNA-binding region (Supplementary Fig. 9e). In addition, analysis of public ChIP-Seq data showed open and active chromatin surrounding the sites of AP4 occupancy at the *NOTCH1* promoter, because histone H3K4me1 and H3K27Ac modifications were increased in their vicinity (Supplementary Fig. 9f). When we analyzed ChIP-Seq data, which we had previously obtained after ectopic AP4 expression in the CRC cell line DLD-1^7^, we detected AP4 occupancy at the *ASCL2*, *DLL1*, *DLL4*, *EPHB3*, *HES1*, *JAG1*, *JAG2*, *NOTCH1*, *SOX4* and *TCF7* promoters in human DLD-1 CRC cells (Supplementary Fig. 9g). Therefore, AP4 regulates genes involved in WNT/β-catenin and/or NOTCH signaling directly by binding to their promoters in CRC cells.

In addition, inhibition of NOTCH signaling by exposure to the γ-secretase inhibitor Dibenzazepine (DBZ) resulted in a decrease of *AP4* and *c-MYC* expression in SW620 CRC cells (Supplementary Fig. 9h). As expected, the NOTCH-target genes *NRARP* and *HES1* were also repressed. Notably, DBZ suppressed Ap4 protein expression in the small and large intestine of mice (Supplementary Fig. 9i). As expected, inhibition of Notch signaling led to an increase in the number of Paneth cells and goblet cells, as well as to a decrease of Hes1 and c-Myc expression. As we could not obtain experimental evidence for a direct regulation of *AP4* by NICD1 (data not shown), the regulation of *AP4* by the NOTCH pathway is presumably mediated by c-MYC, which represents a known target of the NOTCH pathway^29,30^. Therefore, AP4, the NOTCH pathway and c-MYC form a positive feed-back loop.

### Role of AP4 in human CRCs

To obtain further evidence for a clinical relevance of AP4 in CRC initiation and progression, we analyzed patient-derived expression data that were generated by the TCGA consortium^31^. Indeed, *AP4* mRNA expression was significantly increased in primary CRCs when compared with normal mucosa in 41 matched normal versus CRC patient samples, as well as in unmatched patient samples representing normal mucosa (*n* = 41) and primary CRCs (*n* = 462) (Fig. 9a). Recently, CRCs were shown to belong to four different molecular subgroups, the so-called consensus molecular subtypes 1–4^32^. In line with the results obtained here, CRCs belonging to the CMS2 subtype, which is characterized by high WNT and c-MYC activity, showed significantly elevated expression of *AP4* when compared with the three other CMS subtypes (Supplementary Fig. 10a). Moreover, in CRCs from the TCGA cohort AP4 expression showed a positive correlation with the expression of mRNAs characteristic for Lgr5-positive ISCs^14^, as well as with mRNAs encoding factors involved in Wnt/β-catenin signaling and c-MYC target genes (mSigDB, molecular signature database:^33^; Fig. 9b). Furthermore, *AP4* expression showed a significant positive correlation with *ASCL2*, *TCF7*, *NOTCH1* and *JAG2* expression in 462 primary CRCs in the TCGA cohort (Fig. 9c). As expected, *AP4* expression was also positively associated with *c-MYC* and negatively associated with *CDKN1A/p21* expression.

**Fig. 9:**
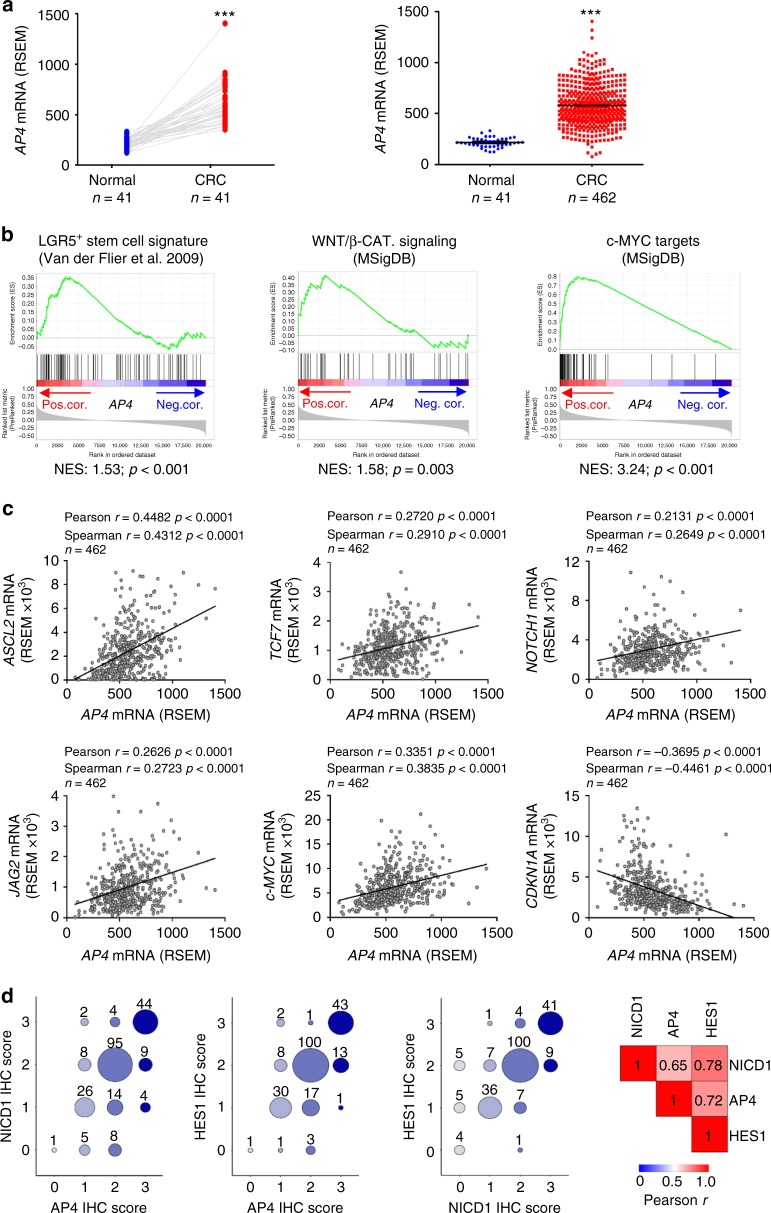
*Ap4* mRNA expression and associations in human CRCs deposited at TCGA and its correlative analysis of AP4, NICD1 and HES1 protein expression in human CRCs. **a** *Ap4* RNA expression levels from matched patient samples from normal mucosa and tumor tissue (left), or unmatched normal mucosa and tumor tissues (right). RNA expression data were obtained from publically available TCGA colorectal adenocarcinoma (COAD) datasets^31^. Left panel: matched samples, 41 normal mucosa and 41 tumor tissue samples. Right panel: 41 normal mucosa samples and 462 tumor tissue samples were used. **b** Expression of human homologs of the Lgr5-positive stem cell signature^14^, members of the HALLMARK Wnt signaling gene set^33^ or c-Myc target genes^33^ are strongly linked with *Ap4* expression in human tumors. All genes within the TCGA datasets from human colorectal tumors were pre-ranked by expression correlation coefficient (Pearson *r*) with Ap4 in descending order from left (positive correlation) to right (negative correlation) and analyzed by GSEA. **c** Scatter plots displaying pairwise comparisons of mRNA expression levels [RSEM] of the indicated genes for 462 TCGA COAD samples. The correlation coefficients and *p*-values of Pearson´s and Spearman's correlations, as well as the linear regression trend line are indicated. **d** Left: dot plots displaying pairwise comparisons of IHC staining scores (see Supplementary Fig. 10b for more information) for AP4, NICD and HES1 from 220 human CRC tumor microarray (TMA) samples. Dot sizes represent tumor sample numbers. Right: Heatmap displaying Pearson *r* correlation coefficients of IHC scores obtained from 220 tumor samples stained for AP4, NICD1 and HES1 expression. **a** Left panel: results were subjected to a paired, two-tailed Student’s *t*-test with *p-*values * < 0.05, ** < 0.01, *** < 0.001. **a** Right panel and **b** results represent the mean ± SD. Results were subjected to an unpaired, two-tailed Student’s *t*-test with *p*-values * < 0.05, ** < 0.01, *** < 0.001, n.s.: not significant. See also Supplementary Fig. 10

In order to determine whether the positive correlation between AP4 and NOTCH1/NICD1/HES1 also exists on the level of protein expression in human CRCs, we determined AP4, NICD1 and HES1 expression levels by immunohistochemical analysis of 220 primary CRC samples. For the evaluation of AP4, NICD1 and HES1 expression, we established a four-stage scoring scheme (Supplementary Fig. 10b). AP4 expression was highly concordant with both NICD1 and HES1 expression (Fig. 9d) indicating that the reciprocal regulation between AP4 and the NOTCH pathway also occurs in primary, human CRCs.

## Discussion

This study identified Ap4 as an important, rate-limiting mediator of intestinal adenoma initiation (summarizing model in Fig. 10). As inactivation of *Ap4* led to a decrease in the number of ISCs and an increase in Paneth cells, it is conceivable that the decreased formation of adenomas in the absence of Ap4 is due to the smaller number of bona-fide ISCs that are able to initiate adenomas after acquiring further genetic and epigenetic alterations. This hypothesis is in accordance with the observation that tumor-promoting mutations in ISCs are more efficient in generating tumors than mutations in other, more differentiated intestinal epithelial cells^24,34^. In addition, recent analyses have provided further support for a direct role of stem cell abundance in the determination of tumor frequencies^35^: that is, a strong correlation was found between the tissue-specific stem cell number and the risk to develop a tumor for this particular tissue.

**Fig. 10:**
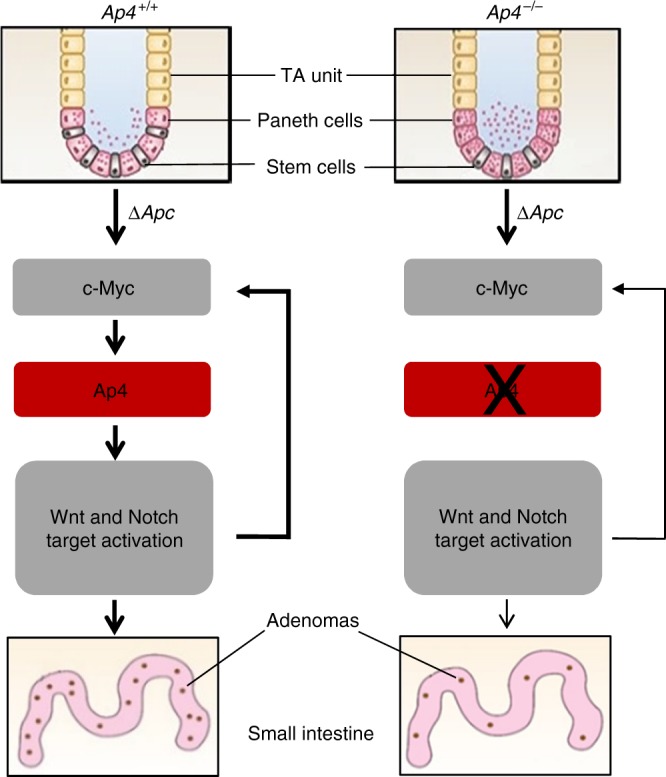
Model summarizing the results of this study. The results are explained in the context of the previously described biology of the intestinal crypt: The homeostasis of the intestinal epithelium is regulated by the Wnt/β-catenin and Notch pathways, which control stem cell maintenance and differentiation^16,17^. In the small intestine, the crypt base harbors 4–6 intestinal stem cells (ISCs), which are surrounded by supporting Paneth cells. The Lgr5-positive ISCs divide asymmetrically to self-renew and to generate highly proliferative, Lgr5-negative transit-amplifying (TA) cells, which differentiate into absorptive enterocytes or secretory cells, such as goblet, tuft and entero-endocrine cells^16–18,63^. Paneth cells are derived from Lgr5-positive precursors generated by asymmetric division of ISCs, which proliferate slowly and therefore represent label-retaining cells (LRCs)^64^. In the present study, we found that deletion of *Ap4* decreased the number of ISCs and increased the number of Paneth cells. Furthermore, we found that the Wnt and Notch pathways were downregulated in the absence of Ap4. The decreased number of ISC presumably resulted in the decreased number of adenomas in Ap4-deficient *APC*^*Min/+*^ mice, since Lgr5-positive ISCs were shown to represent the cells of origin for intestinal cancer^24,34^

Unexpectedly, deletion of *Ap4* in intestinal epithelial cells had no effect on cellular proliferation. In contrast, acute deletion of c-*Myc* using *Ah-Cre* or *Villin-CreER* alleles in post-natal IECs resulted in defects in proliferation and biosynthetic activity in the small intestine^36,37^. The different result may be due to the different timing of gene inactivation: here we used either germ-line or Villin-Cre-mediated deletion of *Ap4*, whereas the two studies on c-*Myc* employed deletion at least 7 days after birth and later, which was necessary because c-*Myc* is essential during embryogenesis. However, they observed that IEC proliferation was at least in part independent of c-*Myc*. Therefore, IECs may rely on alternative pathways for promoting cell proliferation. In addition, these differences indicate that Ap4 is responsible for mediating a distinct aspect of c-Myc function and does not simply perform all functions of c-Myc.

The results obtained in tumoroids derived from *Apc*^*Min*^ mice and in tumoroids generated by acute deletion of *Apc* imply that *Ap4* is important for the initiation but not required for the maintenance of tumoroids. These results are in line with the observations we made in *Apc*^*Min*^ mice, where *Ap4* loss decreased the number of adenomas but not their growth/size. Interestingly, *Lgr5* gene expression has been reported previously to be dispensable for ex vivo tumor organoid maintenance^38^.

Notably, the deletion of *Ap4* resulted in decreased expression of Notch pathway components including Notch1 itself. Interestingly, Notch pathway inactivation promotes differentiation of ISCs into Paneth cells^21^, leading to Paneth cell hyperplasia and a decrease in ISCs^21,39^. However, the number of goblet cells increases after Notch inhibition, whereas it decreased after *Ap4* inactivation in our study. Therefore, Ap4 loss does not simply recapitulate inhibition of the Notch pathway suggesting that Ap4 regulates additional pathways/genes, which contribute to the differentiation of goblet cells. For example, *Ap4* deficiency resulted in a decrease in expression of the transcription factor Spdef. Interestingly, it was previously shown that ectopic expression of Spdef in the murine intestine promotes the differentiation of goblet cells, whereas it decreased the number of Paneth cells^28^. Accordingly, the decrease of Spdef observed in *Ap4*-deficient organoids could potentially also contribute to the decreased number of goblet cells detected after *Ap4* deletion. Alternatively, the decrease in goblet cells may have been a compensatory response to the increase in Paneth cells caused by *Ap4* deletion.

As activation of Notch signaling promotes the initiation of murine intestinal adenomas^40^ and inhibition of Notch signaling leads to mitotic arrest and apoptosis in human colon cancer cells^41^, the Notch pathway may represent a route via which Ap4 promotes intestinal adenoma initiation. Conversely, *Ap4* deletion may prevent adenoma initiation via inhibiting the Notch pathway.

By studying human CRC cell lines, we had previously found that ectopic Ap4 expression is sufficient to activate the Wnt pathway. Our NGS analysis presented here further supports these findings with in vivo evidence, because numerous components of the Wnt/β-catenin signaling pathway were downregulated in *Ap4*-deficient adenomas and derived organoids. In support of this conjecture, a comprehensive study has recently shown that Ap4 is an important component of Wnt signaling during *X*. *laevis* development and acts down-stream of the β-catenin destruction complex to regulate expression of Wnt/β-catenin target genes^42^. Therefore, Ap4 presumably represents an integral component of the Wnt pathway and its activities during development and tumorigenesis. The downregulation of genes involved in Wnt signaling observed here may critically contribute to the decreased number of ISCs observed in *Ap4*-deficient mice, because the Wnt pathway has been implicated in the maintenance of stemness and suppression of differentiation in ISCs^43–45^.

It is well known that a controlled balance of the Notch and Wnt pathway activity is important for the homeostasis of stem cells and cell fate decisions in the intestine and that these two pathways regulate each other at multiple points^46^. Specifically, inhibition of NOTCH1/2 receptors was shown to induce Wnt signaling, which then promoted goblet cell differentiation^46^. The decrease of Wnt pathway component expression after *AP4* deletion may therefore alter the expected outcome of a Notch inhibition (i.e., increase of all secretory cell numbers) unto the decrease of goblet cell differentiation observed here.

The increased number of Paneth cells in *Ap4*-deficient mice might result from an increased propensity of *Ap4*-deficient ISCs to generate Paneth cell precursors during asymmetric stem cell division. Interestingly, *Lgr5* represents an Ap4 target gene^7^ and *Lgr5* deficiency promotes Paneth cell differentiation in mice^47^. Further discussions of the results and the potential limitations of the *Apc*^Min^ mouse model can be found in the Supplementary Discussion.

In conclusion, our study demonstrates an unexpected, central role of Ap4 in ISCs and Paneth cell homeostasis and revealed that Ap4 function is critical for adenoma initiation in a preclinical model of inherited colon cancer. Besides illuminating an important aspect of CRC biology, our results indicate that Ap4 represents a candidate therapeutic target for the treatment of CRCs.

## Methods

### Generation and husbandry of mice

Targeted ES cells with C57BL/6N background were obtained by homologous recombination with a vector containing the *Ap4* exons 2–4 flanked by *loxP* sites and an intronic neomycin resistance (*Neo*) cassette flanked by *frt* sites (scheme in Jackstadt et al.^6^). *Ap4*^*fl/fl*^ mice were generated by injection of targeted ES cells into C57BL/6N blastocyst. The Neo cassette was removed by crossing to *flp*-mice^48^ and germ-line *Ap4* knock-out mice were generated by crossing with *CMV-Cre+/−* mice^49^. *Ap4*^-/-^ mice showed no overt phenotype and were born at normal Mendelian ratio. Oligonucleotides used for genotyping are listed in Supplementary Table S1. For analysis of the effect of *Ap4* inactivation on the ISC number, we used *Lgr5-eGFP-Cre-ERT2+/−* mice^50^ (obtained from Hans Clevers, University Medical Center Utrecht, The Netherlands) and for specific deletion of *Ap4* in intestinal epithelial cells or derived organoids, we used *Villin-Cre+/−* or *Villin-Cre-ERT2+/−* mice (obtained from Klaus-Peter Janssen, Technical University Munich, Germany), respectively^51^. *APC*^*Min/+*^ mice^9,10^ were used to analyze the role of Ap4 in intestinal adenoma development (obtained from Marlon Schneider, Ludwig-Maximilians-Universität, München, Germany). Mice were kept in individually ventilated cages with a 12-h light/dark cycle and ad libitum access to water and standard rodent diet. For determination of proliferation rates, 75 mg/kg BrdU (Amersham) in phosphate-buffered saline (PBS) was intraperitoneally injected 1.5 h before mice were sacrificed. All animal experimentations and analyses were approved by the Government of Upper Bavaria, Germany (AZ 55.2-1-54-2532-4-2014).

### Tissue preparation and adenoma counting

After isolation of intestinal tissue, the colon and small intestine were separated and flushed with PBS to remove stool. The small intestine was dissected into duodenum, jejenum and ileum. The colon and small intestine were opened longitudinally and rolled with the mucosa oriented outwards and fixed in formalin, dehydrated and embedded into paraffin. For evaluation of tumor numbers, each part of the intestine was cut longitudinally and spread on Whatman 3 MM paper. After fixation in formalin, adenomas were counted under a dissection microscope (Zeiss) with 10× magnification.

### Hematoxylin and eosin (HE) and PAS/Alcian blue staining

Formalin-fixed, paraffin-embedded (FFPE) tissue was cut into 2 µm sections on a rotating microtome (Microm HM355S, Thermo Scientific). The slides were de-paraffinized and stained with hematoxylin (Waldeck) for 6 min followed by eosin (Sigma-Aldrich) for 2.5 min in an automated slide staining device (Tissue-Tek, Prisma). Periodic acid-Schiff (PAS) staining was done by applying Alcian blue pH 1 (Bio Optica) for 10 min followed by periodic acid (Merck) for 5 min, Schiff’s reagent (Sigma-Aldrich) for 5 min and counterstaining with hematoxylin (Waldeck).

### Immunohistochemistry

FFPE tissue was cut into 2 µm sections on a microtome and de-paraffinized. After antigen retrieval, slides were incubated with primary antibody (the primary antibodies used are listed in Supplementary Table 4) for 1 h at room temperature and washed with TRIS-HCL buffer (pH 7.5) followed by a secondary antibody. Antibodies were detected with the ABC kit using DAB (Vector and Dako) for brown stainings or AEC (Thermo Fisher Scientific) for red stainings. The slides were counterstained with hematoxylin (Vector) and mounted with Roti®-Histokitt II (Roth). All stainings were performed with the respective IgG control (Supplementary Table 4) as a negative control and without primary antibody as a system control. Images were captured on an Axioplan2 imaging microscope (Zeiss) equipped with an AxioCamHRc Camera (Zeiss). For analysis of cleaved caspase-3, the AxioVision Software (Zeiss) was used to measure the area for each tumor in mm^2^.

### In situ hybridization

For detection of ISCs with an *Olfm4* mRNA probe, the Bluescript II plasmid p695-pBS-mOlfm4 (kindly provided by Prof. Hans Clevers) was linearized by using a *Not*I restriction enzyme. The pCMV6 entry plasmids containing the *Lgr5* or *Smoc2* open reading frame (ORF) were obtained from Origene with the catalog number MR219702 or MR207121, respectively. Both ORFs were cloned into the pBSII KS plasmid by using the restriction enzymes *Not*I and *Kpn*I. The pBSII KS-mSmoc2 was linearized with the *Kpn*I restriction enzyme and the pBSII KS-mLgr5 was linearized with the *Bcl*I restriction enzyme. The *Olfm4*, *Lgr5* and *Smoc2* RNA probe has was generated by an in vitro transcription reaction with a RNA-T7 Polymerase by using the DIG Northern Starter Kit (Roche Diagnostics). During the transcription reaction, the probe was labeled with digoxigenin (DIG). The in situ hybridization was performed on freshly prepared 8 µm paraffin sections as described^52^.

### Isolation of IECs

Each part of the intestine was dissected longitudinally and cut into small pieces. IECs were isolated by shaking the tissue in Hanks' Balanced Salt solution/ethylene-diamine-tetra-acetic acid (HBSS/EDTA) at 37 °C for 10 min. The supernatant including IECs was centrifuged and the pellet was washed with ice-cold PBS, frozen in liquid nitrogen and stored at −80 °C until RNA isolation.

### Crypt isolation and organoid culture

Crypt isolation and organoid culture was performed as described before^53^. The small intestine was opened longitudinally and the villi were scraped off under a dissection microscope by using a surgical blade. The intestine was cut into small pieces and incubated in 8 mM EDTA in HBSS for 5 min to remove the rest of the villi followed by an additional incubation in EDTA for 30 min at 4 °C. Isolated crypts were washed in advanced Dulbecco’s modified Eagle’s medium (DMEM)/F12 (Gibco Life Technologies) containing Glutamax (Gibco Life Technologies) and Hepes (Gibco Life Technologies), passed through a 100 µm cell strainer and either frozen in liquid nitrogen (IEC) or counted and pelleted for culturing. For each well in a 24-well plate, 200 crypts were mixed with 50 µl of growth factor reduced, Phenol red-free Matrigel (Corning). After polymerization of the Matrigel, 600 µl of crypt culture medium was added. Crypt culture medium consists of advanced DMEM/F12 supplemented with 1:100 penicillin/streptomycin (Gibco Life Technologies), 1:100 Hepes, 1:100 Glutamax and the following growth factors: 100 ng/ml Noggin (Preprotech), 1:100 N2 (Gibco Life Technologies), 1:50 B27 retinoic acid free (Gibco Life Technologies), 50 ng/ml EGF (Preprotech), 500 ng/ml RSPO1 (Sinobiological), 10 µM Y-27632 (MedBiochem Express) was added only the first 2 days after isolation/culturing or passaging to avoid anoikis, and 100 ng/ml Wnt-3a (Abcam) was added only the first 2 days after isolation/culturing. Crypt culture medium was changed every 2 days. Once a week, organoids were passaged at a 1:6 ratio. For passaging, organoids were removed from Matrigel and dissociated mechanically into single-crypt domains before they were transferred into fresh Matrigel. 4-OHT (Sigma-Aldrich), diluted in ethanol, was added to the crypt culture medium to a final concentration of 500 nM for at least 12 h. As a control, the same volume of ethanol without 4-OHT was added to the crypt culture medium. RNA was isolated using Trizol (Invitrogen) and the RNeasy Mini Kit (Qiagen).

For generation of tumoroids, intestinal adenoma cells from three tumors for each *Apc*^Min/+^ mouse were isolated by lysis in DMEM containing 4000 units Collagenase Type IV (Merck Millipore) and 125 µg/ml Dispase Type II (Sigma-Aldrich). Single cells were embedded in Matrigel and seeded in 24-well plates (15,000 single cells per 50 μl Matrigel per well). The tumor organoid culture medium was formulated as described before^38^. Crypt culture medium (advanced DMEM/F12 supplemented with 1:100 penicillin/streptomycin, 1:100 Hepes and 1:100 Glutamax and growth factors (1:100 N2, 1:50 B27, 50 ng/ml EGF). In all, 10 µM Y-27632 was added only the first 2 days after isolation/culturing or passaging to avoid anoikis. Counting of the number of organoids per well (six wells per mouse) was performed 6 days after isolation before the first passaging. Passaging was performed as described above for normal organoids. RNA was isolated using Trizol and the RNeasy Mini Kit. For western blot analysis, tumor organoids were lysed in RIPA lysis buffer (50 mM Tris/HCl, pH 8.0, 250 mM NaCl, 1% NP40, 0.5% (w/v) sodium deoxycholate, 0.1% sodium dodecylsulfate, Complete Mini protease inhibitors (Roche Diagnostics)).

For tumoroid formation after acute loss of *Apc* or *Apc* and *Ap4*, crypts were isolated as described above. For each well in a six-well plate, approximately eight drops of 25 µl Matrigel and 50 crypts each were plated and overlaid with ENR media (containing EGF, Noggin and RSPO1) as described above. Forty-eight hours after isolation, organoids were treated with 100 nM 4-OHT in ENR media for 48 h. After passaging an additional 48 h, the culture conditions were switched to EN devoid of RSPO1 to select for tumoroid growth. Pictures of tumoroids were taken with a Nikon AZ-100 macroscope.

### Tissue microarrays and IHC analysis of clinical samples

Colon cancer specimens from patients that underwent surgical resection at the University of Munich (LMU) were drawn from the archives of the Institute of Pathology. Specimens were anonymized, and the need for consent was waived by the institutional ethics committee of the Medical Faculty of the LMU. Tissue microarray (TMAs) with samples of 225 (220 evaluable) stage II primary CRC cases were generated with six representative 1 mm cores of each case. In all, 5 µm TMA sections were de-paraffinized and stained with primary antibodies (listed in Supplementary Table 4) on a Ventana Benchmark XT Autostainer with UltraView Universal DAB and alkaline phosphatase detection kits (Ventana Medical Systems). The stainings were evaluated according to the score shown in Supplementary Fig. 10B.

### RNA expression profiling by RNA-Seq

Total RNA from organoids or adenomas was used for RNA-Seq. Random primed complementary DNA libraries were constructed and sequenced using the HiSeq2500 (Illumina) platform by GATC (Konstanz, Germany). Each sample was covered by at least 30 million single reads of 50-bp length.

### Bioinformatics analyses of RNA-Seq and ChIP-Seq data

RNA-Seq FASTQ files were processed using the RNA-Seq module implemented in the CLC Genomics Workbench v8.0 software (Qiagen Bioinformatics) with default settings and were mapped to the GRCm38/mm10 mouse reference genome and its associated gene and transcript annotation (EMSEMBL). RNA-Seq data were filtered to exclude weakly expressed transcripts with less than five mapped exon reads in all samples from the analysis and subjected to upper quartile normalization using the R/Bioconductor RUVSeq (remove unwanted variation from RNA-Seq data) package as described in Risso et al.^54^. Differential gene expression analysis was performed with edgeR^55,56^ or DESeq2^57^ after further normalization using the RUVg approach to remove variation between RNA samples resulting from differences in library preparation. GSEA was performed using the GSEA software^58,59^. Lgr5 + or EphB2^high^ stem cell gene sets were obtained from refs.^13–15^. The Wnt/β-catenin target gene sets were obtained from Fevr et al.^60^. The Notch target gene set was obtained from Li et al.^61^. Additional gene sets representing genes involved in Wnt/β-catenin signaling, EMT or c-Myc target genes were obtained from the Molecular Signatures database (MSigDB)^33^. Enrichment of Hallmark gene sets or Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways among differentially regulated genes was analyzed with the Molecular Signatures database program (MSigDB)^33^. Heatmaps were generated with GENE-E (Broad Institute).

ChIP-Seq data of genome-wide Ap4 occupancy in murine B and T cells (GEO accession nos. GSE80669 and GSE58075) and human CRC cells (GEO accession no. GSE46935) were obtained from previously published studies^7,22,23^ and were analyzed with the UCSC genome browser^62^.

### In silico analysis of human colorectal patient samples

Normalized RNA expression (RNA-Seq by expectation maximization (RSEM)) data from CRC patient samples were obtained from the publically available TCGA datasets^31^ at https://cancergenome.nih.gov/. Association of TCGA patient samples with the different CMS categories was obtained from the Cancer Subtyping Consortium (CRCSC) at www.synapse.org. The CMS subtypes were described in Guinney et al.^32^.

### Statistical analysis

The Graph Pad Prism software was used for statistical analyses. A Student’s *t*-test (unpaired, two-tailed) was used for calculation of significant differences between two groups of samples or mice, with *p* < 0.05 considered significant. Asterisks generally indicate: *p < 0.05, **p < 0.01 and ***p < 0.001, n.s. = not significant. For calculation of correlation coefficients, Pearson's or Spearman's correlation analyses were applied. Kaplan–Meier curves were analyzed by log-rank (Mantel–Cox) test.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

RNA-Seq data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) with the accession codes “GSE99434” and “GSE99437”. All other data are available from the corresponding author on reasonable request.

# Supplementary material for: Ap4 is rate limiting for intestinal tumor formation by controlling the homeostasis of intestinal stem cells
**Source:** Nat Commun. 2018 Sep 3;9:3573. doi: 10.1038/s41467-018-06001-x
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### ***Ap4* is rate limiting for intestinal tumor formation by controlling the homeostasis of intestinal stem cells**

Stephanie Jaeckel, Markus Kaller, Rene Jackstadt, Ursula Götz, Susanna Müller, Sophie Boos, David Horst, Peter Jung and Heiko Hermeking

#### **Supplementary Figures:**

- **Supplementary Figure 1:** *Ap4*-deletion does not alter proliferation in adenomas of moribund *Apc*<sup>Min/+</sup> mice
- **Supplementary Figure 2:** Effects of gender or epithelial specific deletion of *Ap4* on adenoma formation in *Apc*<sup>Min/+</sup> mice
- **Supplementary Figure 3:** Functional categories over-represented among mRNAs differentially regulated in *Ap4*-deficient adenomas and *Ap4* binding to the promoters of selected genes
- **Supplementary Figure 4:** Deletion of *Ap4* decreases stemness in adenomas and tumoroids
- **Supplementary Figure 5:** Effects of *Ap4* deletion on the small intestine and colon
- **Supplementary Figure 6:** Effects of conditional deletion of *Ap4* on the small intestine and colon
- **Supplementary Figure 7:** Effects of *Ap4* loss on the small intestine and colon of *Apc*<sup>Min/+</sup> mice
- **Supplementary Figure 8:** Functional categories over-represented among mRNAs differentially regulated in *Ap4*-deficient organoids
- **Supplementary Figure 9:** *AP4* regulates *NOTCH1* and NOTCH pathway components regulate *c-MYC* and thereby *AP4*
- **Supplementary Figure 10:** Correlation of *AP4* expression with gene expression in human CRC cohorts
- **Supplementary Figure 11:** Uncropped Western blot membranes

#### **Supplementary Tables:**

- **Supplementary Table 1:** Oligonucleotides used for genotyping
- **Supplementary Table 2:** Oligonucleotides used for quantitative real-time PCR analyses
- **Supplementary Table 3:** Oligonucleotides used for qChIP analyses
- **Supplementary Table 4:** Primary antibodies used in this study

### **Supplementary Methods:**

- Indirect immunofluorescence detection and confocal laser-scanning microscopy
- Electron microscopy
- RNA isolation and quantitative real-time PCR (qPCR)
- DBZ treatment of mice
- Cell lines / culture and reagents
- Chromatin immunoprecipitation (ChIP) assay
- Generation of cell pools stably expressing conditional alleles
- Plasmids and RNAi
- Cell-based Reporter Assays
- Cloning of the *Ap4* promoter constructs
- Site-directed mutagenesis
- Western blot analysis

### **Supplementary Discussion**

### **Supplementary References**

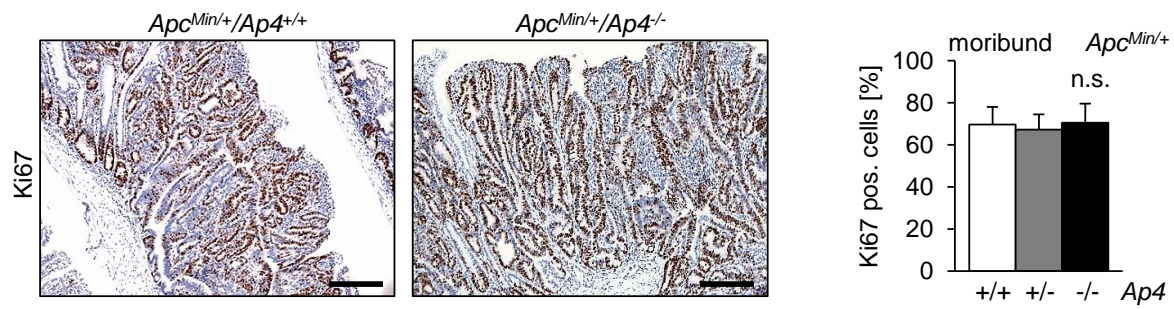

### Supplementary Figure 1 related to Figure 1

#### ***Ap4*-deletion does not alter proliferation in adenomas of moribund *Apc<sup>Min/+</sup>* mice**

Left panel: Immunohistochemical detection of Ki67 in adenomas from moribund *Apc<sup>Min/+</sup>* mice, scale bar = 200 μm. Counterstaining with hematoxylin. Right panel: Ki67-positive cells were counted in at least 8 adenomas from 1 male and 2 female mice per genotype. Results represent the mean  $\pm$  SD with p-values \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, n.s. = not significant.

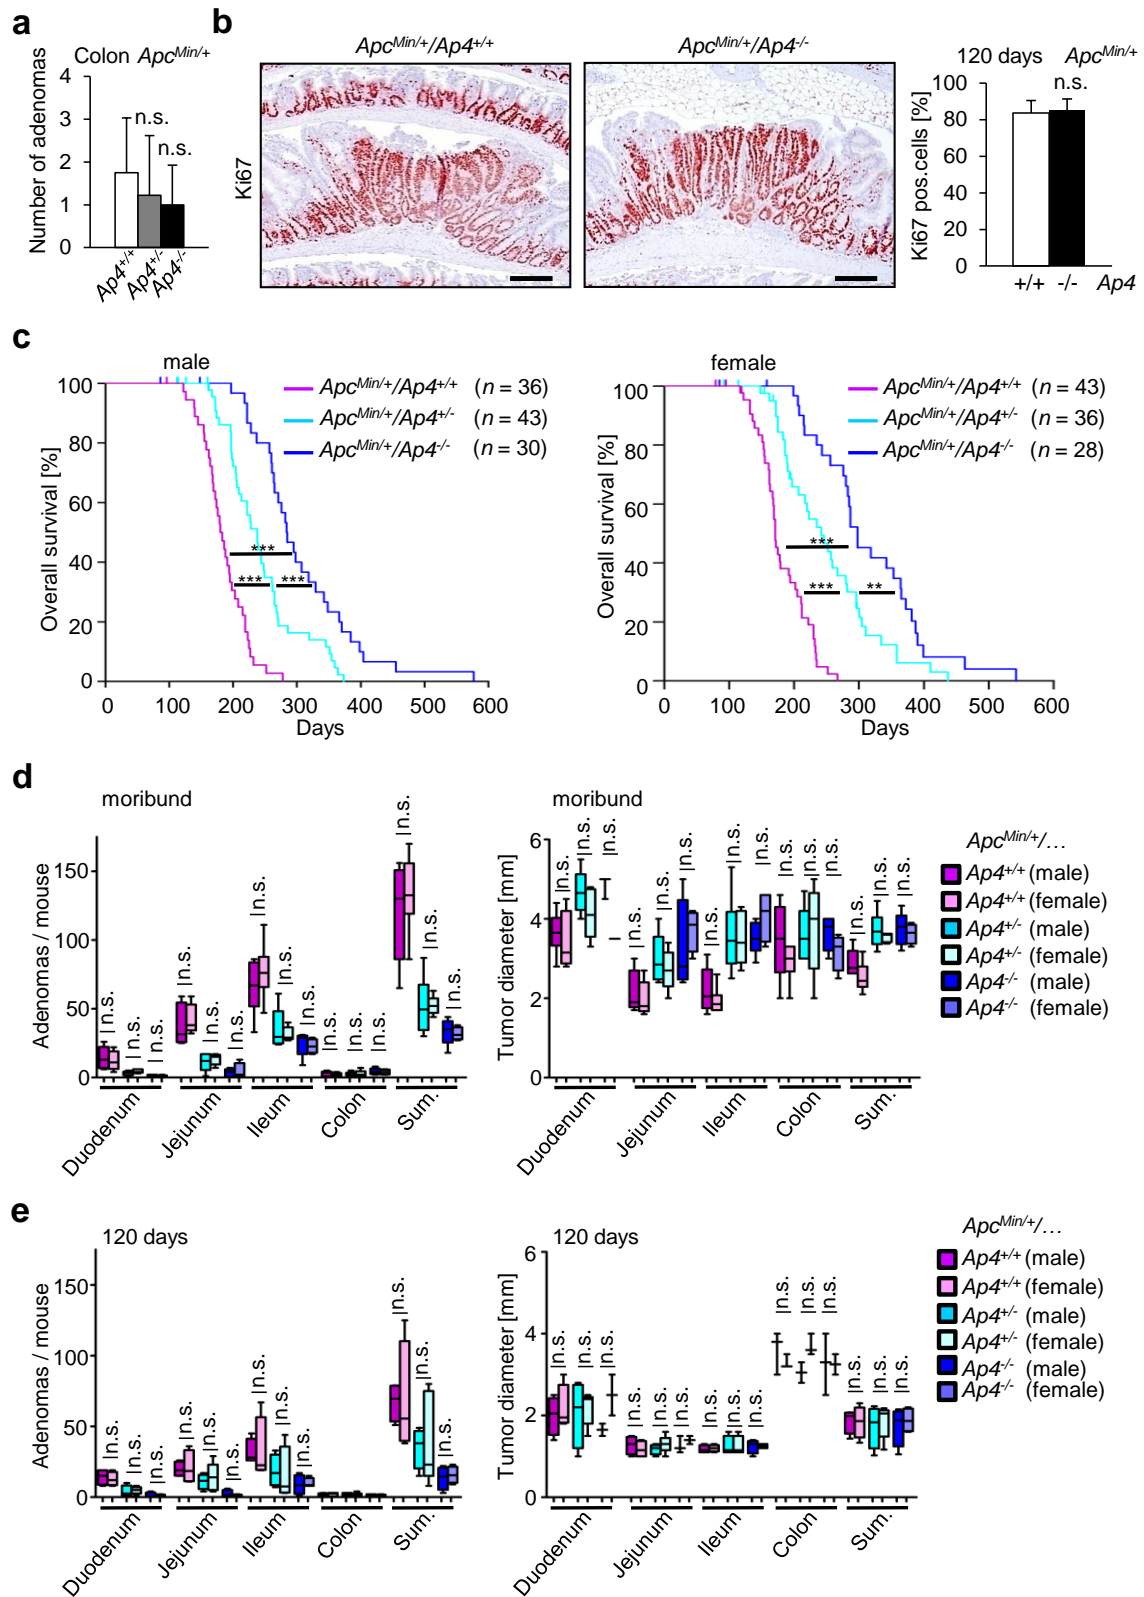

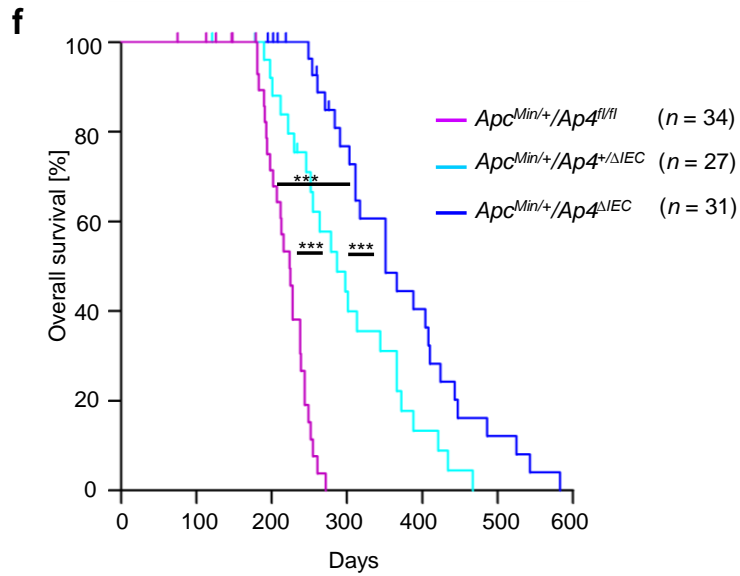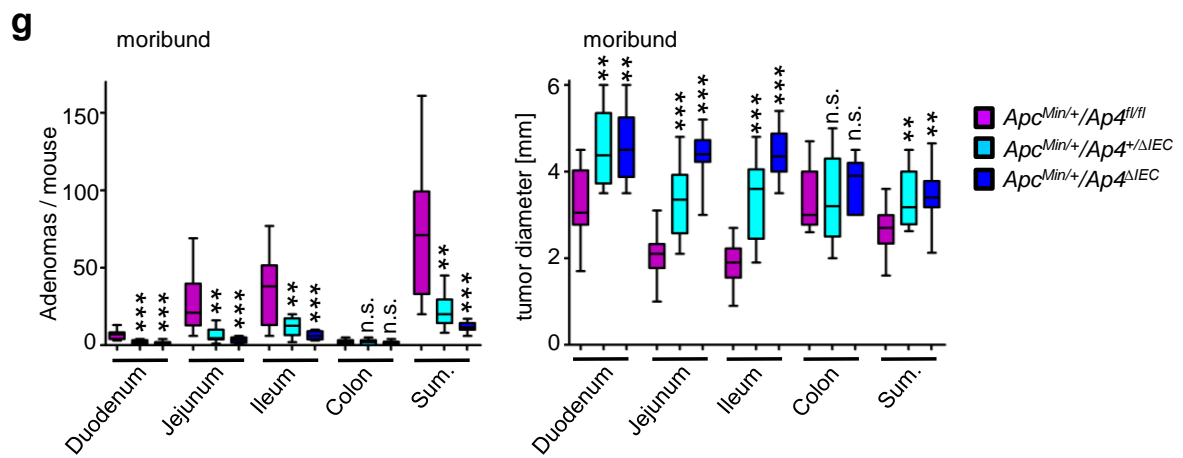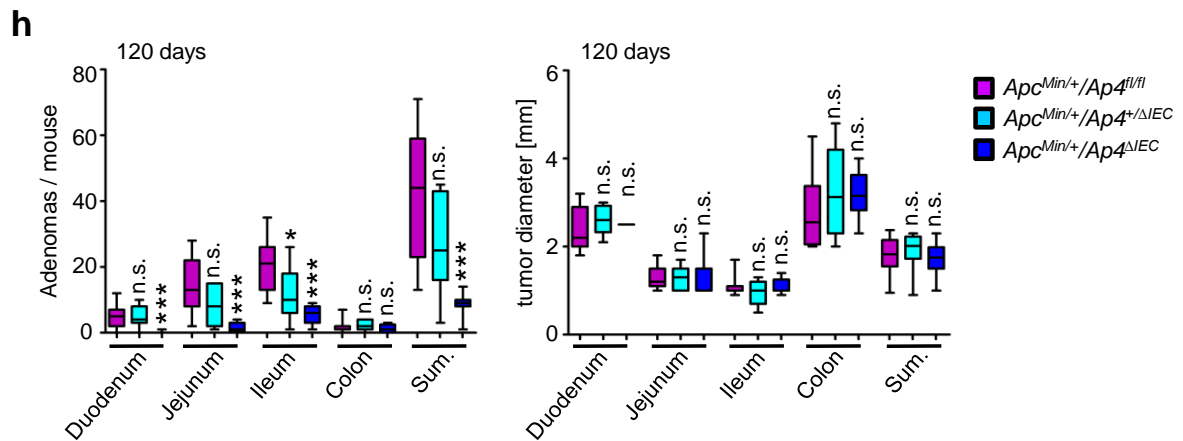

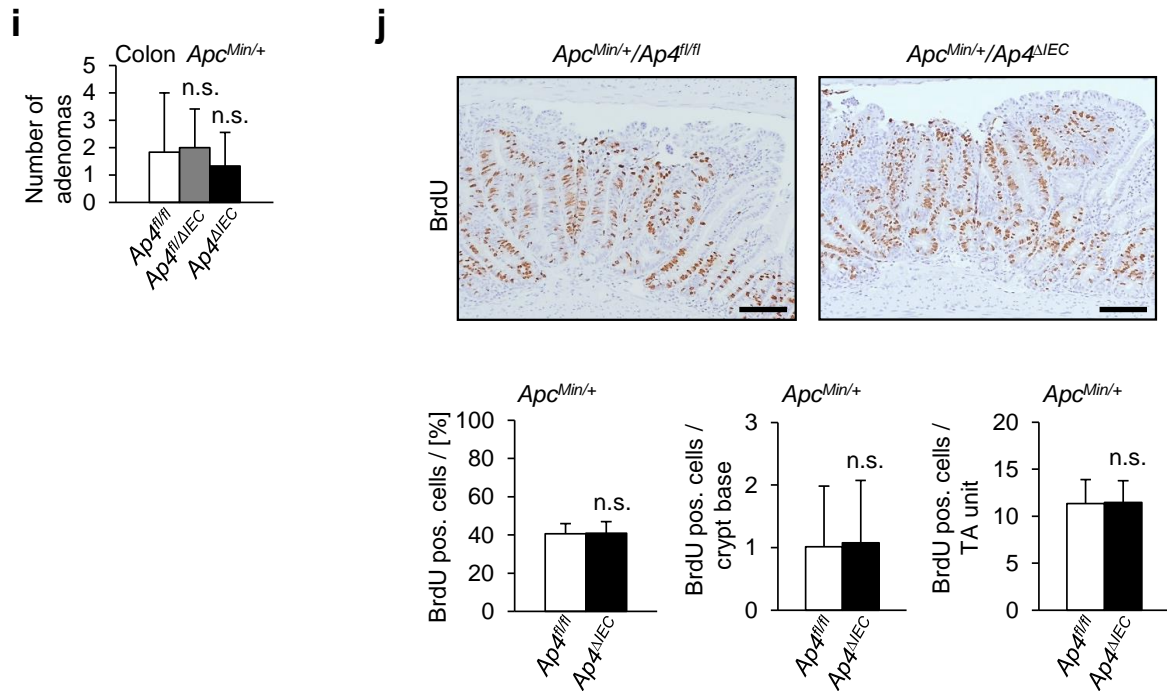

### Supplementary Figure 2 related to Figure 2

#### Effects of gender or epithelial-specific deletion of $Ap4$ on adenoma formation in $Apc^{Min/+}$ mice

(a) Quantification of colonic adenomas of 120 days old  $Apc^{Min/+}$  mice with the indicated genotype. (b) Left panel: Immunohistochemical detection of Ki67 in adenomas of 120 days old  $Apc^{Min/+}$  mice of the indicated genotype. Scale bar = 100  $\mu$ m. Counterstaining with hematoxylin. Right panel: Ki67-positive cells were counted in at least 9 adenomas derived from 1 male and 2 female mice per genotype. (c) Kaplan-Meier survival analysis of  $Apc^{Min/+}$  mice with the indicated genotypes. Male and female mice have been analyzed separately. Censored mice without intestinal tumor related death are indicated on the Kaplan-Meier curve as tick marks. (d) Quantification of adenoma number per mouse (left panel) and tumor diameter (right panel) in the intestine of 6 male and 6 female ( $Apc^{Min/+}/Ap4^{+/+}$ ), 5 male and 5 female ( $Apc^{Min/+}/Ap4^{+/-}$ ) or 4 male and 4 female ( $Apc^{Min/+}/Ap4^{-/-}$ ) moribund  $Apc^{Min/+}$  mice. Male and female mice have been analyzed separately. The box extends from 25th to 75th percentile. The line in the middle of the box represents the median. The whiskers underneath or above the boxes depict the min. and max. value, respectively. (e) Enumeration of adenomas per mouse (left panel) and tumor diameter (right panel) in the intestine of 4 male and 4 female 120 days old  $Apc^{Min/+}$  mice per genotype as in (c). Male and female mice were analyzed separately. (f) Kaplan-Meier survival analysis of  $Apc^{Min/+}$  mice with the indicated genotypes as in (e). (g) Enumeration of adenomas/mouse (left panel) and tumor diameter (right panel) in the intestine of 7 male and 7 female ( $Apc^{Min/+}/Ap4^{fl/fl}$ ) or 5 male and 5 female ( $Apc^{Min/+}/Ap4^{+/IEC}$ ,  $Apc^{Min/+}/Ap4^{\Delta IEC}$ ) moribund  $Apc^{Min/+}$  mice per genotype. (h) Enumeration of adenomas/mouse (left panel) and tumor diameter (right panel) in the intestine of 6 male and 6 female ( $Apc^{Min/+}/Ap4^{fl/fl}$ ) or 4 male and 4 female ( $Apc^{Min/+}/Ap4^{+/IEC}$ ,  $Apc^{Min/+}/Ap4^{\Delta IEC}$ ) 120 days old  $Apc^{Min/+}$  mice per genotype. (i) Quantification of colonic adenomas of 120 days old  $Apc^{Min/+}$  mice with the indicated genotype. (j) Upper panel: Quantification of BrdU-positive cells in at least 9 adenomas of the ileum from 1 male and 2 female mice per genotype. Crypts were analyzed in the small intestine from 1 male and 2 female mice and a total of 76 crypts per genotype. Lower Panel: Immunohistochemical detection of BrdU incorporation in adenomas of 120 days old  $Apc^{Min/+}$  mice of the indicated genotype, scale bar = 100  $\mu$ m. Counterstaining with hematoxylin. a,b,d,e,g,h,i,j: Results represent the mean  $\pm$  SD with p-values \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, n.s. = not significant. b,e: Results were subjected to a log rank test.

**a**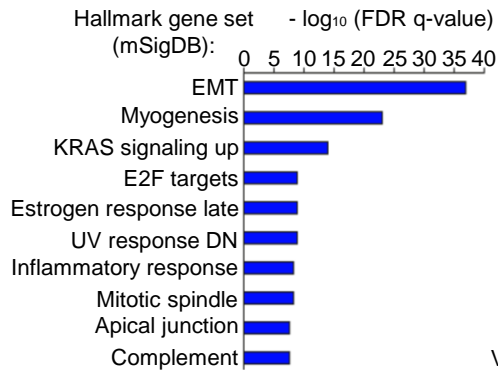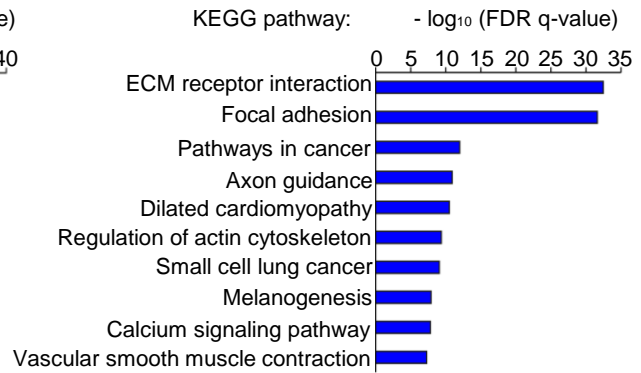**b**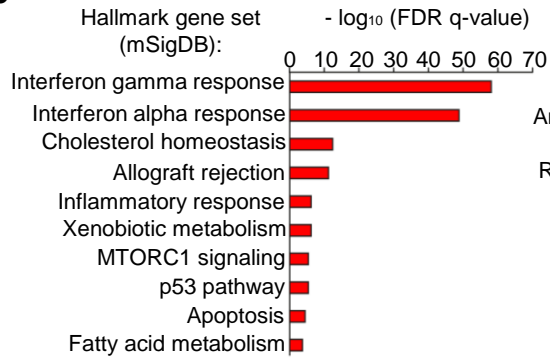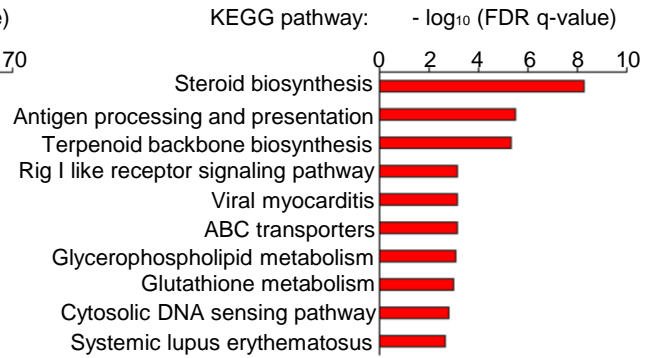**c**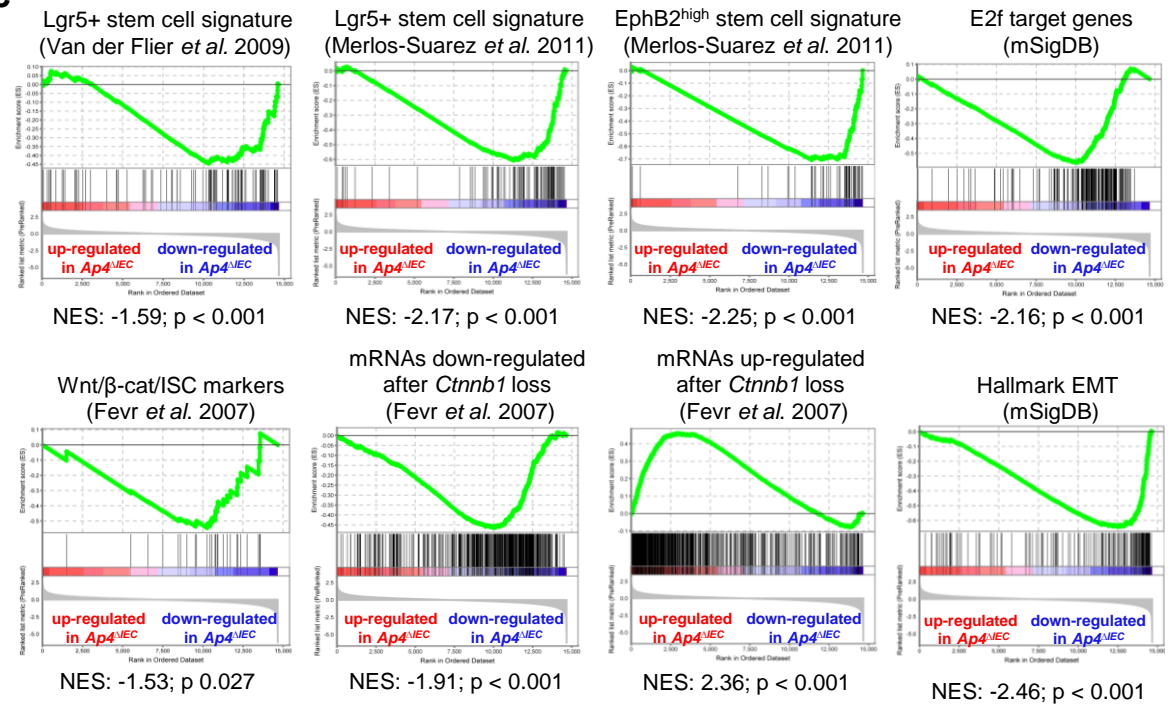

**d**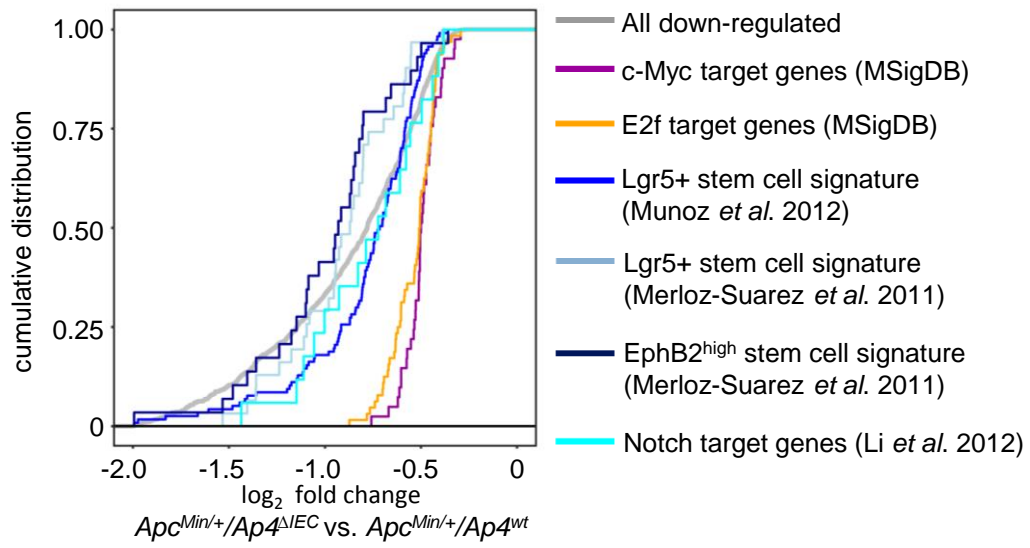**e**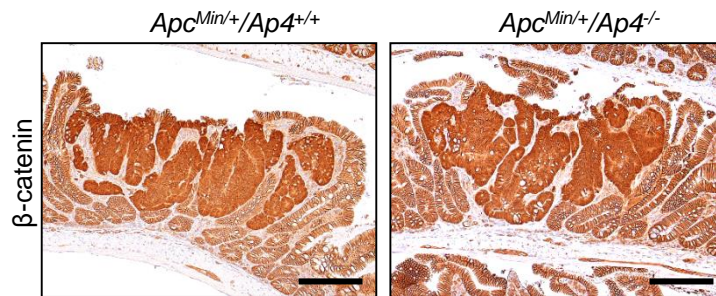

f

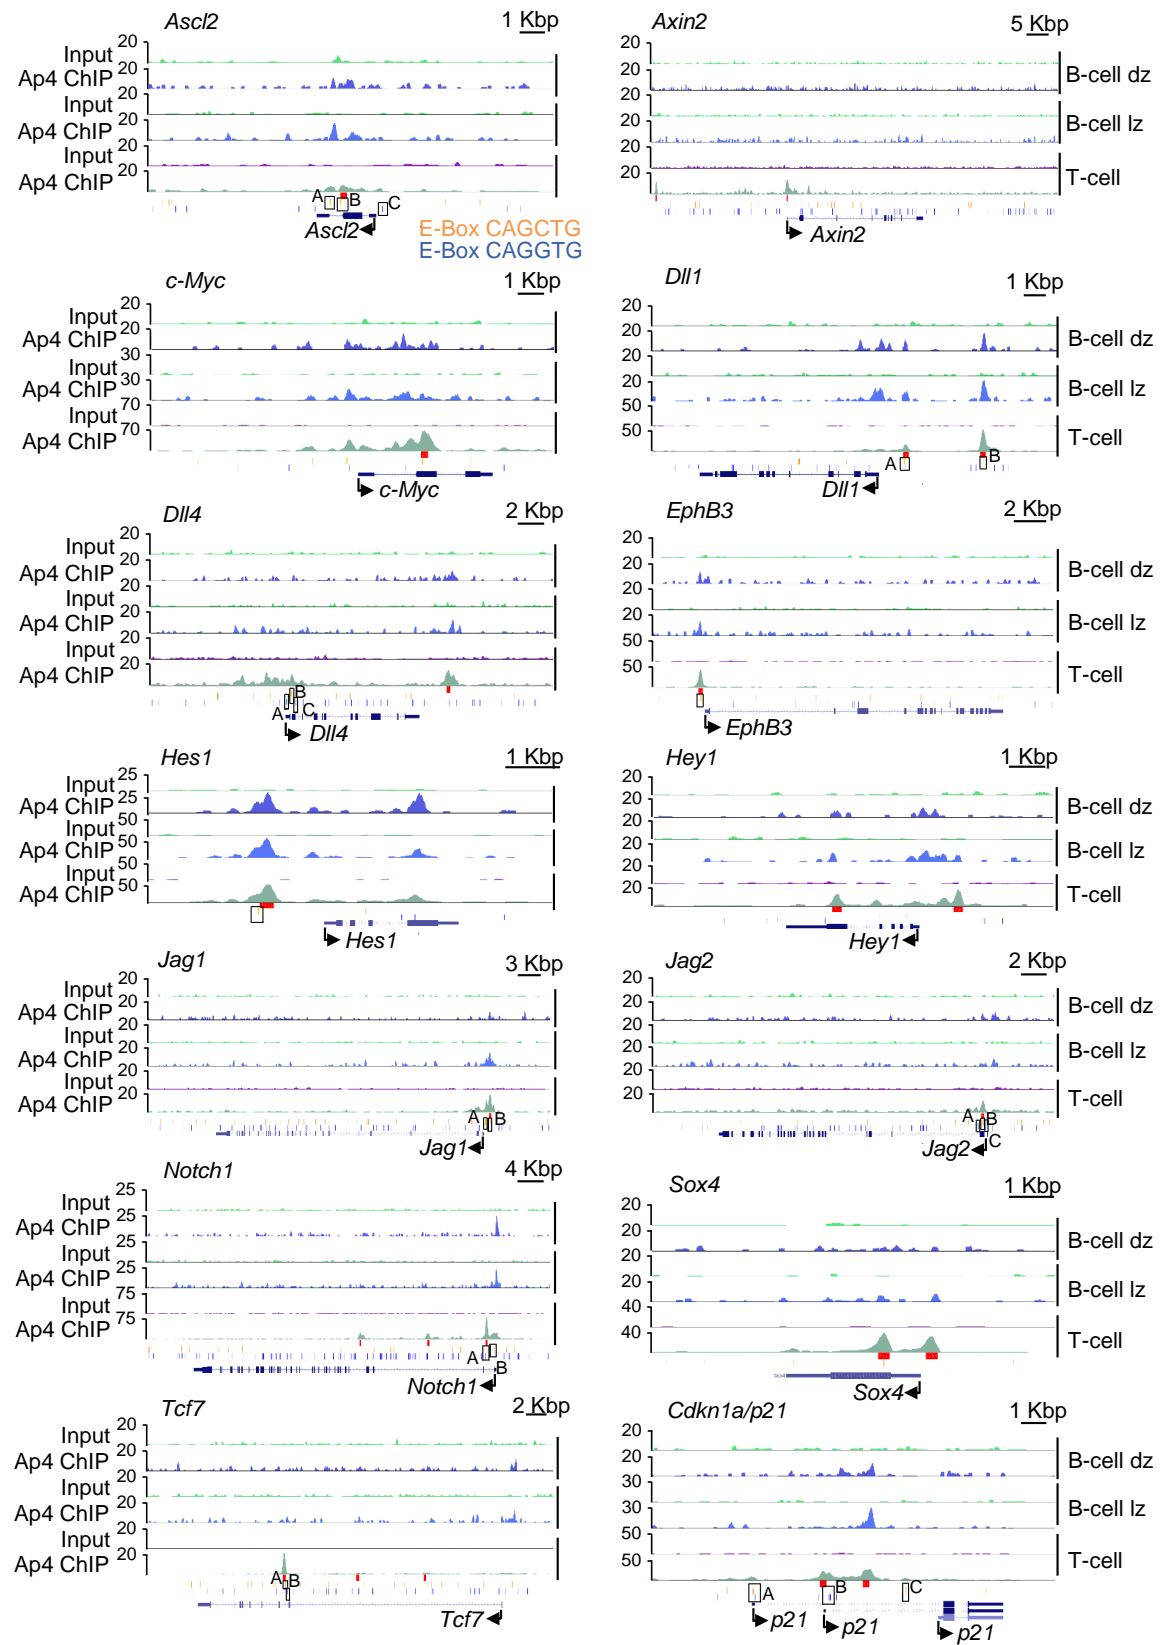

### Supplementary Figure 3 related to Figure 4

#### Functional categories over-represented among mRNAs differentially regulated in *Ap4*-deficient adenomas and *Ap4* binding to promoters of selected genes

(a) Hallmark gene set (mSigDB: molecular Signature Database <sup>1</sup>) and KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis from down-regulated mRNAs after conditional ablation of *Ap4* in intestinal *Apc<sup>Min/+</sup>* adenomas. The 10 most significantly enriched pathways among down-regulated mRNAs are shown. (b) Hallmark gene set (mSigDB: molecular Signature Database) and KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis from up-regulated mRNAs. The 10 most significantly enriched pathways among up-regulated mRNAs after conditional ablation of *Ap4* in intestinal *Apc<sup>Min/+</sup>* adenomas are shown. (c) GSEA (Gene Set Enrichment Analysis) comparing gene expression profiles from *Apc<sup>Min/+</sup>/Ap4<sup>fl/fl</sup>* and *Apc<sup>Min/+</sup>/Ap4<sup>ΔIEC</sup>* adenomas with *Lgr5*-positive or *EphB2<sup>high</sup>* stem cell signatures <sup>2,3</sup>, mRNAs significantly enriched genes down-regulated mRNAs in  $\beta$ -catenin-knock-out crypts which overlap with genes characteristic for other stem cell populations and intestinal tumors <sup>4</sup>,  $\beta$ -catenin target genes differentially regulated after *Ctnnb1* loss <sup>4</sup>, E2f target genes (mSigDB) and hallmark EMT (mSigDB). NES: Normalized Enrichment Score, p-value: Nominal p-value. (d) Cumulative distribution plots comparing RNA expression changes as determined by DESeq2 of gene set members of the indicated gene signatures upon loss of AP4 in *Apc<sup>Min/+</sup>* - induced adenomas. (e) Immunohistochemical detection of  $\beta$ -catenin in adenomas of 120 days old *Apc<sup>Min/+</sup>* mice of the indicated genotype. Scale bar = 100  $\mu$ m. Counterstaining with hematoxylin. At least 16 adenomas from 2 male and 2 female mice per genotype were stained. (f) BedGraph histogram plots showing examples of occupancy by Ap4 within promoters of genes involved in Wnt/ $\beta$ -catenin and/or Notch pathways in murine T-cells and/or B-cells according to previously published ChIP-Seq analysis <sup>5,6</sup>. The following datasets deposited at <https://www.ncbi.nlm.nih.gov/geo/> were used: GSM1400434, GSM1400430 (T-cells) and GSM2132680, GSM2132681, GSM2132682, GSM2132683 (B cells). Orange and blue vertical bars denote the genomic positions of CAGCTG and CAGGTG E-boxes, respectively. Red boxes indicate genomic coordinates of high confidence Ap4 peaks ( $p < 1e-10$ ) identified with Homer (Hypergeometric Optimization of Motif EnRichment) <sup>7</sup>. Numbers on the y-axis indicate read-numbers as determined by ChIP-Seq analysis. Gene structures are indicated schematically with exons represented by thick rectangles. E-Boxes used for qChIP analysis in Main Figure 4d are marked. Lz: light zone, dz: dark zone.

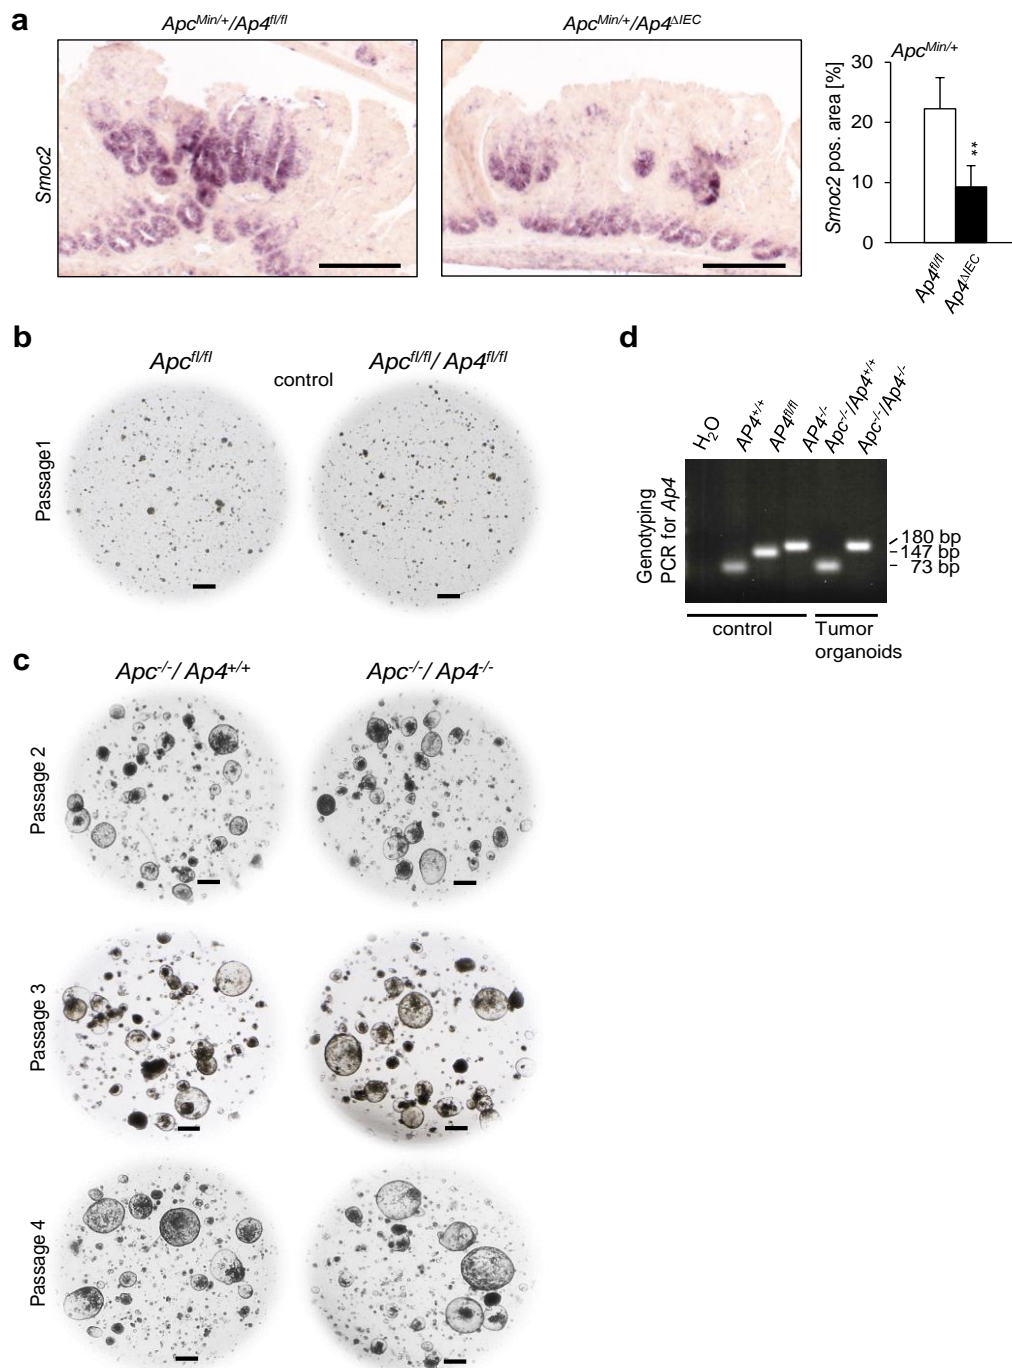

### Supplementary Figure 4 related to Figure 5

#### Deletion of *Ap4* decreases stemness in adenomas and tumoroids

(a) Left panel: *In situ* hybridization of *Smoc2* mRNA. Scale bars represent 100  $\mu$ m. Right panel: Quantification of *Smoc2* positive area in % in the adenomas from 2 male and 1 female mice in at least 6 adenomas per genotype. (b,c) Representative pictures of tumor organoids derived from small intestinal epithelial cells obtained from *Lgr5-CreERT2<sup>+/-</sup>/Apc<sup>fl/fl</sup>* and *Lgr5-CreERT2<sup>+/-</sup>/Apc<sup>fl/fl</sup>/Ap4<sup>fl/fl</sup>* mice after treatment with 4-hydroxy-tamoxifen 4-OHT. After isolation organoids were (b) left untreated as a control or (c) treated with (4-OHT) for 48 hours to delete *Apc* or *Apc* and *Ap4* in intestinal stem cells (ISC). 48 hours later organoids were passaged and organoid medium without RSPO-1 was used, which selectively allowed *Apc*-deficient tumoroids to expand (passage 1). Pictures were taken 7 days after passaging for passage 1 (control), 4 days after passaging for passage 2 and 6 days after passaging for both passage 3 and 4. (d) Analysis of *Ap4* status of tumoroids by genomic PCR at passage 4. A: Results represent the mean  $\pm$  SD with p-values \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, n.s. = not significant.

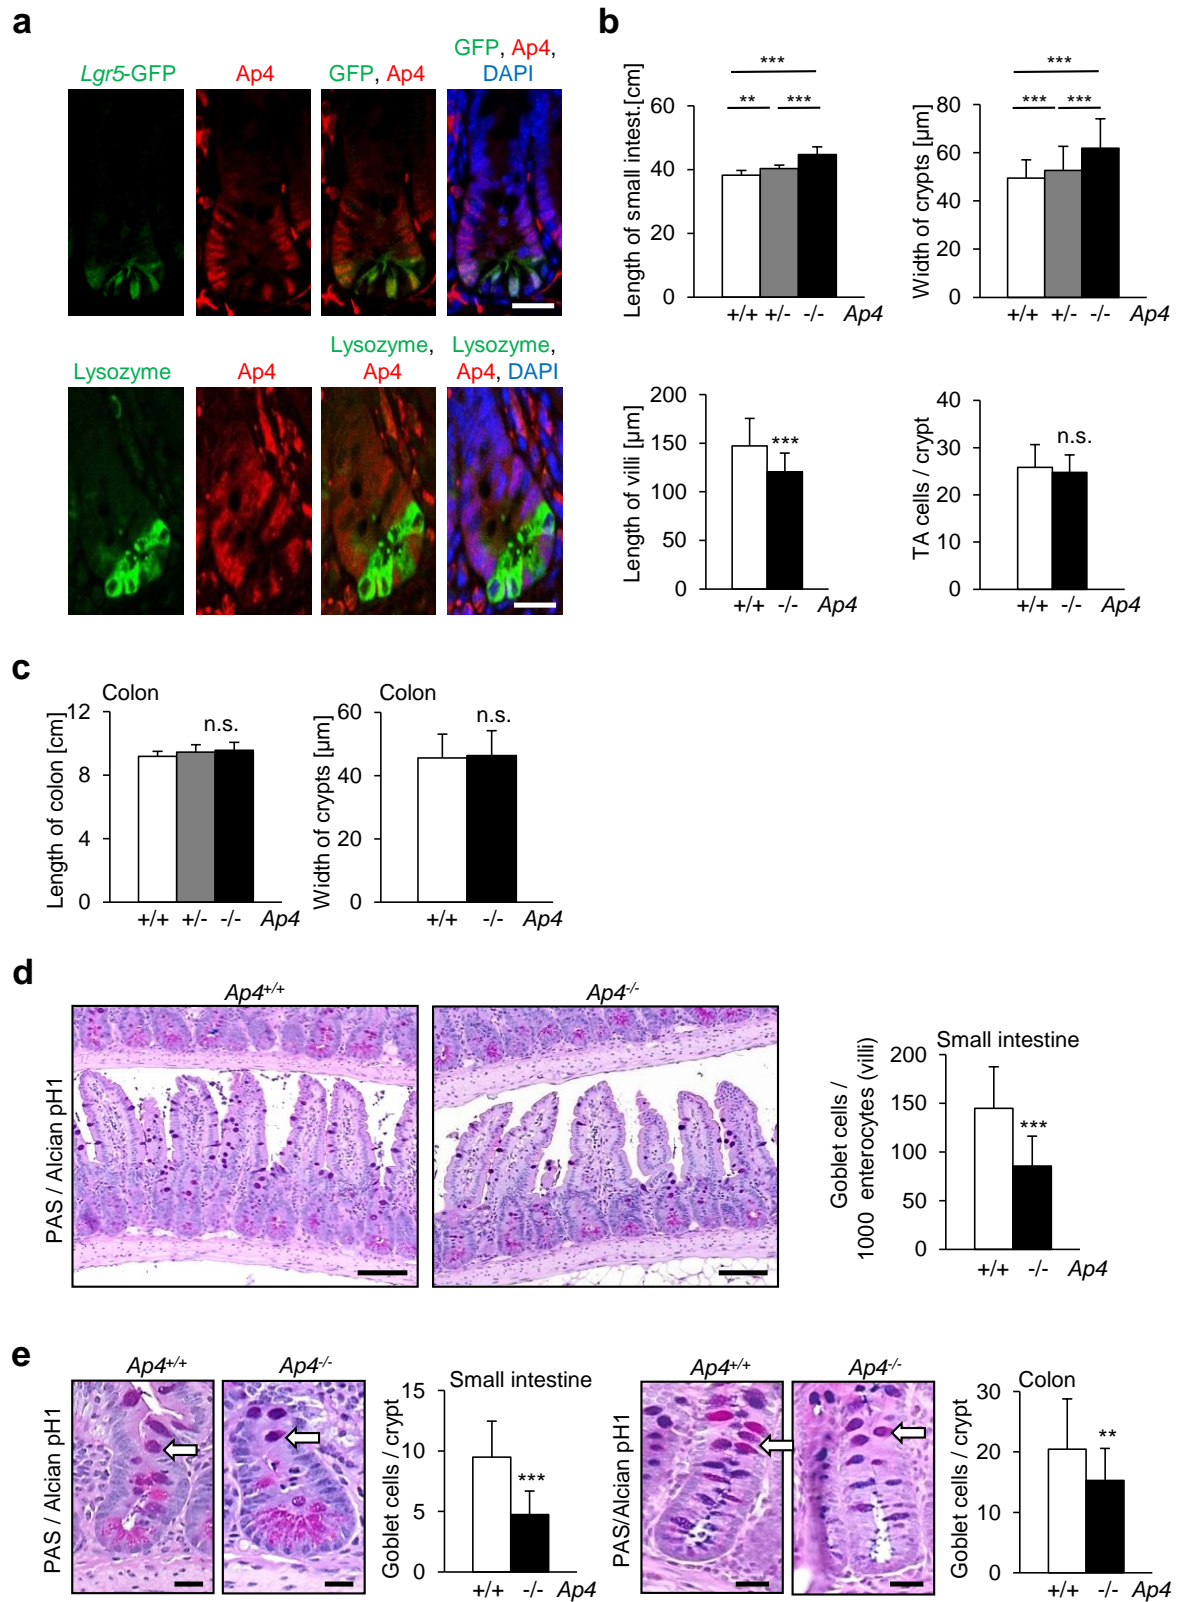

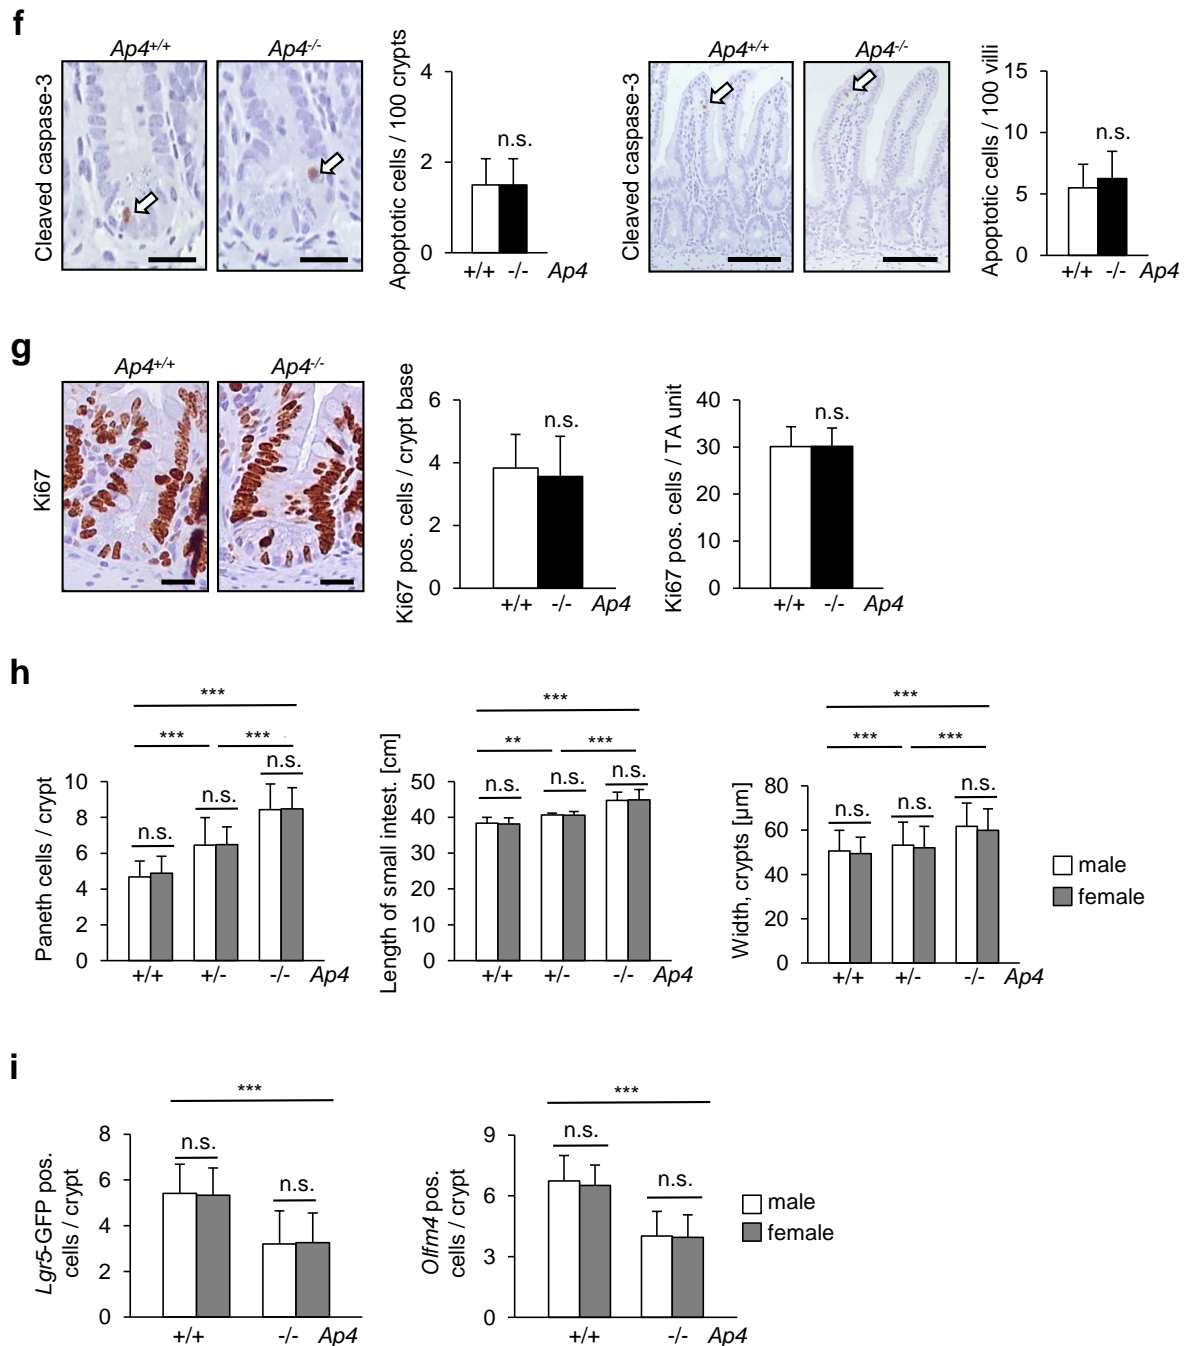

### Supplementary Figure 5 related to Figure 6

#### Effects of *Ap4*-deletion on the small intestine and the colon

(a) Confocal immunofluorescence analysis of *Ap4*, GFP = *Lgr5* (top panel) and *Ap4*, Lysozyme (bottom panel) expression in intestinal (ileum) mucosa of 63 days old *Lgr5-eGFP* mice<sup>8</sup>. Nuclear DNA was stained with DAPI. Scale bars represent 25 μm. (b) Analysis of small intestine/ileum for length of small intestine from 4 male and 4 female mice per genotype, width of crypts of the ileum from 2 male and 2 female mice (260 crypts) per genotype, length of villi from 2 male and 2 female mice (100 villi) per genotype and the number of TA cells per crypt from 2 male and 2 female mice (160 crypts) per genotype. (c) The colon was analyzed for the length of colon from 4 male and 4 female mice per genotype or for the width of crypts from 2 male and 2 female mice in a total of 200 crypts per genotype. (d) Left panel: The ileum of 63 days old mice was stained with PAS/Alcian Blue (pH1.0) and counterstained with hematoxylin. Scale bar = 100 μm. Right panel: Goblet cells were counted in ileum of 2 male and 2 female mice (225 villi) per genotype. (e) Goblet cells in the ileum or colon were detected by PAS/Alcian

Blue (pH1) staining. Counterstaining with hematoxylin. Goblet cells in the crypts (indicated by a white arrow) were counted from 2 male and 2 female mice (125 crypts) per genotype. Scale bar: 25  $\mu$ m. (f) Immunohistochemical detection of cleaved caspase-3 in small intestinal (ileum) crypts or villi from mice of the indicated genotype. Left panel: scale bar = 25  $\mu$ m. Right panel: scale bar = 100  $\mu$ m. Counterstaining with hematoxylin. 200 crypts or villi of the ileum from 2 male and 2 female mice per genotype were analyzed for cleaved caspase-3 positive cells. (g) Left panel: Immunohistochemical detection of Ki67 of the ileum of mice of the indicated genotype, scale bar = 25  $\mu$ m. Counterstaining with hematoxylin. Right panel: Quantification of Ki67-positive cells per crypt base or TA unit in 2 male and 2 female mice and a total of 102 crypts per genotype. (h) Left panel: Number of Paneth cells in the ileum divided into gender: 2 male and 2 female mice per genotype (50 crypts per gender and genotype). Central panel: length of small intestine divided into gender: 4 male and 4 female mice per genotype. Right panel: width of crypts of the ileum divided into gender: 2 male and 2 female mice per genotype (140 crypts per gender and genotype). (i) Left panel: Quantification of *Lgr5*-eGFP-positive cells in the crypt base of the ileum detected in 2 male and 2 female mice per genotype (65 crypts per gender and genotype). Right panel: Quantification of *Olfm4*-positive cells in the crypt base of the ileum in 2 male and 2 female mice per genotype (158 crypts per gender and genotype). b,c,d,e,f,g,h,i: Results represent the mean  $\pm$  SD. Results were subjected to an unpaired, two tailed Student's *t*-test with p-values \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, n.s. = not significant.

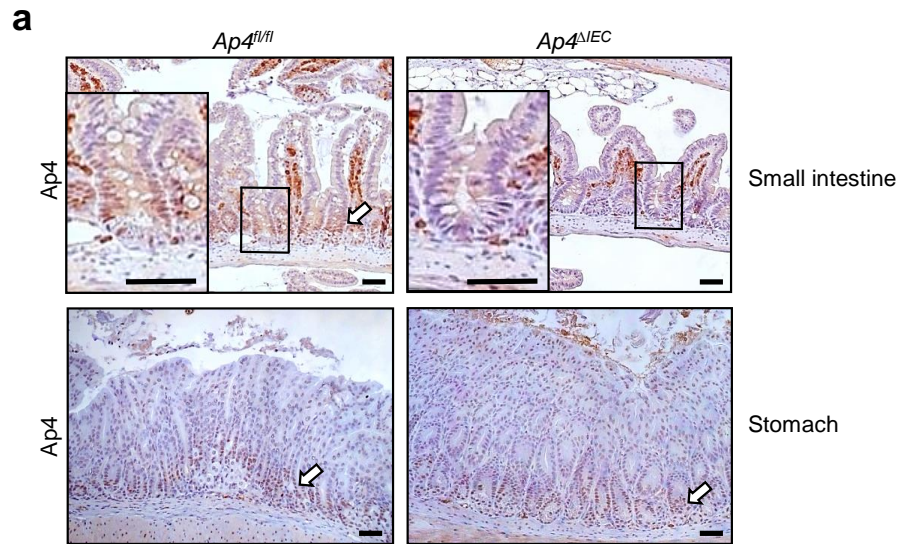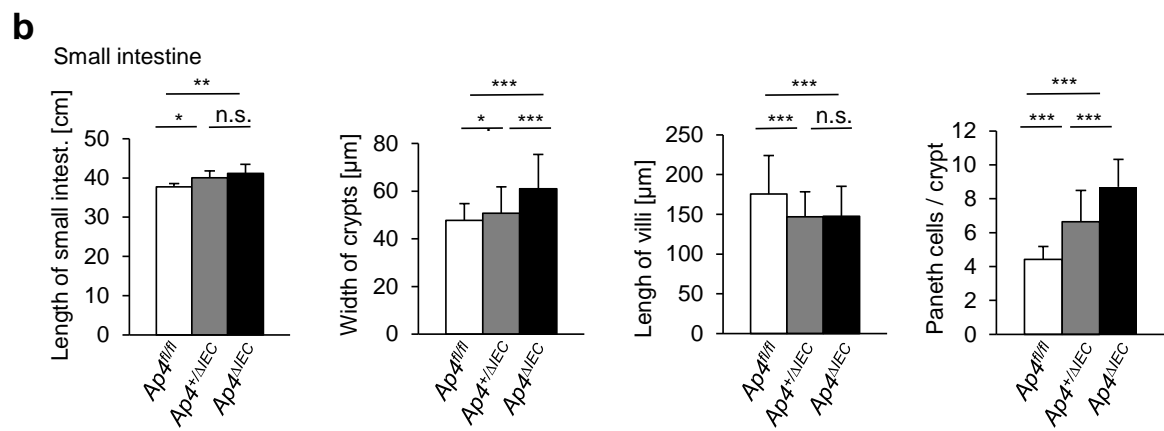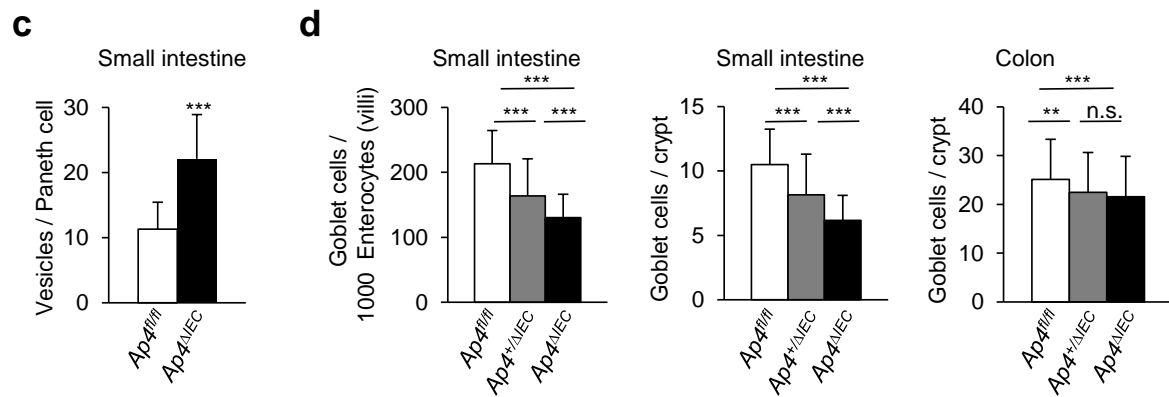

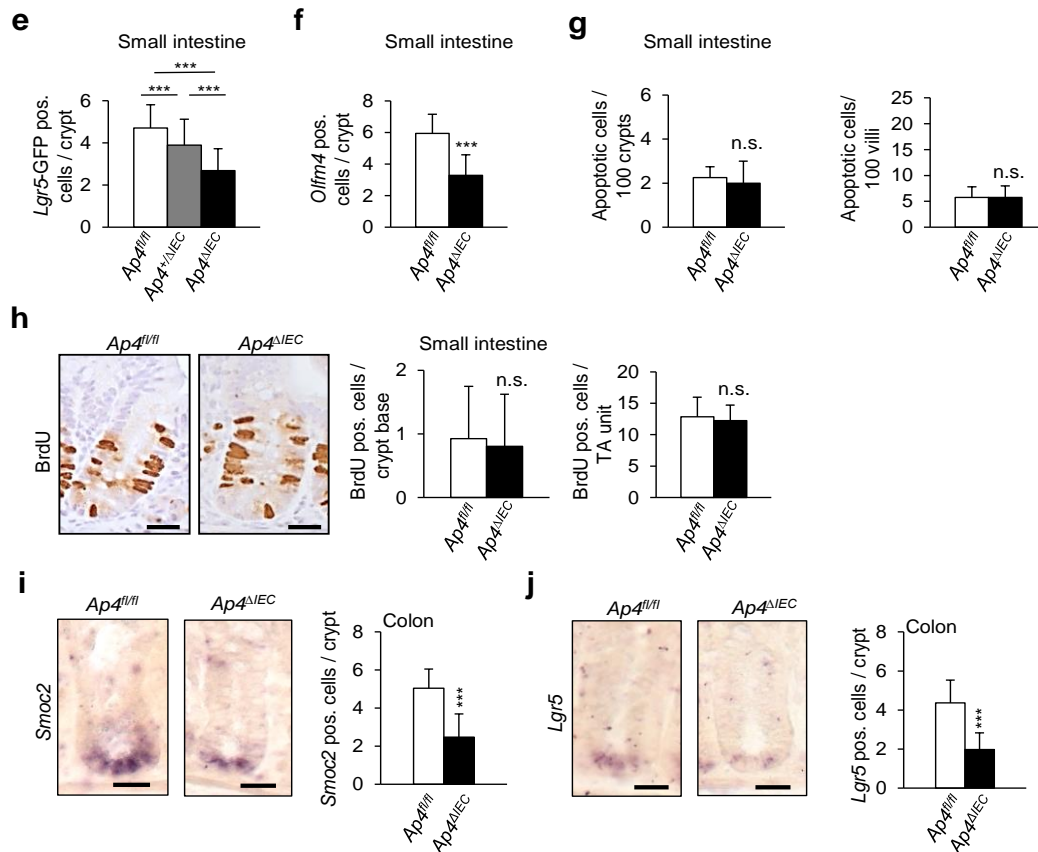

### Supplementary Figure 6 related to Figure 6

#### Effects of conditional deletion of *Ap4* on the small intestine and colon (a)

Immunohistochemical detection of *Ap4* (brown) in small intestinal tissue, ileum (upper panel) or in the stomach (lower panel) of 1 male and 1 female 63 days old mouse per genotype. Scale bar = 50  $\mu$ m, white arrow: site of specific *Ap4* expression. Mast cells in the villi display an unspecific staining. Counterstaining with hematoxylin. (b) The small intestine, ileum, was analyzed for the indicated parameters by analyzing the intestine from 4 male and 4 female mice per genotype for length of small intestine, 2 male and 2 female mice and a total of 200 crypts per genotype for width of crypts, 2 male and 2 female mice and a total of 120 villi per genotype for length of villi, 2 male and 2 female mice and a total of 120 crypts per genotype for Paneth cells per crypt. (c) 2 male and 1 female mice and a total of 30 Paneth cells per genotype were analyzed for the number of vesicles per Paneth cell. (d) 2 male and 2 female mice and a total of 130 villi per genotype were analyzed for goblet cells per villi in small intestine (ileum). 2 male and 2 female mice and a total of 120 crypts per genotype were analyzed for goblet cells per small intestinal crypts. 2 male and 2 female mice and a total of 115 crypts per genotype were analyzed for goblet cells per colonic crypts. (e) The small intestine (ileum) was analyzed for the *Lgr5*-GFP positive cells in 3 male and 3 female mice and a total of 160 crypts per genotype (*Ap4<sup>fl/fl</sup>* and *Ap4<sup>ΔIEC</sup>*) or from 2 male and 3 female mice and a total of 130 crypts per genotype (*Ap4<sup>+ΔIEC</sup>*). (f) Quantification of *Olfm4* positive cells in the crypt base of the ileum. 280 crypts were evaluated from 2 male and 2 female mice per genotype. (g) 200 crypts or villi from the ileum of 2 male and 2 female mice were analyzed for cleaved caspase-3 positive cells. (h) Left panel: Immunohistochemical detection of BrdU in the ileum of mice with the indicated genotype, scale bar = 25  $\mu$ m. Counterstaining with hematoxylin. Right panel: BrdU-positive cells per crypt base or TA unit were counted by analyzing 2 male and 2 female mice and a total of 100 crypts. (i) Left panel: Detection of *Smoc2* mRNA by *in situ* hybridization. Scale bars represent 25  $\mu$ m. Right panel: Quantification of *Smoc2*-positive cells in the crypt base from 1 male and 2 female mice (150 crypts) per genotype. (j) Left panel: Detection of *Lgr5* mRNA by *in situ* hybridization. Scale bars represent 25  $\mu$ m. Right panel: Quantification of *Lgr5*-positive cells in the crypt base from 1 male and 2 female mice (80 crypts) per genotype. b,c,d,e,f,g,h,i,j: Results represent the mean  $\pm$  SD. Results were subjected to an unpaired, two tailed Student's *t*-test with p-values \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, n.s. = not significant.

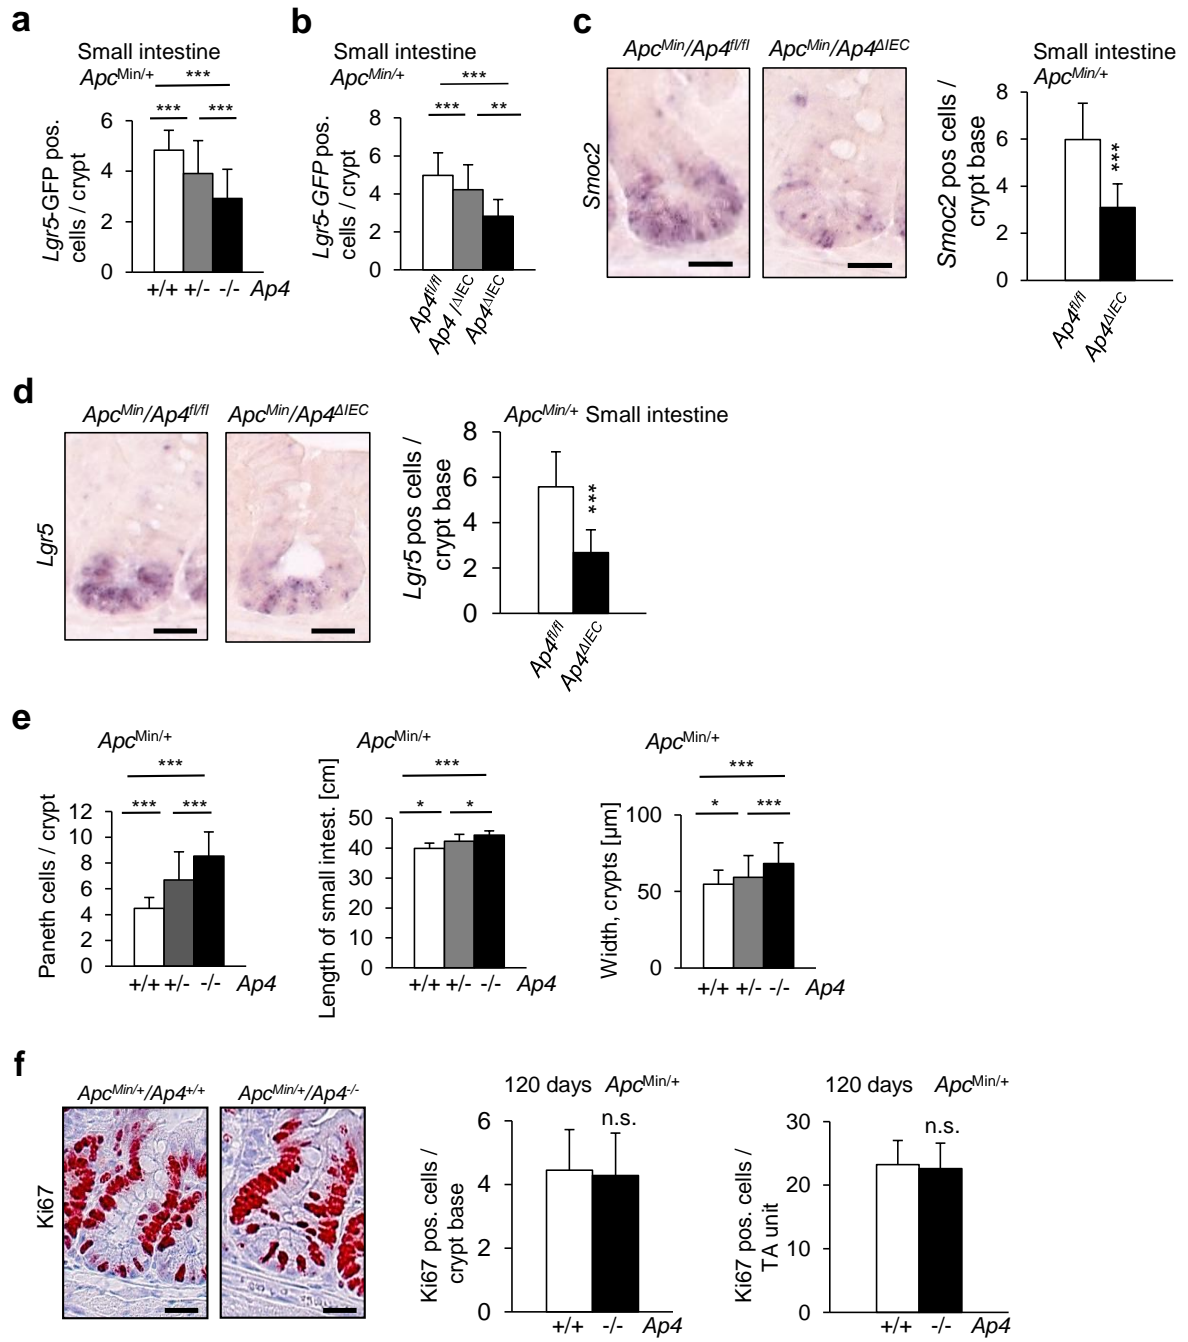

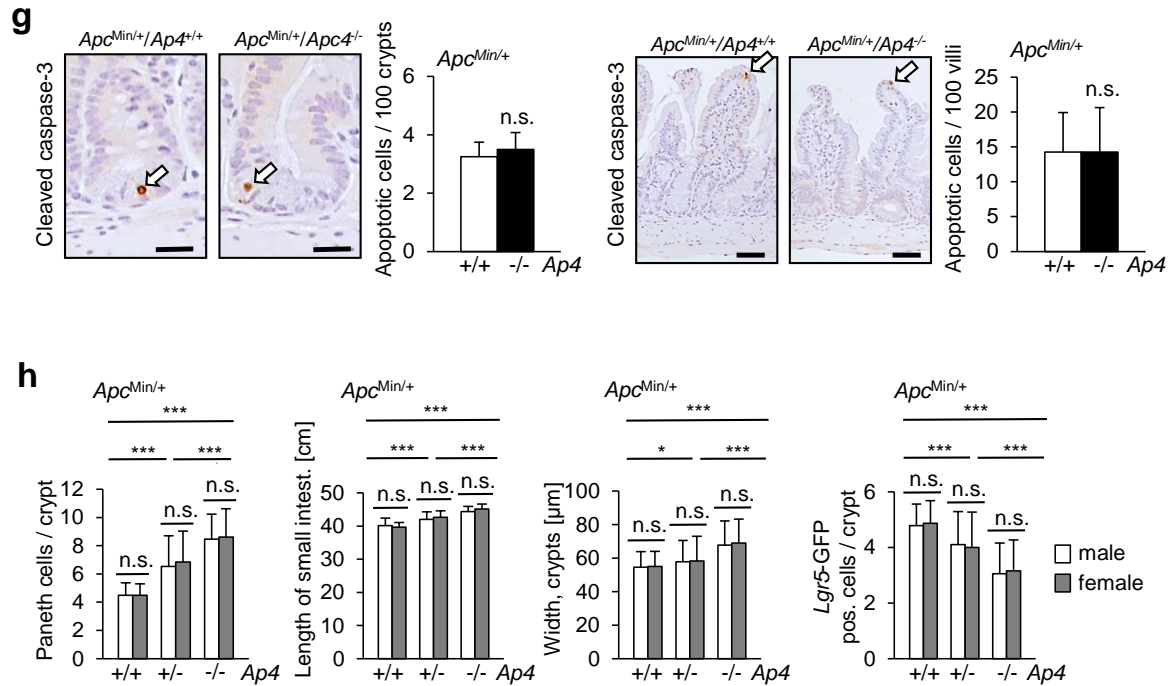

### Supplementary Figure 7 related to Figure 6

#### Effects of *Ap4* loss on the small intestine and colon in *APC*<sup>Min/+</sup> mice

(a) The amount of *Lgr5*-positive stem cells per crypt within the ileum was determined in 2 male and 2 female mice and a total of 150 crypts per genotype. (b) The small intestine (ileum) was analyzed for *Lgr5*-GFP positive cells in 2 male and 2 female mice in a total of 85 crypts per genotype. (c) Left panel: *In situ* hybridization of *Smoc2* mRNA. Scale bars represent 25 μm. Right panel: Detection of *Smoc2* positive cells in the crypt base from 2 male and 1 female mice (90 crypts) per genotype. (d) Left panel: *In situ* hybridization of *Lgr5* mRNA. Scale bars represent 25 μm. Right panel: Detection of *Lgr5* positive cells in the crypt base from 2 male and 1 female mice (75 crypts) per genotype. (e) The ileum was analyzed for the indicated parameters by analyzing the intestine from 2 male and 2 female mice and a total of 100 crypts per genotype for Paneth cells per crypt, 4 male and 4 female mice per genotype for length of small intestine and 2 male and 2 female mice and a total of 310 crypts per genotype for width of crypt. (f) Left panel: Immunohistochemical detection of Ki67 of the ileum of mice of the indicated genotype, scale bar = 25 μm. Counterstaining with hematoxylin. Right panel: Ki67 positive cells per crypt base or TA unit were counted within 140 crypts of 2 male and 2 female mice. (g) Immunohistochemical detection of cleaved caspase-3 in normal ileum from mice of the indicated genotype. Left panel: scale bar = 25 μm. Right panel: scale bar = 50 μm. Counterstaining with hematoxylin. 200 crypts or villi of the ileum from 2 male and 2 female mice were analyzed for cleaved caspase-3 positive cells. (h) Quantification of Paneth cells per crypt in the ileum in 2 male and 2 female mice per genotype (50 crypts per gender and genotype), length of small intestine of 4 male and 4 female mice per genotype, width of crypts of the ileum of 2 male and 2 female mice per genotype (155 crypts per gender and genotype) or the amount of *Lgr5*-eGFP positive cells in the crypt base of the ileum divided into gender: 2 male and 2 female mice per genotype (75 crypts per gender and genotype). a,b,c,d,e,f,g,h: Results represent the mean  $\pm$  SD. Results were subjected to an unpaired, two tailed Student's *t*-test with *p*-values \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, n.s. = not significant.

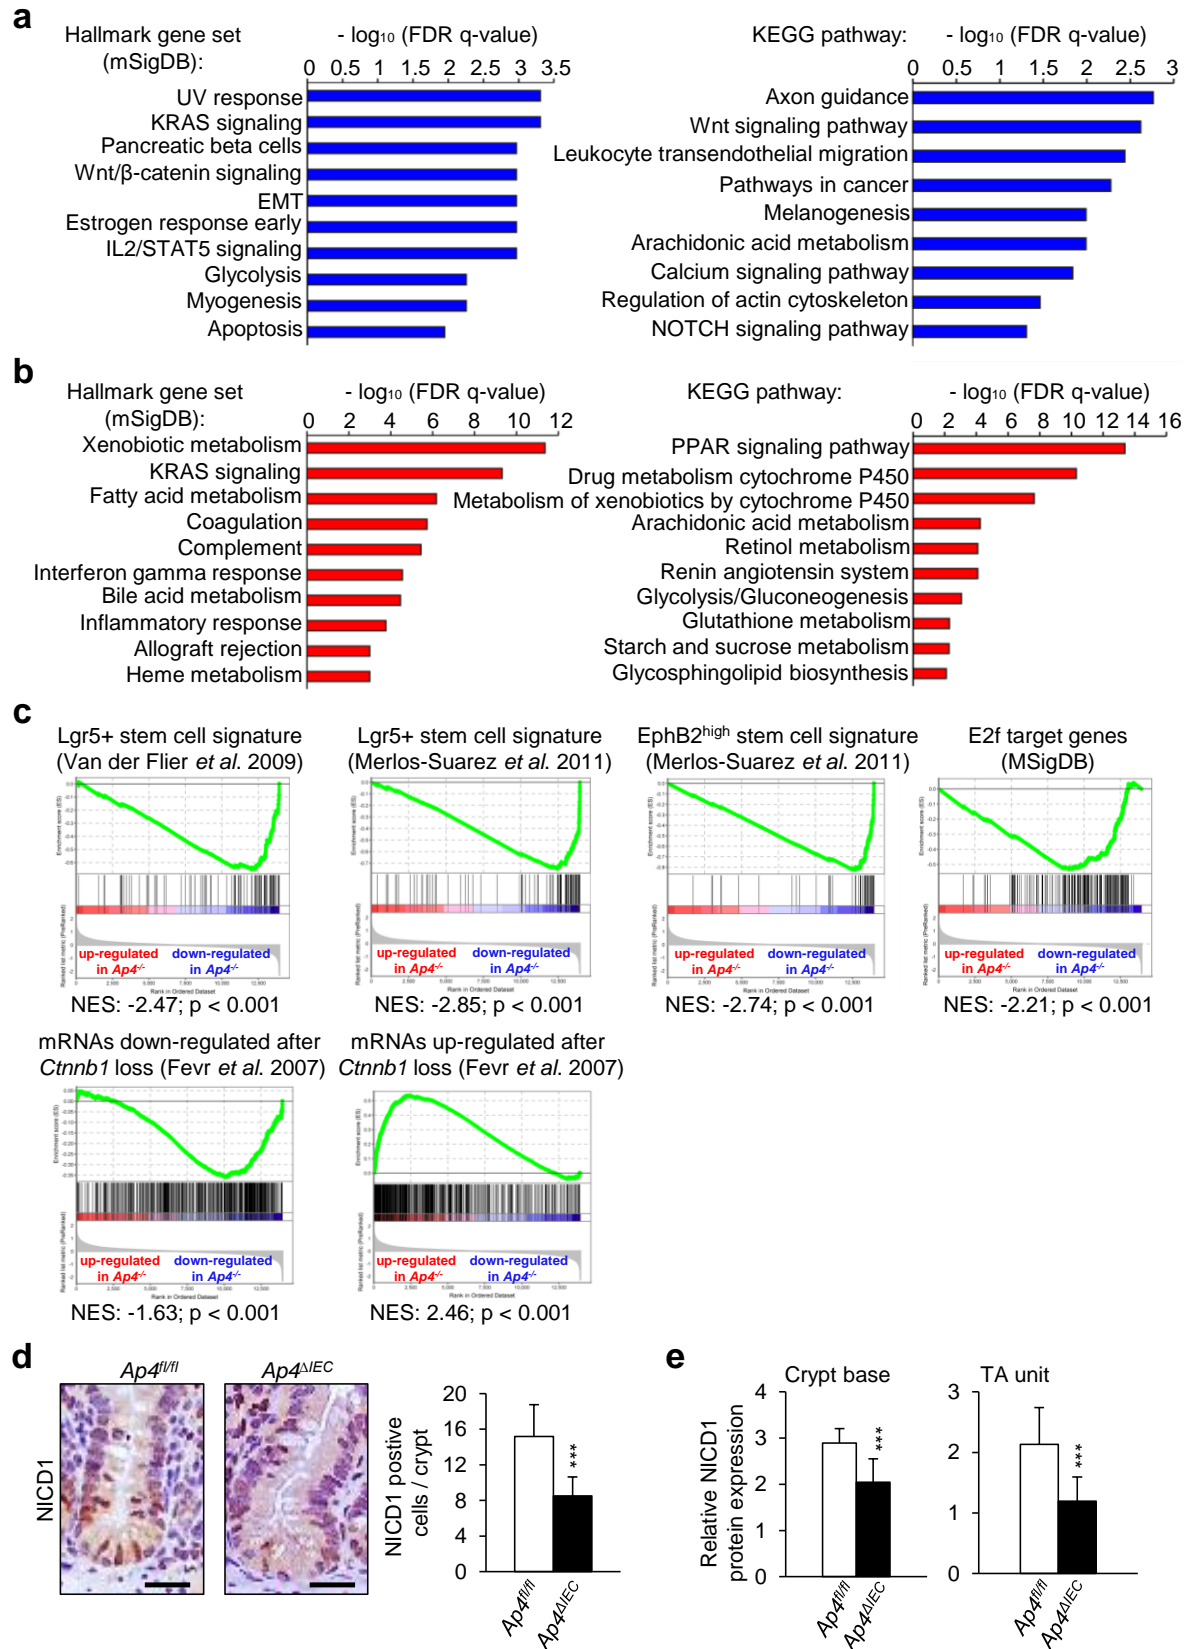

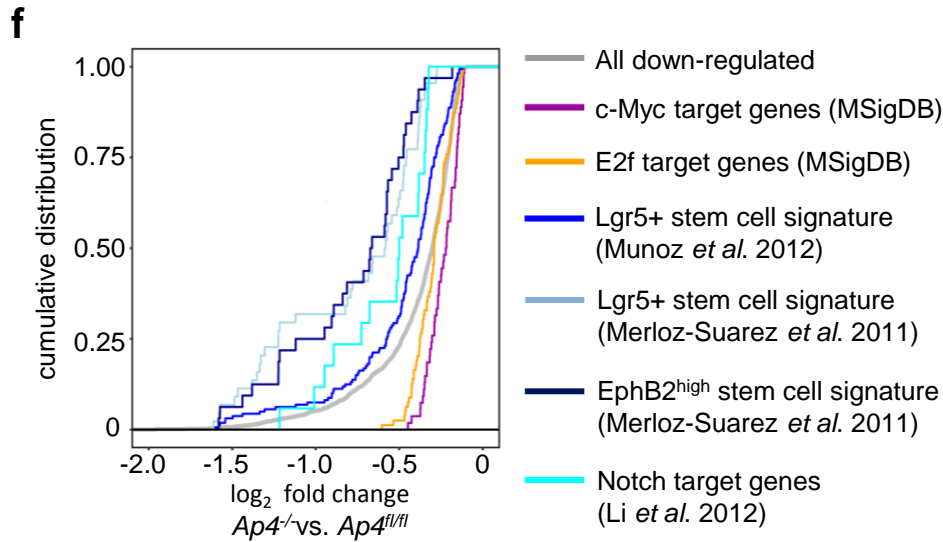

### Supplementary Figure 8 related to Figure 8

#### Functional categories over-represented among mRNAs differentially expressed in *Ap4*-deficient organoids

(a) Hallmark gene set (mSigDB: molecular Signature Database (Liberzon *et al.*, 2015)) and KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis from down-regulated mRNAs after conditional ablation of *Ap4* in intestinal organoids. The 10 most significantly enriched pathways among down-regulated mRNAs are shown. (b) Hallmark gene set (mSigDB: molecular Signature Database) and KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis from up-regulated mRNAs after conditional ablation of *AP4* in intestinal organoids are shown. (c) GSEA (Gene Set Enrichment Analysis) comparing gene expression profiles from *Vil-CreERT2* and *Vil-CreERT2/Ap4<sup>fl/fl</sup>* organoids 7 days after CreERT2 activation by addition of 4-OHT with Lgr5-positive or EphB2<sup>high</sup> stem cell signatures<sup>2,3</sup> or mRNAs differentially regulated after *Ctnnb1* loss<sup>4</sup>. NES: Normalized Enrichment Score, p-value: Nominal p-value. (d) Left panel: Immunohistochemical detection of NICD1 of the ileum from mice of the indicated genotype, scale bar = 25  $\mu$ m. Counterstaining with hematoxylin. Right panel: Quantification of NICD1-positive cells per crypt in 2 male and 2 female mice and a total of 120 crypts per genotype. (e) Relative NICD1 protein expression was measured as the intensity of staining in NICD1-positive cells in the crypt base (left panel) and the TA unit (right panel). For the intensity, a score from 1-3 was used (1 = weak, 2 = moderate, 3 = strong staining). (f) Cumulative distribution plots comparing RNA expression changes as determined by DESeq2 of gene set members of the indicated gene signatures upon loss of *Ap4* in organoids. d,e: Results represent the mean  $\pm$  SD. Results were subjected to an unpaired, two tailed Student's *t*-test with p-values \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, n.s. = not significant.

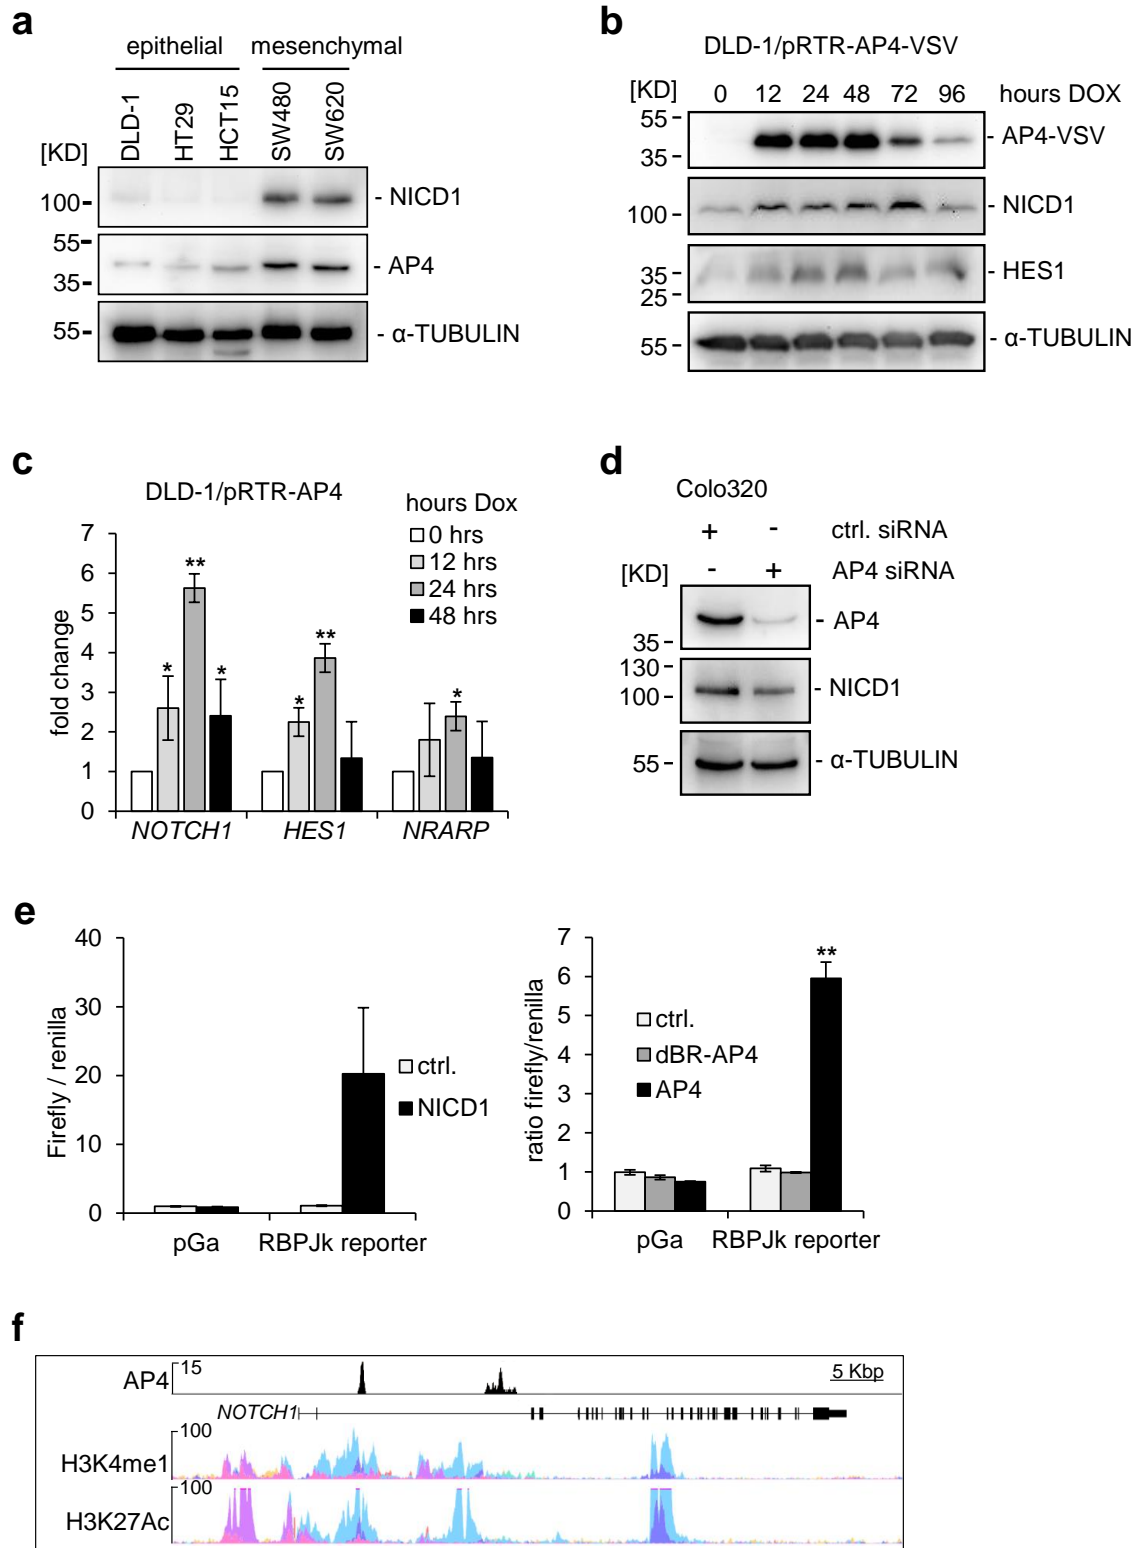

**g**

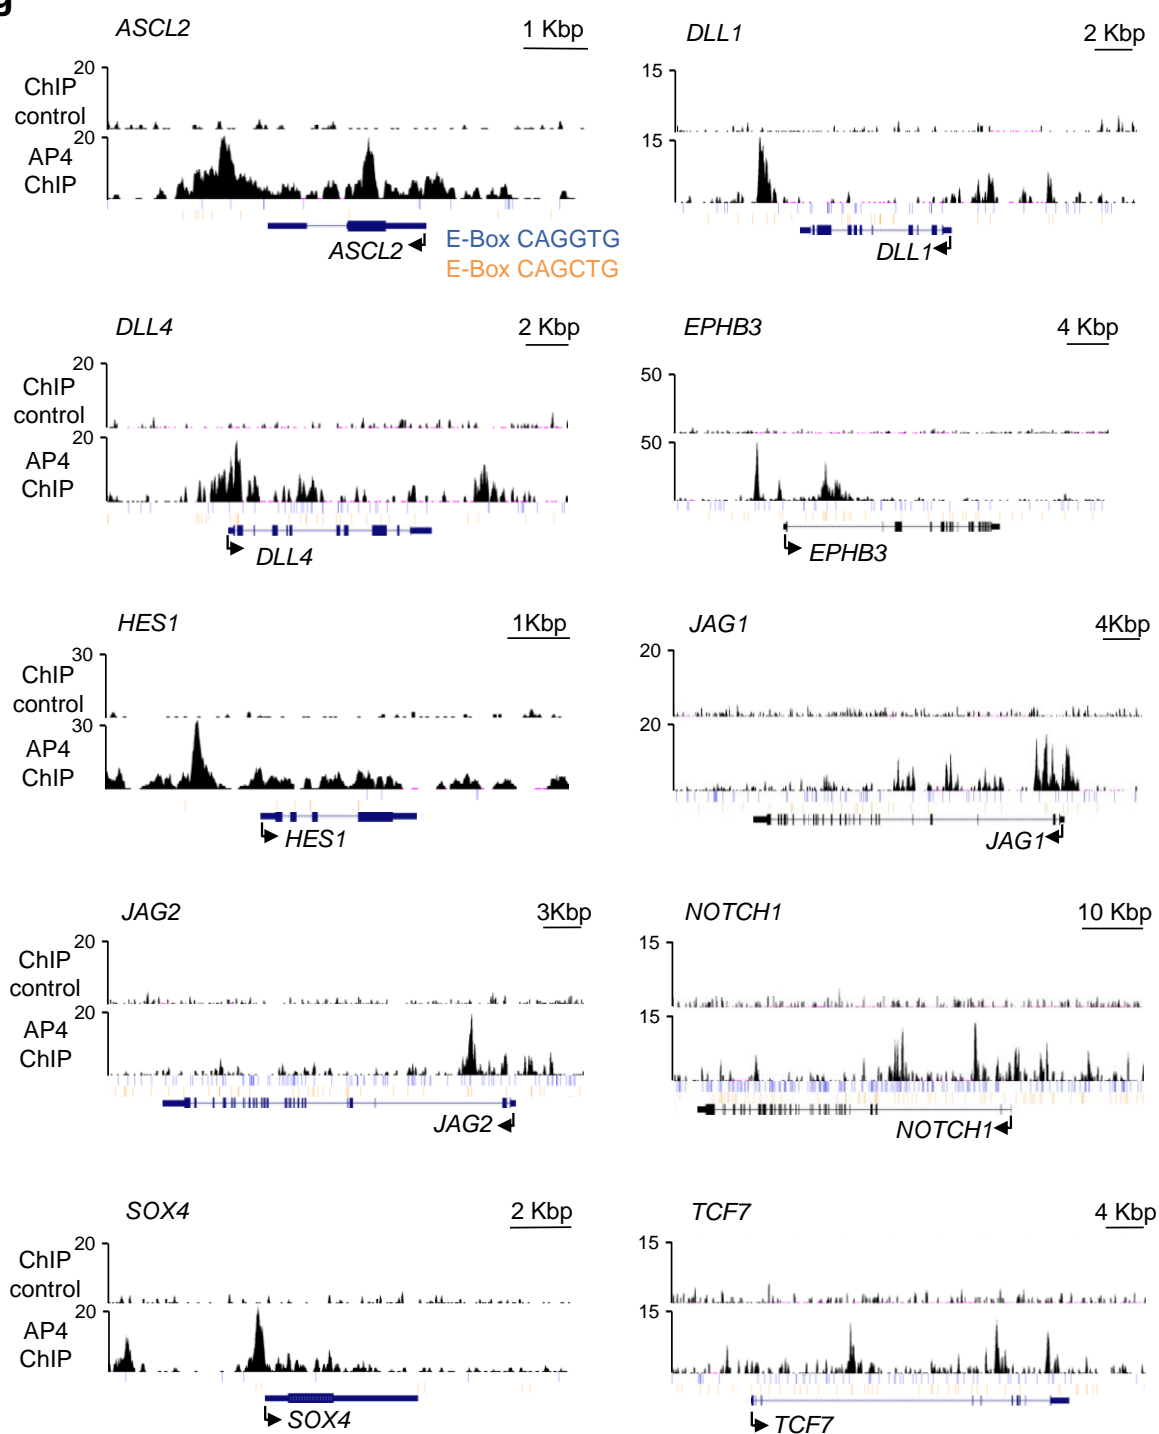

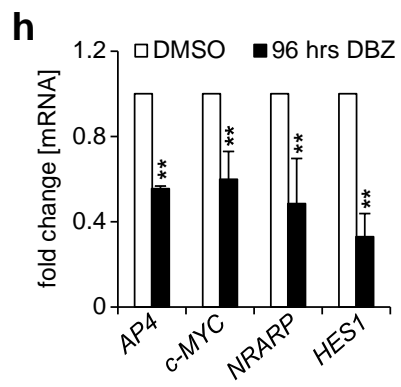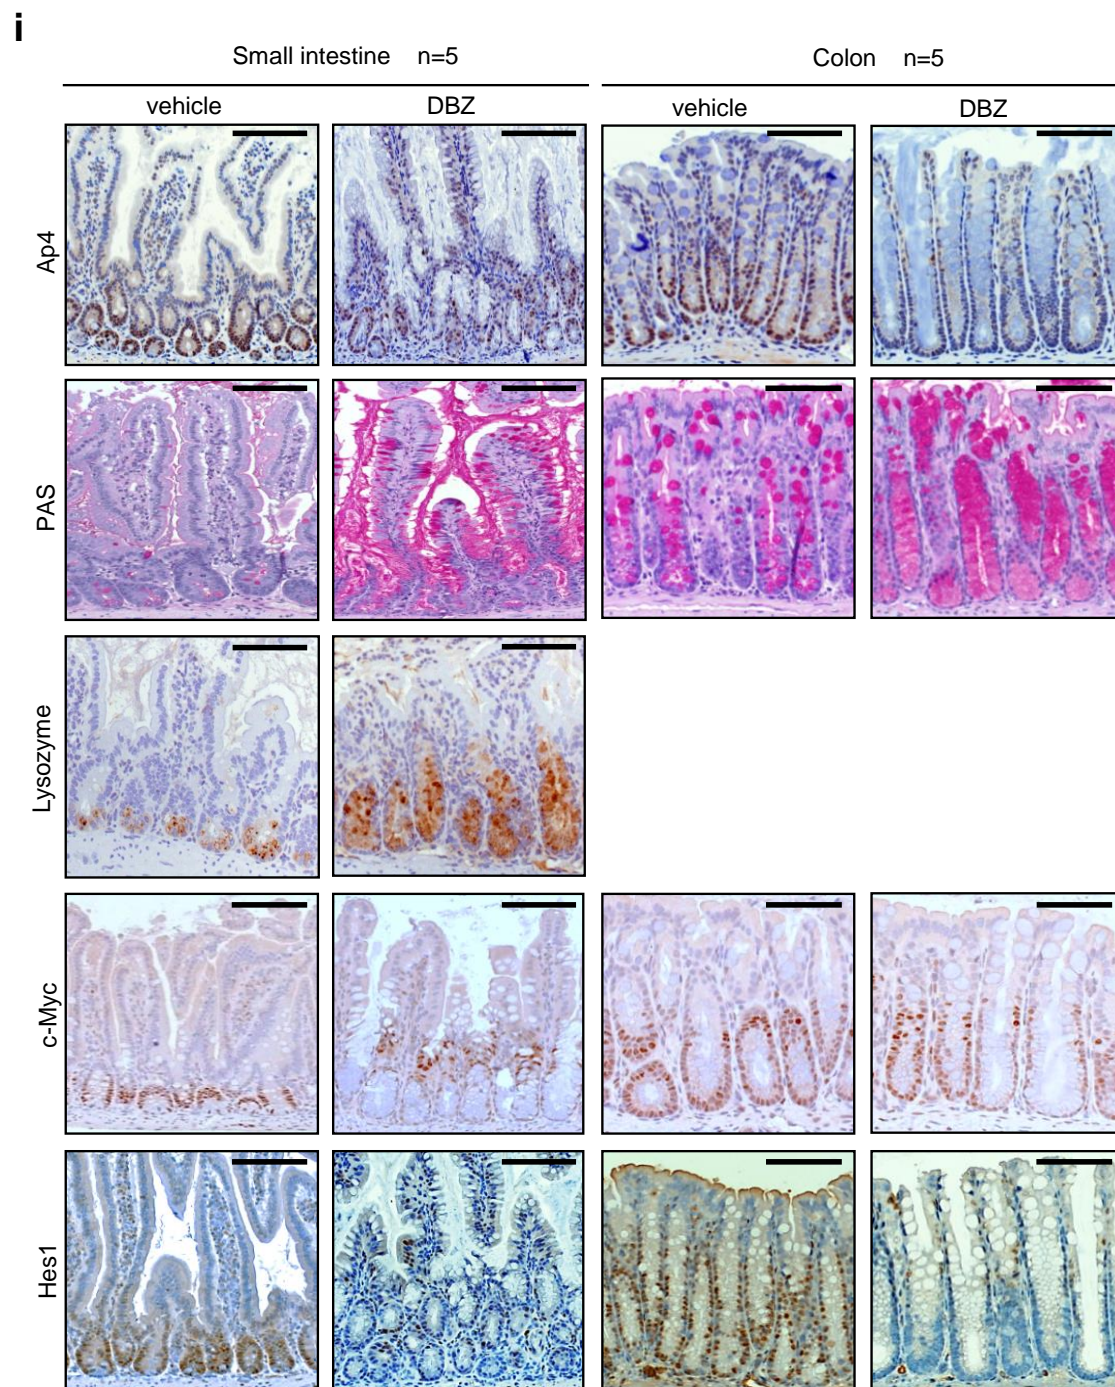

## Supplementary Figure 9

### ***AP4* regulates *NOTCH1* and NOTCH pathway components regulate *c-MYC* and thereby *AP4***

(a) Western blot analysis of AP4 and NICD1 protein expression in CRC lines. Detection of  $\alpha$ -TUBULIN served as a loading control. (b) Western blot analysis of the indicated proteins after ectopic expression of *AP4* in DLD-1 cells for the indicated periods. (c) qPCR analysis of the indicated mRNAs after activation of ectopic AP4 expression in DLD-1 CRC cells by addition of doxycycline (DOX) for the indicated periods. Gene expression changes after Dox treatment for the indicated time points (fold change) were normalized to untreated cells (0h DOX) and  $\beta$ -actin. Results are given as mean  $\pm$  s.d. ( $n=3$ ) (d) Colo320 cells were transfected with an *AP4*-specific siRNA. 72 h later, protein lysates were subjected to immunoblot analysis of the indicated proteins. (e) *RBPJ* reporter activity was determined in HEK293T cells 24 hours after transfection with the indicated vectors. (f) Representative AP4 ChIP-seq result for the *NOTCH1* promoter in DLD-1 cells (upper lane). H3K4me1 and H3K27Ac ChIP-seq results were obtained from the ENCODE Consortium of the UCSC Genome Browser. (g) Histogram plots showing examples of occupancy by AP4 within promoters of genes involved in WNT/ $\beta$ -CATENIN and/or NOTCH pathways in the human DLD-1 cell line upon ectopic expression of AP4 or vector control. ChIP-seq data were adapted from our NGS analysis published in <sup>9</sup>. Orange and blue vertical bars denote the genomic positions of CAGCTG and CAGGTG E-boxes, respectively. (h) qPCR analysis of the indicated mRNAs in SW620 cells 96 hours after DBZ (5 mM) treatment. Results represent the mean  $\pm$  SD. (i) Immunohistochemical analysis of small intestine (Ileum) and colon from ~6 month old mice treated with vehicle (DMSO) or DBZ for 5 consecutive days with the indicated antibodies or PAS staining; scale bar indicates 100  $\mu$ m.  $n$  represents the number of mice analyzed per genotype. c,e,h:  $n=3$ , results represent the mean  $\pm$  SD. Results were subjected to an unpaired, two-tailed Student's *t*-test with p-values \* < 0.05, \*\* < 0.01, \*\*\* < 0.001; n.s. = not significant.

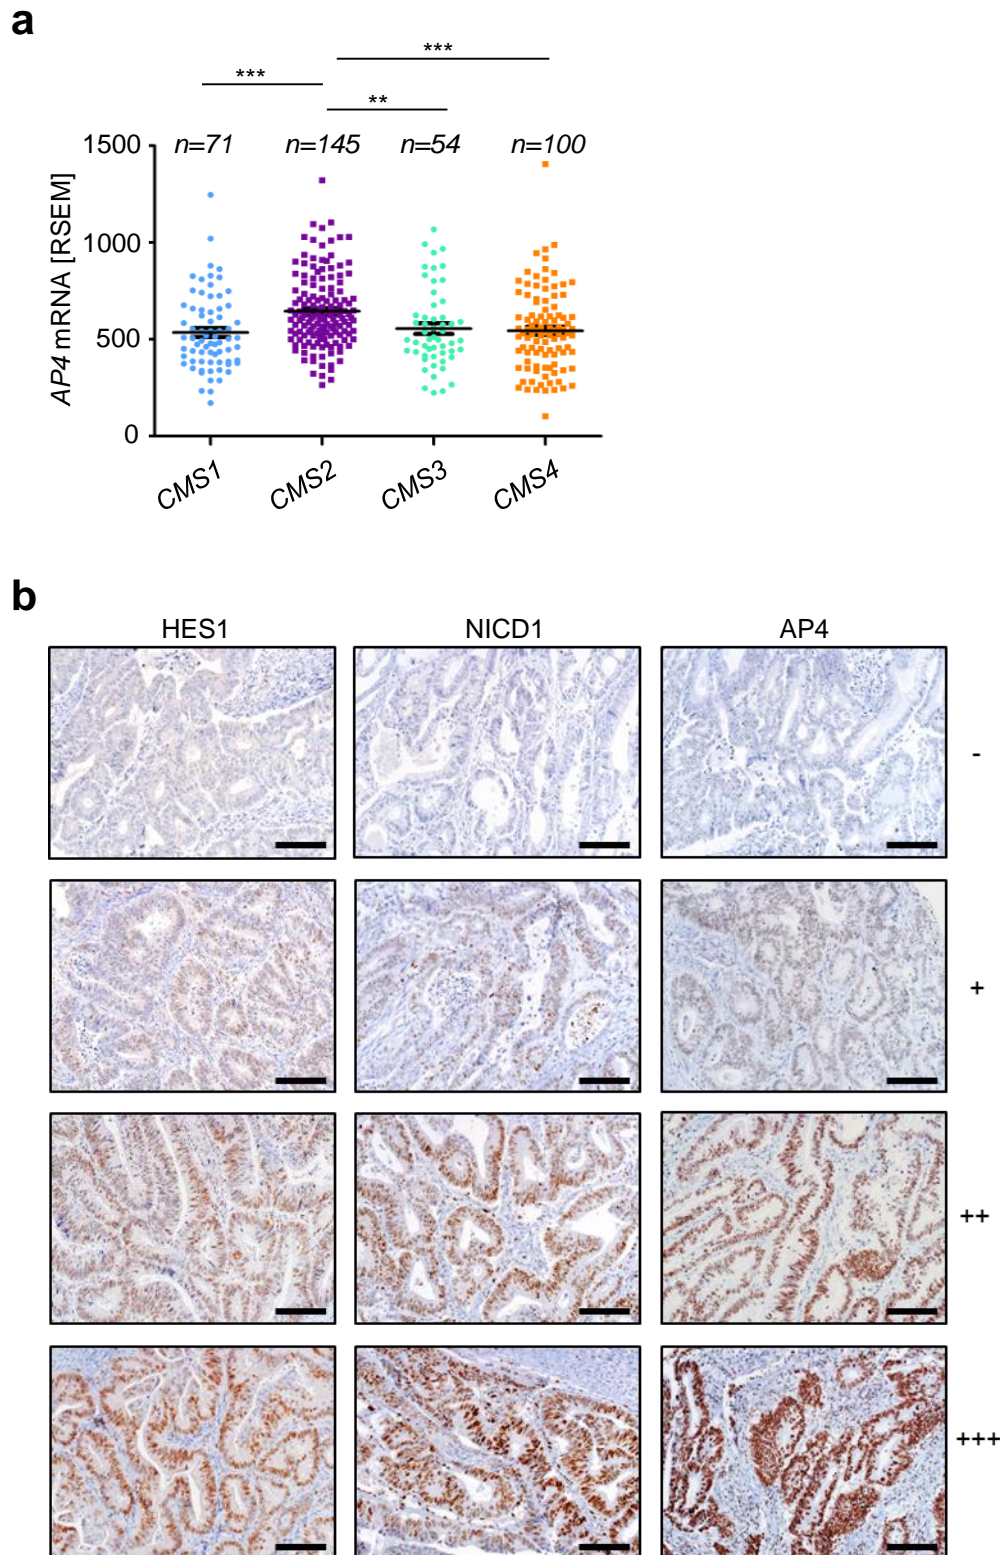

**Supplementary Figure 10 related to Figure 9**

**Correlation of *AP4* expression with gene expression in human CRC cohorts**

(a) Box plots showing *AP4* RNA expression levels in 462 COAD samples from Figure 9A associated with the different CRC consensus molecular subtypes (CMS) as defined in <sup>10</sup>. (b) The intensity of nuclear *AP4*, *NICD1* and *HES1* staining in human CRC TMA (Tumor Microarray) samples was assigned the following scores: none = -, weak = +, moderate = ++, and strong = +++ expression. Examples of representative immunohistochemistry results were shown. Scale bar: 100  $\mu$ m

**Figure 5e**

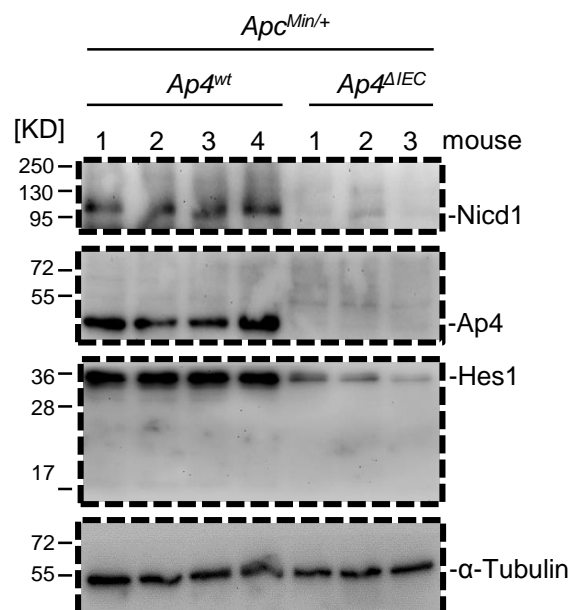

**Supplementary Figure 9a**

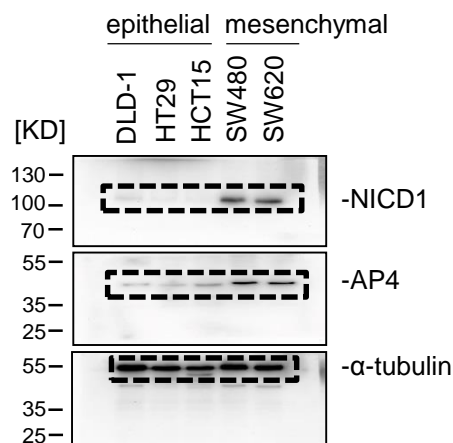

**Supplementary Figure 9b**

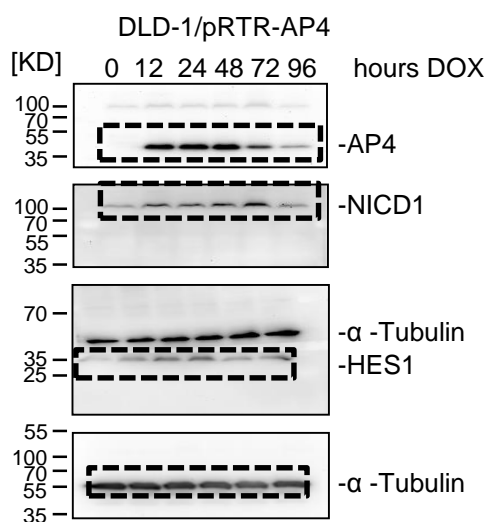

**Supplementary Figure 9d**

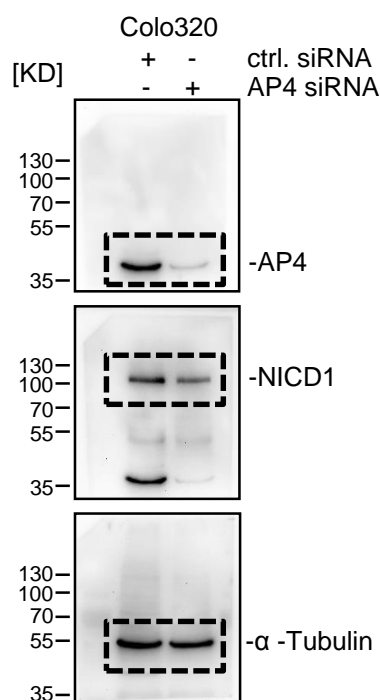

**Supplementary Figure 11**

### Uncropped Western blot membranes

Corresponding uncropped membranes of Western blots shown in Figure 5e and Supplementary Figure 9a, b, d. Membranes were cut to enable blotting with multiple antibodies. The protein standards are depicted on the left. The part of the membranes shown in the respective figures is represented by dashed lines.

## Supplementary Tables

Supplementary Table 1. Oligonucleotides used for genotyping

| Name                          | Sequence (5'-3')          |
|-------------------------------|---------------------------|
| <i>Ap4</i> Primer a           | GCCTAAGAGTAGGTGCTCTGC     |
| <i>Ap4</i> Primer b           | GCGAGCAAATGAACTGTTGAC     |
| <i>Ap4</i> Primer c           | CGTACGCCGGCTTAAGTGTA      |
| <i>Apc</i> <sup>Min</sup> wt  | GCCATCCCTTCACGTTAG        |
| <i>Apc</i> <sup>Min</sup> com | TTCCACTTTGGCATAAGGC       |
| <i>Apc</i> <sup>Min</sup> mut | TTCTGAGAAAGACAGAAGTTA     |
| <i>Vil-Cre</i> Fwd            | CGCGAACATCTTCAGGTTCT      |
| <i>Vil-Cre</i> Rev            | CAAGCCTGGCTCGACGGCC       |
| <i>Lgr5</i> com               | CTGCTCTCTGCTCCCAGTCT      |
| <i>Lgr5</i> wt rev            | ATACCCCATCCCTTTTGAGC      |
| <i>Lgr5</i> mut rev           | GAACTTCAGGGTCAGCTTGC      |
| <i>Cmv-Cre</i> trans1         | GCGGTCTGGCAGTAAAACTATC    |
| <i>Cmv-Cre</i> trans2         | GTGAAACAGCATTGCTGTCACTT   |
| <i>Cmv</i> Int Con Fwd        | CTAGGCCACAGAATTGAAAGATCT  |
| <i>Cmv</i> Int Con Rev        | GTAGGTGGAAATTCTAGCATCATCC |

Supplementary Table 2. Oligonucleotides used for quantitative real-time PCR analyses

|                         |                      |
|-------------------------|----------------------|
| human <i>NRARP</i> _Fwd | TTCGAACCCGAAATCCTG   |
| human <i>NRARP</i> _Rev | GCCACAGAAACCAGGAAGG  |
| human HES1 Fwd          | GAAGCACCTCCGGAACCT   |
| human HES1 Rev          | GTCACCTCGTTCATGCACTC |

Supplementary Table 3. Oligonucleotides used for qChIP analyses

Supplementary Table 4. Primary antibodies used in this study

| epitope               | source | company                      | catalog no.    | use                  | dilution mouse                     | dilution human   |
|-----------------------|--------|------------------------------|----------------|----------------------|------------------------------------|------------------|
| $\alpha$ -Tubulin     | mouse  | Sigma-Aldrich                | #T9026         | WB                   | 1:1000                             | 1:1000           |
| $\beta$ -Catenin      | mouse  | BD Pharmingen                | 610154         | IHC                  | 1:300                              |                  |
| BrdU                  | rat    | AbD Serotec                  | MCA2060        | IHC                  | 1:400                              |                  |
| Cleaved caspase-3     | rabbit | Cell signaling               | #9661          | IHC                  | 1:100                              |                  |
| c-myc                 | rabbit | Merck Millipore              | #06-340        | IHC                  | 1:300                              |                  |
| GFP                   | rabbit | Santa Cruz                   | SC-8334        | IHC; IF              | 1:700 ; 1:700                      |                  |
| Hes1                  | rabbit | Cell signaling               | #11988         | IHC; WB              | 1:50 ;1:1000                       | 1:50;<br>1:1000  |
| Ki67                  | rat    | Dako                         | E0468          | IHC                  | 1:500                              |                  |
| Lysozyme              | rabbit | Biozol, Lifespan Biosciences | LS-C138144-100 | IHC; IF              | 1:4000;1:4000                      |                  |
| NICD1                 | rabbit | Cell Signaling               | #4147          | IHC; WB              | 1:50; 1:1000                       | 1:100;<br>1:1000 |
| TFAP4                 | mouse  | AbD Serotec                  | MCA4993Z       | IHC; IF;<br>WB; ChiP | 1:100; 1:100;<br>1:1000; 3 $\mu$ g | 1:400;<br>1:1000 |
| VSV                   | rabbit | Sigma-Aldrich                | #4888          | WB                   |                                    | 1:7500           |
| Rabbit IgG            |        | Biozol Diagnostica           | BZL04060       | IHC; IF              |                                    |                  |
| Rabbit (DA1E) mAB IgG |        | Cell Signaling               | 3900           | IHC                  |                                    |                  |
| MIgG2a                |        | Biozol Diagnostica           | SER-MCA929-100 | IHC; IF              |                                    |                  |
| MIgG1                 |        | Southern Biotech             | SBA-0102-01    | IHC                  |                                    |                  |
| Rat IgG2a             |        | Biozol Diagnostica           | BZL01284       | IHC                  |                                    |                  |
| Anti-mouse IgG        |        | Sigma-Aldrich                | M7023          | ChiP                 |                                    |                  |

ChiP: Chromatin Immunoprecipitation; IF: Immunofluorescence; IHC: Immunohistochemistry;  
WB: Western Blotting;

## Supplementary Methods

**Indirect immunofluorescence detection and confocal laser-scanning microscopy.** FITC conjugated donkey anti-rabbit (Jackson Immuno Research) and AlexaFluor 555 conjugated goat anti-mouse (Invitrogen) antibodies were used for detection of primary rabbit or mouse antibodies, respectively. DNA was stained using DAPI (Carl Roth). Slides were mounted with ProLong Gold antifade reagent (Life technologies). Images were captured with a confocal microscope (LSM 700, Zeiss) using a Plan Apochromat 20x/0.8 M27 objective, ZEN 2009 software (Zeiss) and the following settings: Image size 2048x2048 and 16 bit; pixel/dwell of 25.2  $\mu$ s; pixel size 0.31  $\mu$ m; laser power 2%; master gain 600-1000. After image capturing the original LSM files were converted into TIFF files. Conditions for primary antibodies used here are listed in Supplementary Table 4.

**Electron microscopy.** Small pieces from the middle of ileum were fixed in 6.25% glutaraldehyde, post-fixed with osmium tetroxide, dehydrated, embedded in EPON812 (Serva), polymerized at 80°C and cut into 60-80 nm sections with an ultra-microtome (Ultracut, Reichert Jung). The sections were stained with lead citrate and uranyl acetate. Images were captured on a transmission electron microscope (Libra 120, Zeiss).

**RNA isolation and quantitative real-time PCR (qPCR).** Total RNA was isolated using the High Pure RNA Isolation Kit (Roche) or RNAeasy Kit (Qiagen). 5 adenomas per mouse were used for each *Apc<sup>Min</sup>* tumor samples. cDNA was generated from 1  $\mu$ g total RNA per sample using anchored oligo-dT primers (Reverse-iT First Strand Synthesis; ABgene). qPCR was performed by using the LightCycler 480 (Roche Diagnostics) and the Fast SYBR Green Master Mix (Applied Biosystems) as described

previously <sup>11</sup>. Oligonucleotides used as qPCR primers are provided in Supplementary Table S2.

**DBZ treatment of mice.** DBZ (dibenzazepine) treatment was described elsewhere <sup>12</sup>. The  $\gamma$ -secretase inhibitor DBZ (Axon Medchem) was suspended in water with 0.5% Methocel and 0.1% Tween-80 (Sigma-Aldrich), and 40  $\mu$ mol/kg were injected i.p. on 5 consecutive days into NOD/SCID mice. The mice were sacrificed at day 6 for tissue collection.

**Cell lines / culture and reagents.** SW480, SW620, HT29 and HEK293T cell lines were maintained in Dulbecco's Modified Eagles Medium (DMEM, Gibco Life Technologies). Colo320 and the mouse colon carcinoma cell line CT26 were cultured in RPMI1640 (Sigma-Aldrich, Gibco Life Technologies). The colorectal cancer cell lines DLD-1 and HCT15 were maintained in McCoy's 5A Medium (Gibco Life Technologies). The identity of SW480, SW620, Colo320, HT29, HCT15 and DLD-1 cell lines was confirmed by PCR-single-locus technology using 21 independent PCR amplicons (Eurofins Medigenomics, Ebersberg, Germany). CT26 cells were purchased from ATCC and HEK293T cells from DSMZ (Deutsche Sammlung von Mikroorganismen und Zellkulturen GmbH). All cells were cultivated in presence of 100 units/ml penicillin and 0.1 mg/ml streptomycin and 10% fetal bovine serum (FBS, Invitrogen). Doxycycline (DOX; Sigma-Aldrich) was dissolved in water (100  $\mu$ g/ml stock solution) and always used at 100 ng/ml final concentration.

**Chromatin immunoprecipitation (ChIP) assay.** Cross-linking and harvesting of cells was performed as previously described <sup>13</sup>. Briefly, cross-linking was performed by incubation of cells in 1% formaldehyde (Merck Millipore) and terminated after 5 minutes by addition of glycine at a final concentration of 0.125 M. Cells were harvested with

SDS buffer (50 mM Tris pH 8.1, 0.5% SDS, 100 mM NaCl, 5 mM EDTA) and after pelleting resuspended in IP buffer (2 parts of SDS buffer and 1 part Triton dilution buffer (100 mM Tris-HCl pH 8.6, 100 mM NaCl, 5 mM EDTA, pH 8.0, 0.2% NaN<sub>3</sub>, 5.0% Triton X-100)). Chromatin was sheered by sonication (HTU SONI 130, G. Heinemann) to generate DNA fragments with an average size of 500 bp. Pre-clearing and incubation with an AP4-specific antibody or the respective IgG control (the antibodies used are listed in Supplementary Table 4) was performed for 16 hours as previously described<sup>14</sup>. Washing and reversal of cross-linking was performed as described<sup>15</sup>. Immunoprecipitated DNA was analyzed by qPCR and the enrichment was expressed as percentage of the input for each condition<sup>15</sup>. The sequences of oligonucleotides used as qChIP primers are listed in Supplementary Table 3.

**Generation of cell pools stably expressing conditional alleles.** DLD-1 colorectal cancer cells were transfected with pRTR plasmids using Lipofectamin 2000 (Invitrogen) or FuGENE (Promega). After 24 hours cells were transferred into media containing 4 µg/ml Puromycin (Sigma-Aldrich) for one week. Homogeneity of the derived cell pools was determined by addition of 100 ng/ml DOX (Sigma-Aldrich) for 48 hours and evaluation of GFP expression by fluorescence microscopy.

**Plasmids and RNAi.** The generation of pRTR-AP4-VSV was previously described<sup>9</sup>. siRNAs were transfected at a 40 nM final concentration using HiPerFect reagent (Qiagen). siRNA target sequences were as follows: *AP4*-specific siRNA (Ambion): (5'-GUGAUAGGAGGGCUCUGUAG-3') as described in<sup>16</sup>. As a control the Silencer negative control siRNA #1 (Ambion) was used.

**Cell-Based Reporter Assays.** HEK293T cells were seeded in 24-well format dishes at 50% confluence and transfected with FuGene Reagent (Roche Diagnostics) for 24 hours with 100 ng of the indicated firefly luciferase reporter plasmid (pGA-RBPJ<sup>17</sup>) and the respective control vector (pGA<sup>17</sup>), 100 ng of the effector (dBR-AP4, AP4) or the respective control vector and 10 ng of *Renilla* reporter plasmid as a normalization control. The analyses were performed with the Dual Luciferase Reporter assay (Promega Corporation) according to manufacturer's instructions. Luminescence intensities were measured with an Orion II Luminometer (Berthold) in 96-well format and analyzed with the SIMPLICITY software package (DLR).

**Western blot analysis.** Cells were lysed in RIPA lysis buffer (50 mM Tris/HCl, pH 8.0, 250 mM NaCl, 1% NP40, 0.5% (w/v) sodium deoxycholate, 0.1% sodium dodecylsulfate, Complete Mini protease inhibitors (Roche Diagnostics)). Lysates were sonicated and centrifuged at 16,060 x g for 15 min at 4°C. Per lane 30 – 80 µg of whole cell lysate was separated using 10% or 12% SDS-acrylamide gels and transferred on Immobilon PVDF membranes (Merck Millipore). For immuno-detection membranes were incubated with primary antibodies (the primary antibodies used are listed in Supplementary Table 4). Signals from HRP (horse-radish-peroxidase)-coupled secondary antibodies were generated by enhanced chemiluminescence (Perkin Elmer Life Sciences, Boston, MA) and recorded with a CCD camera (440CF imaging system, Eastman Kodak Co., Rochester, NY). Uncropped Western blot membranes are provided in Supplementary Fig. 11.

## Supplementary Discussion

Recently, it was shown that ablation of Lgr5-positive cells does not affect the tumor growth upon orthotopic transplantation of syngeneic tumor cells to the colon mucosal wall <sup>18</sup>. Hence, Lgr5-positive cells seem to be dispensable after the initiation of adenomas. The tumor TA cells or, hypothetically, Lgr5-negative tumor stem cells, seem to be sufficient to maintain adenoma growth in the colon. Lgr5 positive cells are only indispensable to establish and maintain liver metastasis in this model. This is in agreement with the effects of *Ap4* inactivation observed here: a decreased number of ISCs and adenomas, whereas tumor cell proliferation and tumor size was not affected by *Ap4* deletion.

Recent studies identified *Ap4* as important for maintaining a c-Myc-induced transcriptional program, which is critical for the function of activated B- and T-cells <sup>5,6</sup>. Interestingly, we found that *Ap4* may also act up-stream of c-Myc, as c-Myc expression in adenomas was decreased after deletion of *Ap4*. This effect is most likely due to a decrease in Wnt and/or Notch activity that resulted from the inactivation of *Ap4*. c-Myc is known to be necessary for adenoma formation caused by deletion of *Apc* <sup>19,20</sup>. Furthermore, moderately reduced expression of c-Myc is sufficient to decrease the tumor load in *Apc*<sup>Min</sup> mice without affecting adenoma size <sup>20</sup>. Interestingly, this phenotype is reminiscent to the effect of *Ap4* deletion on adenoma formation described here. Therefore, the effects of *Ap4* deletion on adenoma formation in *Apc*<sup>Min</sup> mice may, at least in part, result from a decrease in c-Myc expression.

The *Apc*<sup>Min</sup> mouse model has the limitation that most tumors are located in the small intestine rather than in the colon. We assume that the decrease in the number of colonic stem cells in the absence of *Ap4* would also translate into a decreased number of colorectal cancers if studied in a suitable mouse model. Similarly, in humans AP4 may also have a critical function in the control of colonic stem cell number and thereby

influence the incidence of colorectal cancer. Since many mechanisms and pathways are conserved between small intestinal and colonic tumors, the results obtained in the mouse model used here may also provide insights into the biology of human CRCs and FAP, the inherited syndrome associated with germ-line *APC* mutations. Since the up-regulation of *AP4* in human CRC samples was associated with activation of the same signaling pathways that we identified in the mouse model, the findings presented here are likely to play a role in human CRC.

## Supplementary References

- 1 Liberzon, A. *et al.* The Molecular Signatures Database (MSigDB) hallmark gene set collection. *Cell Syst* **1**, 417-425, doi:10.1016/j.cels.2015.12.004 (2015).
- 2 van der Flier, L. G. *et al.* Transcription factor achaete scute-like 2 controls intestinal stem cell fate. *Cell* **136**, 903-912, doi:10.1016/j.cell.2009.01.031 (2009).
- 3 Merlos-Suarez, A. *et al.* The intestinal stem cell signature identifies colorectal cancer stem cells and predicts disease relapse. *Cell Stem Cell* **8**, 511-524, doi:10.1016/j.stem.2011.02.020 (2011).
- 4 Fevr, T., Robine, S., Louvard, D. & Huelsken, J. Wnt/beta-catenin is essential for intestinal homeostasis and maintenance of intestinal stem cells. *Mol Cell Biol* **27**, 7551-7559, doi:10.1128/MCB.01034-07 (2007).
- 5 Chou, C. *et al.* c-Myc-induced transcription factor AP4 is required for host protection mediated by CD8+ T cells. *Nat Immunol* **15**, 884-893, doi:10.1038/ni.2943 (2014).
- 6 Chou, C. *et al.* The Transcription Factor AP4 Mediates Resolution of Chronic Viral Infection through Amplification of Germinal Center B Cell Responses. *Immunity* **45**, 570-582, doi:10.1016/j.immuni.2016.07.023 (2016).
- 7 Heinz, S. *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**, 576-589, doi:10.1016/j.molcel.2010.05.004 (2010).
- 8 Barker, N. *et al.* Identification of stem cells in small intestine and colon by marker gene Lgr5. *Nature* **449**, 1003-1007, doi:10.1038/nature06196 (2007).
- 9 Jackstadt, R. *et al.* AP4 is a mediator of epithelial-mesenchymal transition and metastasis in colorectal cancer. *J Exp Med* **210**, 1331-1350, doi:10.1084/jem.20120812 (2013).
- 10 Guinney, J. *et al.* The consensus molecular subtypes of colorectal cancer. *Nat Med* **21**, 1350-1356, doi:10.1038/nm.3967 (2015).
- 11 Siemens, H. *et al.* miR-34 and SNAIL form a double-negative feedback loop to regulate epithelial-mesenchymal transitions. *Cell Cycle* **10**, doi:18552 [pii] (2011).
- 12 van Es, J. H. *et al.* Notch/gamma-secretase inhibition turns proliferative cells in intestinal crypts and adenomas into goblet cells. *Nature* **435**, 959-963, doi:10.1038/nature03659 (2005).
- 13 Jackstadt, R., Menssen, A. & Hermeking, H. Genome-wide analysis of c-MYC-regulated mRNAs and miRNAs, and c-MYC DNA binding by next-generation sequencing. *Methods Mol Biol* **1012**, 145-185, doi:10.1007/978-1-62703-429-6\_11 (2013).
- 14 Menssen, A. *et al.* c-MYC delays prometaphase by direct transactivation of MAD2 and BubR1: identification of mechanisms underlying c-MYC-induced DNA damage and chromosomal instability. *Cell Cycle* **6**, 339-352 (2007).
- 15 Frank, S. R., Schroeder, M., Fernandez, P., Taubert, S. & Amati, B. Binding of c-Myc to chromatin mediates mitogen-induced acetylation of histone H4 and gene activation. *Genes Dev* **15**, 2069-2082 (2001).
- 16 Jung, P., Menssen, A., Mayr, D. & Hermeking, H. AP4 encodes a c-MYC-inducible repressor of p21. *Proc Natl Acad Sci U S A* **105**, 15046-15051, doi:10.1073/pnas.0801773105 (2008).
- 17 Oswald, F. *et al.* p300 acts as a transcriptional coactivator for mammalian Notch-1. *Mol Cell Biol* **21**, 7761-7774, doi:10.1128/MCB.21.22.7761-7774.2001 (2001).
- 18 de Sousa e Melo, F. *et al.* A distinct role for Lgr5(+) stem cells in primary and metastatic colon cancer. *Nature* **543**, 676-680, doi:10.1038/nature21713 (2017).
- 19 Sansom, O. J. *et al.* Myc deletion rescues Apc deficiency in the small intestine. *Nature* **446**, 676-679, doi:10.1038/nature05674 (2007).
- 20 Sur, I. K. *et al.* Mice lacking a Myc enhancer that includes human SNP rs6983267 are resistant to intestinal tumors. *Science* **338**, 1360-1363, doi:10.1126/science.1228606 (2012).

# Supplementary material for: Ap4 is rate limiting for intestinal tumor formation by controlling the homeostasis of intestinal stem cells
**Source:** Nat Commun. 2018 Sep 3;9:3573. doi: 10.1038/s41467-018-06001-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Supplementary Data 1 related to Supplementary Figure 3a,b and Supplementary Figure 8a,b.** Differential gene expression resulting from *AP4* deletion was subjected to comparative analysis with mSigDB Hallmark gene sets and KEGG pathways.

File Name: Supplementary Data 2

Description: **Supplementary Data 2 related to Figure 4a,b; Figure 8a,b; Supplementary Figure 3c and Supplementary Figure 8c.** Significantly regulated mRNAs associated with distinct signatures as identified by GSEA.

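Supplementary Data 2 gives, for each listed mRNA, a mean expression value per genotype, their ratio and a p-value. For organoids, these means are the means of the deposited RPKM values over the 3 samples per genotype, without further scaling. They were within 1% of the means computed here for 254 of the 255 mRNAs of the stem cell signatures, for all 31 of the Wnt/β-catenin list, all 28 of the Notch list and all 25 of the c-Myc list. The listed fold changes are the ratios of these means and carry no pseudocount. The paper's median log2 fold change of the listed stem cell mRNAs in organoids is −0.42, and the median from limma on upper-quartile-scaled values was −0.37. For the c-Myc list the paper's median is −0.22 and the limma median was −0.18. Direction was the same for 254 of the 255 stem cell mRNAs. Of the listed mRNAs, 162 of the stem cell, 16 of the Wnt/β-catenin, 13 of the Notch and 11 of the c-Myc list had an adjusted p under 0.05 in limma.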

# Supplementary material for: Ap4 is rate limiting for intestinal tumor formation by controlling the homeostasis of intestinal stem cells
**Source:** Nat Commun. 2018 Sep 3;9:3573. doi: 10.1038/s41467-018-06001-x
**Supplement:** Supplementary file 4 — Supplementary Data 1

## Supplementary Data 1 related to Supplementary Figure 3a,b and Supplementary Figure 8a,b

Differential gene expression resulting from *AP4* deletion was subjected to comparative analysis with mSigDB Hallmark gene sets and KEGG pathways.

### Related to Supplementary Figure 3a :

**Functional categories (mSigDB Hallmark gene sets) overrepresented among mRNAs down-regulated in adenomas of *Apc<sup>Min</sup>/Ap4<sup>ΔIEC</sup>* vs *Apc<sup>Min</sup>/Ap4<sup>fl/fl</sup>* mice**

#### EMT

*Igfbp3*, *Col3a1*, *Col1a1*, *Col4a2*, *Tgfb1*, *Sparc*, *Col6a2*, *Col6a3*, *Adam12*, *Spp1*, *Igfbp4*, *Itgb3*, *Col5a2*, *Col1a2*, *Lamc1*, *Itga5*, *Flna*, *Mmp2*, *Myl9*, *Slit2*, *Fn1*, *Cd59*, *Igfbp2*, *Gas1*, *Postn*, *Fstl1*, *Col4a1*, *Dcn*, *Col5a1*, *Lox*, *Tnc*, *Lgals1*, *Cadm1*, *Serpinh1*, *Basp1*, *Fermt2*, *Glpr1*, *Col12a1*, *Eln*, *Pcolce2*, *Loxl2*, *Mgp*, *Col5a3*, *Serpine2*, *Pthlh*, *Sntb1*, *Thbs2*, *Vim*

#### Myogenesis

*Igfbp3*, *Col3a1*, *Col1a1*, *Col4a2*, *Tgfb1*, *Sparc*, *Col6a2*, *Col6a3*, *Adam12*, *Tnnt2*, *Sphk1*, *Aplnr*, *Kcnh2*, *Speg*, *Cd36*, *Nos1*, *Ckm*, *Stc2*, *Nav2*, *Prnp*, *Notch1*, *Tnni1*, *Col15a1*, *Itga7*, *Dtna*, *Cacna1h*, *Wwtr1*, *Cnn3*, *Cryab*, *Aebp1*, *Dmpk*, *Ephb3*, *Igfbp7*, *Fxyd1*, *Smtn*, *Casq2*

#### KRAS signaling

*Igfbp3*, *Col3a1*, *Spp1*, *Tnnt2*, *Cpe*, *Pcp4*, *Tfpi*, *Dcbld2*, *Il1b*, *Mmp9*, *Pecam1*, *Plat*, *Fcer1g*, *Etv4*, *Mmp10*, *Sparcl1*, *Ptgs2*, *Arg1*, *Eng*, *Etv5*, *F13a1*, *Flt4*, *Tmem158*, *Gng11*, *Trib2*, *Tmem176a*, *Tph1*, *Laptm5*

#### E2F targets

*Top2a*, *Cenpe*, *Brca2*, *Cdkn2c*, *Mcm2*, *Pds5b*, *Mybl2*, *Pole*, *Ccp110*, *Hmgb2*, *Msh2*, *Ung*, *Nap1l1*, *Cit*, *Psip1*, *Kif18b*, *Dnmt1*, *Atad2*, *Hells*, *Bub1b*, *Ncapd2*

#### Estrogen response late

*Igfbp4*, *Cpe*, *Pcp4*, *Top2a*, *Atp2b4*, *Prkar2b*, *Slc7a5*, *Celsr2*, *Krt13*, *Scarb1*, *Slc27a2*, *Slc1a4*, *Foxc1*, *Slc24a3*, *Kif20a*, *Homer2*, *Slc29a1*, *Fabp5*, *Plxnb1*, *Tpsab1*, *Cxcl14*

#### UV response

*Col3a1*, *Col1a1*, *Itgb3*, *Col5a2*, *Col1a2*, *Lamc1*, *Tfpi*, *Atp2b4*, *Prkar2b*, *Nek7*, *Cellf2*, *Rbpms*, *Fzd2*, *Kit*, *Ltbp1*, *Plcb4*, *Ptprm*, *Mta1*

## **Inflammatory response**

*Itgb3, Itga5, Sphk1, Aplnr, Dcbld2, Il1b, Olr1, Pik3r5, Edn1, Slc7a2, Abca1, Gpc3, Ifitm1, Calcrl, Sema4d, Ffar2, Itgb8, P2rx7, Ccl24, C5ar1*

## **Mitotic spindle**

*Flna, Top2a, Cenpe, Brca2, Fscn1, Dock4, Bub1, Kif11, Kif20b, Bcl2l11, Cep250, Kif3c, Pkd2, Anln, Cep192, Arap3, Alms1, Sorbs2, Wasf1, Kntc1*

## **Apical junction**

*Mmp2, Myl9, Slit2, Kcnh2, Speg, Mmp9, Pecam1, Fscn1, Gnai1, Sdc3, Dsc3, Itga9, Msn, Nrtn, Evl, Amigo1, Rac2, Actg2, Cd34*

## **Complement**

*Col4a2, Fn1, Cd59, Cd36, Plat, Fcer1g, Olr1, Pik3r5, Dock4, Plek, Serping1, Csrp1, Timp2, Ctsl1, Hspa1a, Mmp12, Mmp13, Pik3cg, Zeb1*

## Related to Supplementary Figure 3a :

**Functional categories (KEGG pathways) overrepresented among mRNAs down-regulated in adenomas of *Apc<sup>Min</sup>/Ap4<sup>ΔIEC</sup>* vs *Apc<sup>Min</sup>/Ap4<sup>fl/fl</sup>* mice**

### **ECM receptor interaction**

*Itga2b, Fn1, Lamc1, Col4a1, Col4a2, Lama4, Lama5, Lamb1, Lamb2, Itga1, Itga5, Itgb3, Itga9, Itgb8, Itga8, Itga7, Thbs2, Spp1, Col1a1, Col1a2, Col3a1, Col5a1, Col5a2, Col6a1, Col6a2, Col6a3, Tnc, Col5a3, Tnxb, Cd36, Sdc3, Sv2c, Hspg2*

### **Focal adhesion**

*Itga2b, Fn1, Lamc1, Col4a1, Col4a2, Lama4, Lama5, Lamb1, Lamb2, Itga1, Itga5, Itgb3, Itga9, Itgb8, Itga8, Itga7, Thbs2, Spp1, Col1a1, Col1a2, Col3a1, Col5a1, Col5a2, Col6a1, Col6a2, Col6a3, Tnc, Col5a3, Tnxb, Rac2, Pik3cg, Pik3r5, Pdgfra, Prkcb, Pak3, Pak6, Myl9, Vav1, Pip5k1c, Flt1, Flt4, Flna, Parvb, Cav2*

### **Pathways in Cancer**

*Itga2b, Fn1, Lamc1, Col4a1, Col4a2, Lama4, Lama5, Lamb1, Lamb2, Rac2, Pik3cg, Pik3r5, Pdgfra, Prkcb, Tgfb1, Fgfr2, Ptgs2, Ccne2, Skp2, Rarb, Kit, Kitlg, Tcf7, Fzd10, Fzd2, Fzd4, Mmp2, Mmp9, Ptch1, Smo, Msh2, Brca2*

### **Axon guidance**

*Rac2, Pak3, Pak6, Gnai1, Sema4f, Sema4d, EphA7, Ephb3, Ephb4, Srgap2, Plxnb1, Sema4c, Sema3g, Ntn4, Robo1, Sema3f, Sema5a, Slit2, Ntn1, Srgap3*

### **Dilated cardiomyopathy**

*Itga2b, Itga1, Itga5, Itgb3, Itga9, Itgb8, Itga8, Itga7, Tgfb1, Prkacb, Adcy8, Adcy1, Adcy3, Adcy5, Cacna1c, Slc8a1, Tnnt2*

### **Regulation of actin cytoskeleton**

*Itga2b, Fn1, Itga1, Itga5, Itgb3, Itga9, Itgb8, Itga8, Itga7, Rac2, Pik3cg, Pik3r5, Pdgfra, Pak3, Pak6, Myl9, Vav1, Pip5k1c, Fgfr2, F2r, Msn, Wasf1, Rdx*

### **Small cell lung cancer**

*Itga2b, Fn1, Lamc1, Col4a1, Col4a2, Lama4, Lama5, Lamb1, Lamb2, Pik3cg, Pik3r5, Ptgs2, Ccne2, Skp2, Rarb*

## **Melanogenesis**

*Prkcb, Kit, Kitlg, Tcf7, Fzd10, Fzd2, Fzd4, Gnai1, Prkacb, Adcy8, Adcy1, Adcy3, Adcy5, Plcb4, Edn1*

## **Calcium signaling pathway**

*Pdgfra, Prkcb, Prkacb, Adcy8, Adcy1, Adcy3, Cacna1c, Slc8a1, F2r, Plcb4, Itpr1, Itpkb, Sphk1, Nos3, Cacna1h, Nos1, P2rx7, Slc25a4, Atp2b4*

## **Vascular smooth muscle contraction**

*Prkcb, Myl9, Prkacb, Adcy8, Adcy1, Adcy3, Adcy5, Cacna1c, Plcb4, Itpr1, Npr1, Calcr1, Mrvi1, Actg2, Ppp1r14a*

## Related to Supplementary Figure 3b :

**Functional categories (mSigDB Hallmark gene sets) overrepresented among mRNAs up-regulated in adenomas of *Apc<sup>Min</sup>/Ap4<sup>ΔIEC</sup>* vs *Apc<sup>Min</sup>/Ap4<sup>fl/fl</sup>* mice**

### **Interferon gamma response**

*Irf7, Tap1, B2m, Rtp4, Bst2, Nmi, Casp1, Casp8, Ube2l6, Ifih1, Stat2, Psmb9, Psmb8, Rsad2, Ifi44, Usp18, Batf2, Tdrd7, Ifi27, Ifi35, Sp110, Parp14, Herc6, Ddx60, Psme2, Parp12, Dhx58, Oasl, Epsti1, Isg15, Stat1, Hla-Dqa1, Cdkn1a, Upp1, Cd38, Casp7, Casp4, Ddx58, Cd274, Ifit1, Il18bp, Gbp6, Ido1, Mx2, Oas2, Oas3, Xaf1, Rnf213, Zbp1, Nlrc5*

### **Interferon alpha response**

*Irf7, Tap1, B2m, Rtp4, Bst2, Nmi, Casp1, Casp8, Ube2l6, Ifih1, Stat2, Psmb9, Psmb8, Rsad2, Ifi44, Usp18, Batf2, Tdrd7, Ifi27, Ifi35, Sp110, Parp14, Herc6, Ddx60, Psme2, Parp12, Dhx58, Oasl, Epsti1, Isg15, Mov10, Oas1, Tmem140, Uba7, Parp9, Trim5*

### **Cholesterol homeostasis**

*Ldlr, Idi1, Hmgcs1, Hmgcr, Sqle, Cyp51a1, Hsd17b7, Mvd, Fdft1, Pmvk, Antxr2, Anxa13, Lss*

### **Allograft rejection**

*Irf7, Tap1, B2m, Stat1, Hla-Dqa1, Il18, Tlr1, Ccnd2, Cdkn2a, C2, Gcnt1, Hla-Dmb, Hla-E, Nos2, Tap2, Cd3g, Cd8a*

### **Inflammatory response**

*Irf7, Rtp4, Bst2, Nmi, Cdkn1a, Ldlr, Il18, Tlr1, Cd82, Mep1a, Hrh1, Slc4a4*

### **Xenobiotic metabolism**

*Upp1, Slc35d1, Tnfrsf1a, Acox2, Enpep, Slc46a3, Gsta3, Abhd6, Ccl25, Xdh, Abcc3, Entpd5*

### **MTORC1 signaling**

*Cdkn1a, Ldlr, Idi1, Hmgcs1, Hmgcr, Sqle, Cyp51a1, Dhcr24, Insig1, Elovl6, Ifrd1*

**p53 pathway**

*Tap1, Casp1, Cdkn1a, Upp1, Ccnd2, Cdkn2a, Cd82, Slc35d1, S100a10, Stom, Eps8l2*

**Apoptosis**

*Tap1, Casp1, Casp8, Cdkn1a, Cd38, Casp7, Casp4, Il18, Ccnd2*

**Fatty acid metabolism**

*Ube2l6, Idi1, Hmgcs1, Hsd17b7, Dhcr24, S100a10, Aldh1a1, Acsl5*

## **Related to Supplementary Figure 3b:**

**Functional categories (KEGG pathways) overrepresented among mRNAs up-regulated in adenomas of *Apc<sup>Min</sup>/Ap4<sup>ΔIEC</sup>* vs *Apc<sup>Min</sup>/Ap4<sup>fl/fl</sup>* mice**

### **Steroid biosynthesis**

*Hsd17b7, Cyp51a1, Dhcr24, Fdft1, Lss, Sqle, Soat2*

### **Antigen processing and presentation**

*Hla-Dmb, Hla-Dqa1, Hla-Dqb1, Hla-E, Tap1, Tap2, Cd8a, Psme2, B2m*

### **Terpenoid backbone biosynthesis**

*Pmvk, Hmgcs1, Hmgcr, Idi1, Mvd*

### **Rig I like receptor signaling pathway**

*Casp8, Irf7, Ddx58, Ifih1, Dhx58, Isg15*

### **Viral myocarditis**

*Hla-Dmb, Hla-Dqa1, Hla-Dqb1, Hla-E, Casp8, Actb*

### **ABC transporters**

*Tap1, Tap2, Abcb11, Abcc3, Abcg2*

### **Glycerophospholipid metabolism**

*Dgkq, Mboat1, Agpat4, Agpat9, Cds1, Pla2g2e*

### **Glutathione metabolism**

*Anpep, Gsta3, Mgst1, Mgst2, Ggt1*

### **Cytosolic DNA sensing pathway**

*Irf7, Ddx58, Casp1, Il18, Zbp1*

## **Systemic lupus erythematosus**

*Hla-Dmb, Hla-Dqa1, Hla-Dqb1, C2, Hist1h2ae, Hist1h2ai, Hist1h2al*

## **Related to Supplementary Figure 8a :**

**Functional categories (mSigDB Hallmark gene sets) overrepresented among mRNAs down-regulated in organoids derived from *Villin-Cre-ERT2*/*Ap4<sup>fl/fl</sup>* vs *Villin-Cre-ERT2* mice.**

### **UV response**

*Cap2, Tfp1, Mgl1, Fzd2, Amph, Kit, Plcb4*

### **KRAS signaling**

*Igfbp2, Myh7, Fam46c, Adck3, Atp6v1b1, Capn9, Clps, Tff2*

### **Pancreas beta cells**

*Chga, Insm1, Nkx2-2, Syt13*

### **Wnt/ $\beta$ -catenin signaling**

*Notch1, Dll1, Axin2, Nkd1*

### **EMT**

*Cap2, Igfbp2, Eno2, Jun, Timp3, Gas1, Pthlh*

### **Estrogen response early**

*Tiam1, Tpbp, Tff3, Celsr1, Tubb2b, Mreg, Tgif2*

### **IL2/STAT5 signaling**

*Tiam1, Ifitm3, Tnfsf10, Cd83, Itih5, Plagl1, Slc39a8*

### **Glycolysis**

*Eno2, Tpbp, Tff3, Cacna1h, Efna3, Nanp*

### **Myogenesis**

*Myh7, Notch1, Cacna1h, Spdef, Dmpk, Myl7*

**Apoptosis**    *Eno2, Jun, Timp3, Ifitm3, Tnfsf10*

## **Related to Supplementary Figure 8a :**

**Functional categories (KEGG pathways) overrepresented among mRNAs down-regulated in organoids derived from *Villin-Cre-ERT2*/*Ap4<sup>fl/fl</sup>* vs *Villin-Cre-ERT2* mice.**

### **Axon guidance**

*Efna3, Efna4, Sema4c, Dpysl5, Ntn4, Sema5a, Srgap3*

### **Wnt signaling pathway**

*Wnt3, Fzd2, Axin2, Jun, Plcb4, Sfrp5, Nkd1*

### **Leukocyte transendothelial migration**

*Rassf5, Myl7, Ncf2, Rapgef3, Esam, Nox1*

### **Pathways in cancer**

*Wnt3, Fzd2, Axin2, Jun, Rassf5, Kit, Nos2, Pdgfa, Fgfr2*

### **Melanogenesis**

*Wnt3, Fzd2, Plcb4, Kit, Creb3l4*

### **Arachidonic acid metabolism**

*Pla2g10, Ggt7, Ptgds, Cyp4f2*

### **Calcium signaling pathway**

*Plcb4, Nos2, Mylk3, Chrm1, Cacna1h, Itpkb*

### **Regulation of actin cytoskeleton**

*Myl7, Pdgfa, Fgfr2, Mylk3, Chrm1, Tiam1*

### **Notch signaling pathway**

*Notch1, Dll3, Dll1*

## **Related to Supplementary Figure 8b :**

**Functional categories (mSigDB Hallmark gene sets) overrepresented among mRNAs up-regulated in organoids derived from *Villin-Cre-ERT2*/*Ap4<sup>fl/fl</sup>* vs *Villin-Cre-ERT2* mice.**

### **Xenobiotic metabolism**

*Ca2, Cd36, Acox1, Adh1c, Fabp1, Fas, Gcnt2, Papss2, Leap2, Abcc2, Cyp2j2, Enpep, G6pc, Slc46a3, Arg2, Xdh*

### **KRAS signaling**

*Ca2, Ptgs2, Ereg, Angptl4, Prrx1, Aldh1a3, Mafb, Ace, Spon1, Anxa10, Ptpr, Mall, Hkdc1, Il33*

### **Fatty acid metabolism**

*Ca2, Cd36, Acox1, Adh1c, Fabp1, Me1, Aldh1a1, Fabp2, Aqp7, Tp53inp2*

### **Coagulation**

*Gp1ba, Mmp15, Apoa1, Ctse, Gsn, Crip2, Apoc3, Proz, Gda*

### **Complement**

*Ca2, Cd36, Me1, Gp1ba, Mmp15, Irf7, Lgals3, F5, Apoa4, Lipa*

### **Interferon gamma response**

*Fas, Ptgs2, Irf7, Hif1a, Mx1, Oasl, Isg15, Ifit1, Oas3*

### **Bile acid metabolism**

*Aldh1a1, Apoa1, Ephx2, Gstk1, Abca8, Sult1b1, Bbox1*

### **Inflammatory response**

*Ereg, Gp1ba, Irf7, Hif1a, Il18, Mxd1, Rnf144b, Ptafr*

### **Allograft rejection**

*Fas, Ereg, Irf7, Hif1a, Il18, Capg, Gcnt1*

## **Heme metabolism**

*Ca2, Ctse, Slc7a11, Aqp3, Cdr2, Mpp1, Nfe2*

**Related to Supplementary Figure 8b :**

**Functional categories (KEGG pathways) overrepresented among mRNAs up-regulated in organoids derived from *Villin-Cre-ERT2/Ap4<sup>fl/fl</sup>* vs *Villin-Cre-ERT2* mice.**

**PPAR signaling pathway**

*Pck1, Acox1, Me1, Cd36, Gk, Fabp1, Fabp2, Slc27a6, Apoa1, Apoc3, Aqp7, Angptl4, Pltp*

**Drug metabolism cytochrome P450**

*Cyp2c8, Adh1c, Ugt2b10, Cyp3a4, Aldh1a3, Gstk1, Gsta1, Gsta2, Maob, Cyp2d6, Fmo5*

**Metabolism of xenobiotics by cytochrome P450**

*Cyp2c8, Adh1c, Ugt2b10, Cyp3a4, Aldh1a3, Gstk1, Gsta1, Gsta2, Cyp1b1*

**Arachidonic acid metabolism**

*Cyp2c8, Ggt1, Cyp2j2, Ephx2, Ptgs2, Alox5*

**Retinol metabolism**

*Cyp2c8, Adh1c, Ugt2b10, Cyp3a4, Dhps9, Aldh1a1*

**Renin angiotensin system**

*Mme, Ace, Enpep, Ace2*

**Glycolysis gluconeogenesis**

*Pck1, Adh1c, Aldh1a3, G6pc, Aldob*

**Glutathione metabolism**

*Gstk1, Gsta1, Gsta2, Ggt1*

**Starch and sucrose metabolism**

*Ugt2b10, G6pc, Enpp3, Treh*

## **Glycosphingolipid biosynthesis**

*Gcnt2, St3gal4, B3gnt5*

# Supplementary material for: Ap4 is rate limiting for intestinal tumor formation by controlling the homeostasis of intestinal stem cells
**Source:** Nat Commun. 2018 Sep 3;9:3573. doi: 10.1038/s41467-018-06001-x
**Supplement:** Supplementary file 5 — Supplementary Data 2

**Supplementary Data 2 related to Figure 4a,b; Figure 8a,b; Supplementary Figure 3c and Supplementary Figure 8c**

Significantly regulated mRNAs associated with distinct signatures as identified by GSEA.

**Related to Figure 4a,b; Supplementary Figure 3c :**

Combined stem cell signature, *APC<sup>Min</sup>* adenoma

Combined Wnt signature, *APC*<sup>Min</sup> adenoma

Combined Notch signature, *APC<sup>Min</sup>* adenoma

c-MYC target genes, *APC<sup>Min</sup>* adenoma

**Related to Figure 8a,b; Supplementary Figure 8c:**

Combined stem cell signature, organoids

Combined Wnt signature, organoids

Combined Notch signature, organoids

MYC target genes, organoids

How the deposited data were processed for this re-analysis (not part of the article)

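RNA of small intestinal organoids was profiled 7 days after Cre activation with 4-OHT, in 3 *Ap4* wild-type (*Vil-CreERT2*) and 3 *Ap4*-deficient (*Vil-CreERT2/Ap4* fl/fl) samples. Genotype and replicate number were taken from the sample labels and the legend of Fig. 7d. The adenoma samples were not analysed here, and adenoma values are the paper's, from Supplementary Data 1 and 2.

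The authors made random-primed libraries, sequenced single reads, mapped them to GRCm38/mm10 with the Ensembl annotation in CLC Genomics Workbench 8.0 with default settings, and deposited 1 RPKM value per gene and sample. RPKM divides by the library total, so a few highly expressed genes can shift all other values of a sample, and the deposited values were not filtered or scaled further. The upper-quartile scaling, the filter on 5 mapped exon reads and the RUVg step that the methods describe came after these values.

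The design fixed beforehand assumed counts. The deposited values are RPKM, so the main test was limma on log2(RPKM + 0.1). The authors' pair of tools was kept here for values deposited as counts and was not run. The reads recovered from the RPKM values were tested with limma-voom, as an alternative chosen after seeing the data. Whole reads were recovered from the values by finding the library total and exon length at which all of a gene's values are whole reads, within 0.00200 of a read. The annotated exon length of GENCODE M21 gave whole reads for 19175 genes, a searched length for 6465, and no length for 737, whose reads were rounded at the annotated length. On simulated reads of 25246 genes, all 6 library totals and 97.0% of the genes were recovered exactly. The recovered reads were used for the filter (at least 5 reads in at least 1 sample), the upper-quartile scaling and the depth of each gene. Reads on genes were between 31139907 and 49009451 per sample.

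The genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend on mean expression, Benjamini-Hochberg adjustment), and mRNAs with a fold change of at least 1.5 and an adjusted p under 0.05 were counted as changed. On simulated reads with 200 changed genes among 18138, 95.0% of the changed genes were called, and 6.40% of the called genes were not changed. The simulated changes were at least 2-fold and lay in genes well above the read filter, whereas 172 of the 681 changed mRNAs reached 2-fold. The 95.0% therefore does not cover smaller changes or low genes. Gene lists were tested with cameraPR at a preset inter-gene correlation of 0.01, and the median of each list was placed among 10000 random lists matched on mean expression in 50 bins. Of 200 lists of unchanged simulated genes, 0.500% had p under 0.05. The simulated genes were drawn independently of each other, so this rate does not cover lists of genes that vary together. Lists of marker genes for cell types and responses were written before the data were examined, and so were the designs, the thresholds, the alternatives called planned and the rule for genes named. By that rule the text names *Tfap4*, the genes that the section on organoid profiling or Fig. 8b names, *Ctnnb1*, *Tcf7* and *Myc*, the qPCR markers of Fig. 7a, and the 3 largest falls and 3 largest rises among changed mRNAs with a CPM of at least 1 on average and no overlap between the genotypes. Correlations and differences between lists were tested with 100000 permutations in Python 3.11.15 with scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

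The replicate numbers come from the sample labels, which number the samples of each genotype 1 to 3; neither the labels nor the text say that equal numbers were processed together. The model without the number is reported, and the model with it as a block is given beside it. Alternatives were TMM, median-ratio or no further scaling, RUVg factors, other filters on low genes, a pseudocount of 1, the replicate block with and without a correction on GC content, a correction on GC content and exon length, limma-voom on the recovered reads, no variance trend, and leaving out each sample. RUVg was computed from the first singular vectors of the control genes' centred log reads, and the paper's text does not name its control genes or number of factors. With 3 samples per genotype an exact permutation test cannot give a p under 0.100. Genes with near-identical copies, such as the *Defa* genes and processed pseudogenes, can share reads, and their values are uncertain. The *Defa* genes of the rule were read as every numbered *Defa* gene in the fit; a shorter hand-picked set was widened to this after values had been seen. The variance trend of limma and the scaling from recovered reads were settled once the unit of the values was known and before results were seen. For values without counts the alternatives set in advance imply no filter beyond 0; the filter on 5 reads was kept because reads could be recovered, and no filter is given as an alternative. The planned correction of fold changes on GC content was carried out as a lowess of each library on GC content. The full gene sets behind the paper's GSEA were not used here.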

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

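Marker lists that were not taken from the paper were examined, and all 8 of them moved between the genotypes. For the interferon list, Supplementary Data 1 names a related gene set in organoids. The checks on GC content and exon length and on single libraries were chosen after these shifts had been seen. Adjusted p-values cover 13 lists. Each list was also examined under the 10 possible splits of the 6 samples into 3 and 3, of which 4, the real split included, part all 3 same-numbered pairs. The other 6 splits part only 1 such pair. With so few splits, their count alone cannot tell any of the shifts apart from a chance division of the samples. Of the single genes in the enterocyte and goblet lists, 24 of 26 and 10 of 12 had a limma adjusted p under 0.05, each without overlap between the genotypes. In the other lists, between 2 of 14 (tuft) and 9 of 23 (enteroendocrine) genes had such an adjusted p. Genes of a list can vary together across cultures, so these counts are not independent results, and the question stays open for every list.

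Enterocyte markers had a median log2 fold change of 0.83 in *Ap4*-deficient organoids, with 26 of 26 genes higher and an adjusted p of 2.61e-25 in limma's competitive test. Relative to the wild-type means, the list was higher in 3 of 3 *Ap4*-deficient samples, by 0.76 to 0.95 (median over its genes). Only 1 of the 4 splits, the real one, gave a median shift as large, and the largest shift among the other 9 splits was 0.38. After each library was corrected on GC content and exon length, the log2 fold changes of the list had moved by a median of 0.07 per gene in either direction, their median was 0.83 and the adjusted p was 1.22e-24. The highest adjusted p with a library left out was 2.40e-20, so the shift does not rest on a single library. With the inter-gene correlation estimated from the samples, it was 0.126. A hypothesis is that the cultures shifted toward enterocytes after loss of *Ap4*. Expression of these genes per cell and the share of cells that express them could both produce the pattern, and the profiles of whole cultures do not separate them.

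Goblet cell markers had a median log2 fold change of −0.62 in *Ap4*-deficient organoids, with 10 of 12 genes lower and an adjusted p of 1.66e-09 in limma's competitive test. These were lower in 3 of 3 *Ap4*-deficient samples, between −0.67 and −0.56. Enteroendocrine cell markers had a median log2 fold change of −0.49 in *Ap4*-deficient organoids, with 22 of 23 genes lower and an adjusted p of 1.82e-07 in limma's competitive test. Sample values ran from −0.63 to −0.39, lower in 3 of 3. Paneth cell markers had a median log2 fold change of −0.40 in *Ap4*-deficient organoids, with 15 of 17 genes lower and an adjusted p of 3.83e-05 in limma's competitive test. Their sample values were between −0.50 and −0.21, lower in 3 of 3. For each of the 3 lists, 1 of the 4 splits gave a median shift as large. After the correction on GC content and exon length the adjusted p was 2.37e-09 for the goblet, 1.59e-07 for the enteroendocrine and 2.51e-04 for the Paneth list. The medians of these lists shrank to −0.54, −0.47 and −0.31. The highest adjusted p with a library left out was 4.88e-07, 1.11e-05 and 0.00569 in the same order. With the estimated inter-gene correlation it was 0.126, 0.172 and 0.254. Many genes of the Paneth list are *Defa* genes with near-identical copies, and how their reads were shared was not tested. *Habp2* (−0.77, limma adjusted p = 0.00137), *Mmp7* (−0.46, 0.00632), *Itln1* (−0.51, 0.0145), *Ang4* (−0.32, 0.0296) and *Lyz1* (−0.26, 0.0460) also fell, in every *Ap4*-deficient sample. *Mptx2* and *Gm15284* fell without passing 0.05, and *Nupr1* rose (0.20, 0.189). These falls argue against shared *Defa* reads as the only source of the shift. A fall of markers of these 3 secretory cell types, with a rise of enterocyte genes, may reflect a change in cell composition, which remains a hypothesis. Tuft cells, which the paper also counts as secretory, had a smaller and less certain fall (median −0.18).

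Interferon response genes had a median log2 fold change of 0.34 in *Ap4*-deficient organoids, with 18 of 24 genes higher and an adjusted p of 4.00e-04 in limma's competitive test. They were higher in 3 of 3 *Ap4*-deficient samples, by 0.23 to 0.35. The size of the median depended on the setting. It was 0.11 with a pseudocount of 1, 0.19 with an RPKM of at least 1 in at least 3 samples, and 0.57 in limma-voom. Supplementary Data 1 names the interferon gamma response among the gene sets of the upregulated organoid mRNAs, and the paper's text does not take it up. The adjusted p was 0.00152 after the correction on GC content and exon length and at most 0.00689 with a library left out, and 1 of the 4 splits gave a median shift as large. Proliferation markers had a median log2 fold change of −0.10 in *Ap4*-deficient organoids, with 18 of 20 genes lower and an adjusted p of 2.27e-04 in limma's competitive test. Of the 3 *Ap4*-deficient samples, 3 were lower, between −0.18 and −0.05. The adjusted p was 1.69e-07 after the correction and at most 0.0119 with a library left out, and 1 of the 4 splits gave a shift as large. The largest shift of the proliferation list among the other 9 splits was 0.10, close to that of the real split. With the estimated inter-gene correlation, the adjusted p was 0.172 for the interferon and 0.179 for the proliferation list.

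Fetal or regenerative genes had a median log2 fold change of 0.38 in *Ap4*-deficient organoids, with 11 of 14 genes higher and an adjusted p of 0.00155 in limma's competitive test. In 3 of 3 *Ap4*-deficient samples they were higher, with values from 0.08 to 0.55. The correction on GC content and exon length left an adjusted p of 0.00191, and 1 of the 4 splits gave a shift as large, but without *Ap4*-deficient replicate 3 the median was 0.07 with an adjusted p of 0.197. The median shift and the test of the whole list therefore rested on that library, which also held the most reads on stromal genes. Single genes did not: 5 of the 14 had a limma adjusted p under 0.05, 5 of these (*Anxa1*, *Areg*, *Ereg*, *Il1rn* and *Msln*) were higher in all 3 *Ap4*-deficient samples than in every wild-type sample, and 5 also passed without that replicate. Tuft cell markers had a median log2 fold change of −0.18 in *Ap4*-deficient organoids, with 12 of 14 genes lower and an adjusted p of 0.0199 in limma's competitive test. The 3 *Ap4*-deficient samples had values from −0.31 to −0.14, lower in 3. The adjusted p rose to 0.0707 after the correction on GC content and exon length and to 0.0586 with a library left out, and 2 of the 4 splits gave a shift as large. No biological explanation is offered for these last lists.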

How the results depend on the processing

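The number of changed mRNAs moved by more than 1.5 times under several alternatives. Against 681 mRNAs (317 down, 364 up) as reported, 2 RUVg factors from empirical control genes gave 112 mRNAs (40 down, 72 up). These 2 factors together accounted for 52.9% of the variance of genotype across the samples, whereas 1 factor accounted for 1.11% and gave 828 mRNAs. The replicate block gave 363 mRNAs (141 down, 222 up). A pseudocount of 1 gave 313 mRNAs (114 down, 199 up). The unadjusted p gave 1102 mRNAs (571 down, 531 up), and no fold change minimum gave 2358 mRNAs (1149 down, 1209 up). For these other alternatives the cause was not tested. Across the 6 fits that each left out 1 sample, the number ranged from 396 to 846 changed, from 157 to 443 downregulated and from 229 to 403 upregulated. TMM scaling, other filters on low genes, RUVg with all genes as controls and protein-coding genes only stayed within 1.5 times the reported number, from 519 to 829. So did the block with a correction on GC content with 517, although its downregulated mRNAs fell from 317 to 198. So did 5 alternatives chosen after seeing the data (median-ratio scaling, no scaling beyond RPKM, limma-voom on the recovered reads, no variance trend, and a correction on GC content and exon length), from 628 to 768. Limma-voom called 90.3% of the 681 mRNAs. The counts called by both of the authors' tools and the alternatives that use those tools were not run, since these tools were kept here for values deposited as counts.

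The list tests depended on how the inter-gene correlation was handled. Estimating it also changed the test: the samples were refitted without the variance trend, and p rested on the few samples rather than the many genes. The loss of the lists in that form therefore cannot be credited to the correlation alone. With the correlation estimated from the 6 samples, no list passed an adjusted p of 0.05 while all medians stayed as reported: −0.27 for the adenoma stem cell, −0.19 for the Wnt, −0.19 for the Notch, −0.11 for the c-Myc and −0.25 for the E2F list, and −0.40 for Paneth, −0.62 for goblet, −0.49 for enteroendocrine, −0.18 for tuft and 0.83 for enterocyte markers, −0.10 for proliferation, 0.34 for interferon response and 0.38 for fetal or regenerative genes. The tuft cell list also lost its adjusted p under 0.05 with 2 RUVg factors (−0.0761), with the block and GC correction (−0.14), with at least 10 reads in every sample (−0.19), with an RPKM of at least 1 in at least 3 samples (−0.20), and in limma-voom (−0.17) and the GC content and exon length correction (−0.14), both chosen after seeing the data. Its median ranged from −0.27 to −0.11 with a sample left out, and that of the fetal or regenerative list from 0.0708 to 0.46. The other lists, the adenoma correlation and the difference between the c-Myc and stem cell lists kept their direction and their side of the threshold under the other alternatives run (unadjusted permutation p for the correlation and the difference).

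Among 54 genes named under all alternatives, 1129 values were computed, of which 972 kept direction and side of the threshold, 103 lost and 37 gained an adjusted p under 0.05, and 17 changed sign. With 2 RUVg factors alone, 32 of the 54 genes lost it and 5 changed sign. The changes of sign were in genes near 0 or in the *Defa* family. *Clca1* went from 0.03 to −0.00277 with the block and GC correction, −0.0156 without further scaling and −1.94e-04 with the GC content and exon length correction, and ranged from −0.0402 to 0.0807 with a sample left out. With 2 RUVg factors, *Defa2* became −0.15, *Defa20* 0.0518, *Defa21* 0.12, *Defa22* 0.10 and *Defa23* 0.0686. *Defa23* was 0.0235 with the GC content and exon length correction, and *Defa2* ranged from −0.0223 to 0.21 with a sample left out. *Defa5* became −0.0237 with the block and GC correction, −0.00649 with an RPKM of at least 1 in at least 3 samples and −0.0280 without further scaling, and ranged from −0.50 to 0.86 with a sample left out. The cause was not tested. Depth limits low mRNAs, such as *Dll3* with 72.3 and *Vwa2* with 82.5 reads per sample on average, whose fold changes depend on the pseudocount.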

Differences from the paper's values

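The log2 fold change of *Dll1* was −0.64 against the paper's −0.70 in Supplementary Data 2. Among the alternatives set before the data were examined, it came within the replicate SD of the paper's value with 1 RUVg factor from empirical control genes (−0.65) or from all genes (−0.65), with at least 10 reads in every sample (−0.66), with an RPKM of at least 1 in at least 3 samples (−0.67), and without wild-type replicate 3 (−0.67) or *Ap4*-deficient replicate 3 (−0.67). It did not with TMM scaling (−0.63), 2 RUVg factors (−0.64), the replicate block (−0.64), the block with GC correction (−0.56), no filter (−0.63), a pseudocount of 1 (−0.56) or the other samples left out. Values within the SD were also reached with no scaling beyond RPKM (−0.69), limma-voom (−0.66) and the plain ratio of mean RPKM (−0.70), which were chosen after seeing the values.

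The log2 fold change of *Vwa2* was −1.72 against the paper's −2.31. None of the alternatives set before the data were examined closed the gap (an RPKM of at least 1 in at least 3 samples left the gene out), and they ranged from −1.87 without *Ap4*-deficient replicate 2 to −0.56 with a pseudocount of 1. Limma-voom on the recovered reads gave −2.25 and the plain ratio of mean RPKM without a pseudocount gave −2.31, and both were chosen after seeing the values.

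The paper states that Paneth cell markers increased in organoids within 3 days of 4-OHT, from qPCR that the legend of Fig. 7a places 7 days after Cre activation. In the RNA profiles, taken 7 days after 4-OHT, the Paneth cell markers had a median log2 fold change of −0.40, and *Lyz1* had −0.26 (limma adjusted p = 0.0460, or 0.243 with the replicate block and 0.0508 with 1 and 0.353 with 2 RUVg factors). *Lyz1* had an adjusted p above 0.05 in 6 of the 6 fits that each left out 1 sample and was lower in all 6, so its fall is uncertain. The paper also states a decrease of goblet cell markers by qPCR, and *Clca1* (Gob5) had a log2 fold change of 0.03 in the RNA profiles, whereas *Muc2* had −0.47. Fig. 8c shows no significant change of *Ctnnb1* by qPCR, and its log2 fold change in the RNA profiles was 0.25 (limma adjusted p = 0.0154, or 0.140 with the replicate block). The legend of Fig. 8b gives a p-value under 0.05 for its mRNAs and does not say whether it was adjusted, and *Notch4* (limma adjusted p = 0.0845), *Jag2* (0.0887) and *Dtx3* (0.0510) did not pass an adjusted p of 0.05 here, with unadjusted p-values of 0.0156, 0.0169 and 0.00650. The paper places c-Myc and E2F target genes below stem cell and Notch target genes in the size of their fold changes. With the lists of adenoma-regulated mRNAs used here, the c-Myc median lay 0.17 above the stem cell median (permutation p = 0.00713, adjusted p = 0.0285), as in the paper's order. The medians of the E2F list (−0.25) and the stem cell list (−0.27) were not separated by a permutation test without their shared genes (p = 0.903). Neither were those of the c-Myc (−0.11) and Notch (−0.19) lists (permutation p = 0.259). The lists hold only regulated members, and the E2F list was chosen by a 1.5-fold cut-off in adenomas, so they cannot test the paper's order of full gene sets.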

Other observations

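The test on the deleted exons was chosen only after the fall of *Tfap4* had been seen, and the remark on replicate 3 follows from values seen in the tests on sex and on stromal genes. For the number of changed mRNAs, 1 of the 4 splits of the 6 samples that part all 3 same-numbered pairs, the real one, gave as many changed mRNAs, as many downregulated (1 of 4) and as many upregulated mRNAs (1 of 4). The other 9 of the 10 splits gave at most 1 changed mRNA, and between 206 and 315 at an unadjusted p under 0.05 with a 1.5-fold change. At an unadjusted p under 0.05 and any fold change they gave between 328 and 1924, against 5472 for the real split. For the adenoma stem cell, Wnt, Notch, c-Myc and E2F lists and for the difference between the c-Myc and stem cell lists, 1 of the 4 splits gave a result as large, the real one. For the correlation with adenomas this was also 1 of 4, but among the 6 splits that part fewer same-numbered pairs, a split that mixed the genotypes reached an absolute r of 0.44, above the 0.41 of the real split. The count of 10 splits of 3 against 3 samples cannot by itself rule out a chance division for any of these results. For the number of changed mRNAs, 681 passed in the real split, against at most 1 in any other. When 1 split follows the main difference between the samples, the other splits mix it into both groups and call few mRNAs. The contrast therefore does not settle the question.

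Technical explanations for the number of changed mRNAs were tested. Mean library size was 20.5% larger in wild-type samples. The ranges overlapped, but the wild-type library was the larger in each of the 3 same-numbered pairs, and depth was not equalized in a test. The share of reads on the 20 highest genes differed by 0.411 percentage points between the genotypes, and the ranges overlapped. *Xist* was expressed in all samples, with a ratio of 1.36 between the highest and lowest RPKM, and reads on 4 Y-linked genes were at most 0.185% of the *Xist* reads of a sample, so these genes show no difference in sex between the mice of the genotypes. The few Y-linked reads still differed by a factor of 72.6 between samples, and a trace of male material in *Ap4*-deficient replicate 3 could not be excluded. The ratio of mean *Nnt* RPKM, a gene that differs between C57BL/6 substrains, was 1.16. The highest *Tfap4* RPKM among the *Ap4*-deficient libraries was 15.8, below the lowest wild-type value of 24.7, so *Tfap4* gives no sign of exchanged labels. The fold change correlated with GC content across 11080 genes (Spearman rho = −0.36) and with exon length (rho = 0.14), and a correction of each library on both brought these to 0.01 and −0.00127. After it, 744 mRNAs passed the thresholds, so a smooth trend on these properties does not fully account for the number. Within 10 Mb of *Tfap4*, 2 of 94 tested genes were changed (2.13%), against 3.59% elsewhere (two-sided Fisher's exact test, p = 0.777), which gives no sign of a passenger region around the targeted gene.

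Reads on 12 stromal and immune genes reached a CPM of 111 in *Ap4*-deficient replicate 3, against 3.54 and 2.87 in the other *Ap4*-deficient samples and 13.9, 5.92 and 21.0 in the wild-type samples. The level in that sample is the one predicted for stromal or immune cells in some cultures. The ranges of the genotypes overlapped only through it, since the other *Ap4*-deficient samples lay below every wild-type sample. The number of changed mRNAs therefore cannot be told apart from this explanation by that test. The same sample held 55 reads on the Y-linked genes, against between 1 and 12 in the other samples. The paper gives female mice for the organoids of Fig. 7a and b and does not state the sex for the sequenced organoids. A trace of RNA or cells from another culture or tissue is a candidate explanation for both, and which of these it was could not be tested. Without this sample, 846 mRNAs were changed, more than with it, so the changed mRNAs do not rest on this sample alone. That fit leaves a difference in stromal reads between the genotypes, so it does not test stromal or immune cells as the explanation.

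*Tfap4* fell by 38.4%, whereas the paper states a decrease of about 90% within 3 days by qPCR (Fig. 7a, whose legend gives 7 days). Exons 2 to 4 make up 19.4% of the bases of the annotated transcript, and the fall exceeded this share by 19.0 percentage points. The deposited values correspond to a shorter exon length, of which the same bases would be 20.6%, if all of them are part of it, and the fall would exceed this share by 17.8 percentage points. With reads spread evenly over the exons, loss of those reads alone therefore does not account for the fall. The deposited values do not separate the exons.

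The qPCR markers of Fig. 7a had these values in the RNA profiles. *Muc2* had a log2 fold change of −0.47 (standard error 0.04), *Clca1* (Gob5) of 0.03 (limma adjusted p = 0.839), *Epcam* of −0.10 (0.320), and *Lyz1* of −0.26 (0.0460, or 0.243 with the replicate block). Of the 11 numbered *Defa* (cryptdin) genes tested, 9 had a lower mean in *Ap4*-deficient organoids, 1 had an adjusted p under 0.05, and their log2 fold changes ran from −0.82 to 0.13, with the changes of sign between settings given for *Defa2*, *Defa20*, *Defa21*, *Defa22*, *Defa23* and *Defa5*. These genes share near-identical sequence, so their single values are uncertain. *Myc* and *Tcf7* had log2 fold changes of −0.16 and −0.28 (limma adjusted p = 0.0669 and 0.105).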
